# Engineering a niche supporting hematopoietic stem cell development using integrated single-cell transcriptomics

**DOI:** 10.1038/s41467-022-28781-z

**Published:** 2022-03-24

**Authors:** Brandon Hadland, Barbara Varnum-Finney, Stacey Dozono, Tessa Dignum, Cynthia Nourigat-McKay, Adam M. Heck, Takashi Ishida, Dana L. Jackson, Tomer Itkin, Jason M. Butler, Shahin Rafii, Cole Trapnell, Irwin D. Bernstein

**Keywords:** Haematopoiesis, Haematopoietic stem cells

## Abstract

Hematopoietic stem cells (HSCs) develop from hemogenic endothelium within embryonic arterial vessels such as the aorta of the aorta-gonad-mesonephros region (AGM). To identify the signals responsible for HSC formation, here we use single cell RNA-sequencing to simultaneously analyze the transcriptional profiles of AGM-derived cells transitioning from hemogenic endothelium to HSCs, and AGM-derived endothelial cells which provide signals sufficient to support HSC maturation and self-renewal. Pseudotemporal ordering reveals dynamics of gene expression during the hemogenic endothelium to HSC transition, identifying surface receptors specifically expressed on developing HSCs. Transcriptional profiling of niche endothelial cells identifies corresponding ligands, including those signaling to Notch receptors, VLA-4 integrin, and CXCR4, which, when integrated in an engineered platform, are sufficient to support the generation of engrafting HSCs. These studies provide a transcriptional map of the signaling interactions necessary for the development of HSCs and advance the goal of engineering HSCs for therapeutic applications.

## Abstract (web summary)

Here, the authors use single cell RNA-sequencing to generate an atlas of signaling interactions regulating embryonic hematopoietic stem cell (HSC) development and apply this knowledge to engineer a niche sufficient to support HSC maturation in vitro.

## Introduction

One of the longstanding challenges in the field of hematopoiesis has been identifying the unique signal pathways and transcriptional programs that orchestrate the formation of long-term engrafting hematopoietic stem cells (HSCs). Complicating the study of HSC formation, embryonic hematopoiesis proceeds through sequential waves of lineage-restricted primitive, erythroid/myeloid, and lymphoid/myeloid progenitors prior to the emergence of the first HSCs^1^. During hematopoietic development, specialized endothelial-like precursor cells, termed hemogenic endothelium (HE), simultaneously downregulate endothelial-specific and activate hematopoietic-specific transcriptional programs to give rise to hematopoietic progenitors and HSCs. For functional long-term engrafting HSCs to emerge, HE must acquire and maintain HSC-defining properties such as the ability to self-renew, home, and provide multilineage hematopoiesis, properties which distinguish rare HSCs from other embryonic hematopoietic progenitors. Currently, the combination of cell-intrinsic and extrinsic signals necessary and sufficient to support the acquisition of these HSC-defining properties during embryonic development from HE remains inadequately defined, knowledge of which is essential for the goal of engineering HSC development ex vivo.

The emergence of HSCs occurs uniquely in the context of arterial vessels such as the aorta of the embryonic region referred to as the aorta-gonad-mesonephros (AGM)^2–4^. The arterial environment in which HSCs develop suggests cell-intrinsic properties of “arterialized” HE and cell-extrinsic signals from the arterial vascular niche may contribute to HSC fate. Supporting this concept, a number of studies have demonstrated the importance of arterial programs, such as those regulated by the Notch pathway, explicitly in definitive multilineage hematopoiesis and HSC formation^5–12^. This argues the need for further efforts to identify the precise signaling interactions between arterialized HE and the arterial vascular niche required for HSC formation.

Further complicating the study of HSCs is their scarcity relative to other progenitors arising simultaneously in the developing embryo. HSC activity, as measured by direct transplantation into adult immune-competent recipients, is first consistently detected at around embryonic day 11 (E11) in the AGM at very low frequency (~1 HSC per AGM based on limit dilution transplantation)^13^. Hemogenic precursors capable of maturation to HSC by ex vivo stromal culture or neonatal transplantation have been detected as early as E9 and increase in numbers between E10 and E11 in the AGM, prior to migration to the fetal liver where further maturation and expansion of HSCs occurs^13–15^. These HSC precursors have been characterized by their sequential expression of initial hematopoietic surface markers, CD41 followed by CD45, within the larger population of cells expressing the endothelial marker VE-Cadherin, defining a series of VE-Cadherin^+^CD41^+^CD45^−^ pro-HSC/pre-HSC I and VE-Cadherin^+^CD45^+^ pre-HSC II that mature to functional, long-term engrafting VE-Cadherin^+/−^CD45^+^ HSCs^16–18^. Although this phenotypic characterization of HSC precursors has been helpful in defining the sequence of HSC emergence, our understanding of the unique molecular properties of developing HSCs is limited by the fact that HSCs arise asynchronously from HE and remain far outnumbered by other hematopoietic progenitors with overlapping phenotypes differentiating simultaneously in intra-aortic hematopoietic clusters between E9 and E11^19^. This argues the need to study the unique properties of rare HSC precursors using single-cell techniques.

Toward this goal, advances in single-cell RNA-sequencing (scRNA-seq) technology and complementary improvements in computational algorithms to explore large, complex single-cell data sets have enabled transcriptome-wide analysis of rare stem cell populations and transitional states in development at unprecedented resolution^20^. Recent efforts have elegantly applied scRNA-seq to study the emergence of HSCs, providing new insights into the transcriptional properties of HSC precursors and supporting the notion that HSC arises from HE with arterial endothelial properties^21–26^. Building on these studies, we report here the application of single-cell transcriptomic approaches to specifically address the complex interactions between the arterial vascular niche and HE in regulating the specification and self-renewal of HSCs. We leveraged our previously reported model utilizing AGM-derived endothelial cell stroma (AGM-EC), which provides an instructive niche for the generation of engrafting HSCs from clonal embryonic precursors as early as E9^27–29^, to identify a cell surface phenotype (VE-Cadherin^+^CD61^+^EPCR^+^) enriching for HSC precursors across their developmental spectrum from HE. We then applied scRNA-seq to this enriched population, combined with in silico analysis and comparison to other single-cell transcriptomic data sets of purified HE and pre-HSC/HSC^22,26,30,31^, to study the transcriptional changes associated with HSC formation from HE in the AGM niche at single-cell resolution, with a specific focus on genes encoding cell surface receptors and downstream signaling molecules. Complementary transcriptomic analysis of the AGM-EC niche identified cognate ligands interacting with receptors on developing HSCs, which enabled us to engineer a stromal cell-independent niche that supported the generation of engrafting HSCs from embryonic hemogenic precursors in vitro. Altogether, these studies provide crucial insight into the precise conditions necessary to recapitulate the development of HSCs from HE, advancing translational efforts for de novo HSC generation.

## Results

### Single-cell RNA-sequencing identifies the transcriptional signatures of AGM-derived niche endothelial cells supporting HSC emergence

Identifying the microenvironmental signals necessary for the generation of functional HSCs requires analysis of niche cells capable of supporting the process of HSC specification and self-renewal. We previously demonstrated that Akt-activated AGM-derived EC (AGM-EC), which retain characteristics of their primary cells of origin including expression of Notch ligands, provides an instructive in vitro niche for the generation and expansion of HSCs from embryonic hemogenic precursors^27^. Most independently generated AGM-EC support the production of long-term, multilineage-engrafting HSCs following co-culture of AGM-derived VE-Cadherin^+^ hemogenic precursors isolated at E9-E10; however, we identified rare AGM-EC that are deficient in this capacity (Fig. 1a, b). To determine differences in transcriptional properties of HSC-supportive and non-supportive AGM-EC, we compared their genome-wide transcriptional profiles by scRNA-seq. 

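AGM-EC are endothelial cells sorted from dissected AGM and kept in culture by activated Akt. 4 lines were sequenced, with 1 library per line. Lines AGM-EC1, AGM-EC2 and AGM-EC3 are HSC-supportive and came from embryos of 40 to 44, 38 to 42 and 42 to 46 somite pairs. Line AGM-EC4 is non-supportive and came from embryos of 40 to 42 somite pairs. The deposited values are UMI counts per gene and cell that Cell Ranger 2.1.1 made from 10x Genomics 3' version 2 libraries against mm10, with no normalization. AGM-EC1 gave 1585 cells and 25714576 UMIs, AGM-EC2 1185 cells and 16367512 UMIs, AGM-EC3 1239 cells and 31023202 UMIs, and AGM-EC4 1691 cells and 21184942 UMIs. In that order of lines, median UMIs per cell were 15408, 13391, 23776 and 12017, and the median mitochondrial share of UMIs was 6.47%, 6.41%, 4.05% and 9.08%. For each gene, UMIs were summed over the cells of a line and compared between AGM-EC1 to 3 and AGM-EC4 by the quasi-likelihood test of edgeR after TMM normalization, so that lines and not cells were the replicates. AGM-EC4 has no replicate and was assumed to vary like the other lines. A difference therefore describes this line and not non-supportive lines in general.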

Dimensionality reduction by Uniform Manifold Approximation (UMAP) and clustering of single-cell transcriptomes revealed that the non-supportive AGM-EC cluster apart from three independent HSC-supportive AGM-EC in transcriptional space (Fig. 1c, Supplementary Fig. 1). 

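Clustering of the 5700 AGM-EC cells gave 10 clusters, and most AGM-EC4 cells lay in a cluster of their own. Cluster 10 held 1568 of the 1691 AGM-EC4 cells and no cell of another line. Its leading genes were Tbx20, a T-box transcription factor, at 167 CPM (UMIs per 1e6) against 4.38 in the other cells, Opcml, a cell adhesion molecule, at 106 against 2.40 CPM, and Aplnr, the apelin receptor, at 350.2 against 32.5 CPM. The supportive lines separated from each other too. Cluster 2, led by Tcf15, Fabp4 and Lyve1, held 1050 AGM-EC1 cells, and cluster 1, led by the imprinted gene Meg3, 256. Cluster 3, led by Eln, the elastin gene, and Gucy1a3, held 924 AGM-EC2 cells. Clusters 8 and 9 held 334 and 808 AGM-EC3 cells. Cluster 8 was led by the mitotic genes Ube2c and Birc5, and cluster 9 by Thbs1, Serpine1, Ankrd1, Acta2 and Cxcl12. Cells of all lines mixed only in small clusters: cluster 4 of dividing cells, led by Cenpf and Top2a (333 cells), cluster 6 with interferon response genes such as Rsad2 and Ifit1 (40 cells), cluster 7 rich in mitochondrial transcripts (84 cells), and cluster 5, led by Acta2 and Tagln (67 cells). Of the 19 nearest neighbours of each cell, 98.3% came from the own line in AGM-EC4, against 87.6%, 85.35% and 93.3% in AGM-EC1, AGM-EC2 and AGM-EC3. AGM-EC4 held 29.7% of all cells, but gave 0.408%, 0.951% and 0.212% of the neighbours of AGM-EC1, AGM-EC2 and AGM-EC3 cells. In summed profiles AGM-EC3 stood about as far from AGM-EC1 and AGM-EC2 as AGM-EC4 did. Correlations of log2 CPM with AGM-EC1 and AGM-EC2 were 0.9449 and 0.9235 for AGM-EC3, and 0.9387 and 0.9300 for AGM-EC4. Set against the other lines together, AGM-EC3 had a median absolute log2 fold change of 0.539 and AGM-EC4 0.463.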

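AGM-EC4 differed from AGM-EC1 to 3 most in Shox2, a homeobox transcription factor gene on chromosome 3 of GRCm38 (66971727 to 66981771). Shox2 had 765 UMIs in AGM-EC4 and 4 in AGM-EC1 to 3 together, or 33.6 against 0.0568 ± 0.0170 CPM after TMM scaling (SD, n = 3 lines). Its log2 fold change was -9.09 (standard error 0.42, adjusted p = 0.0444 from edgeR). All 117 genes that Supplementary Data 1 gives for the supportive lines had the higher mean in AGM-EC1 to 3, and all 19 given for AGM-EC4 had the lower mean. The study chose these lists on the same lines, so their direction is not independent evidence. Of 22 genes of integrin ligands and matrix, 5 were higher in AGM-EC1 to 3 when adjusted over the list alone and none when adjusted over all genes. Among the 5 were Fbn1, for fibrillin (log2 fold change 6.10), and Fbln2, for a fibulin (3.92). Of 18 secreted niche ligands, 3 were higher when adjusted over the list alone and none over all genes: Bmp4 (4.02), Nrg1 (3.93) and Selp, which encodes P-selectin (8.31). Of 11 interferon response genes, 2 were higher in the same way, Isg15 (4.95) and Cxcl10 (4.98), and of 9 major histocompatibility genes 3 were, among them H2-K1 (4.64) and Psmb8 (3.66). Of 10 BMP and TGF-beta response genes, 2 were lower in the same way, Bambi (-1.76) and Skil (-2.17). None of 11 Notch receptors and ligands, 5 Notch target genes or 13 integrins passed on either scale. The sex-linked gene Xist, of the inactive X chromosome, differed as widely, with 624 ± 107 CPM (SD, n = 3 lines) against 2.33 in AGM-EC4 (adjusted p = 0.0879 from edgeR). Cxcl10 stood at 357 CPM in the 40 cells of the interferon cluster 6 and at 0.844 CPM in all other cells. AGM-EC1 and AGM-EC2 gave 22 and 14 of these 40 cells, and AGM-EC3 and AGM-EC4 gave 2 each. The Cxcl10 difference thus rests much on few cells. The test covered 13648 genes. No gene was higher in AGM-EC1 to 3 and 1 was lower at an adjusted p under 0.05 from edgeR, against 858 and 642 at an unadjusted p under 0.05 and 406 and 159 by DESeq2. AGM-EC3 stood apart from AGM-EC1 and AGM-EC2, and without it 681 genes were higher and 443 lower. Without AGM-EC2 no gene passed, Shox2 included.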

We then examined genes differentially expressed between the HSC-supportive and non-supportive AGM-EC, identifying genes most specific to the HSC-supportive cluster, which we hypothesize to include genes encoding signaling ligands essential for HSC generation (Supplementary Data 1). Gene ontology analysis of this gene-set suggests a prominent role in HSC-supportive AGM-EC for genes involved in the regulation of cell adhesion, integrin interactions, signaling receptor/growth factor binding, and cell death/apoptosis (Fig. 1d, Supplementary Data 2). 

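The genes behind the top gene ontology terms of Fig. 1d were scored as the log of their summed normalized expression, and every score was lowest in AGM-EC4. The 15 genes of positive regulation of cell adhesion scored 3.50 ± 0.532 (SD, n = 3 lines) in AGM-EC1 to 3 and 1.29 in AGM-EC4. For the 10 genes of integrin binding the scores were 3.12 ± 0.703 (SD, n = 3) and 1.06, and for the 26 genes of signaling receptor binding 3.89 ± 0.466 (SD, n = 3) and 1.65. The 25 genes of negative regulation of cell death scored 3.93 ± 0.501 (SD, n = 3) against 1.84. AGM-EC3 scored highest on all 4 sets, and AGM-EC2 was the supportive line nearest to AGM-EC4, with 3.04 for cell adhesion and 2.44 for integrin binding. These genes were chosen by the study because they differed between the same lines, so the scores are not independent evidence of the direction. No test of the scores between lines was made.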

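Sox17, a transcription factor of arterial endothelium, reached 51.2 ± 17.1 CPM (SD, n = 3 lines) in AGM-EC1 to 3 and 0.834 in AGM-EC4. It lies on chromosome 1 of GRCm38 from 4490931 to 4497354. The log2 fold change was 5.93 (standard error 0.70, adjusted p = 0.121 from edgeR over all genes). Adjusted over the list alone, Sox17 was the 1 of 18 arterial EC genes that was higher in AGM-EC1 to 3, and none was lower. Cxcl12, which encodes a chemokine that holds hematopoietic cells in their niches, measured 131 ± 177 CPM (SD, n = 3) against 3.73 (log2 fold change 5.13, standard error 2.22, adjusted p = 0.480). Among genes of adhesion and matrix, Icam1 measured 61.5 ± 17.0 against 2.90 CPM (4.41, standard error 0.54, adjusted p = 0.1247). Vcam1, a ligand of integrin VLA-4, measured 28.5 ± 32.6 against 0.790 CPM (5.17, standard error 1.97, adjusted p = 0.447). Fn1, for fibronectin, was the most abundant of these genes, with 1078 ± 1038 against 49.8 CPM (4.44, standard error 1.44, adjusted p = 0.396). Tgm2 measured 97.4 ± 31.6 against 5.57 CPM, with an adjusted p of 0.158. The pan-endothelial gene Cdh5 was close in both groups, with 951 ± 259 against 1301 CPM (-0.45, standard error 0.41, adjusted p = 0.698). All 6 niche genes were higher in each of AGM-EC1 to 3 than in AGM-EC4, and none passed the threshold over all genes.

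**Figure D1:**
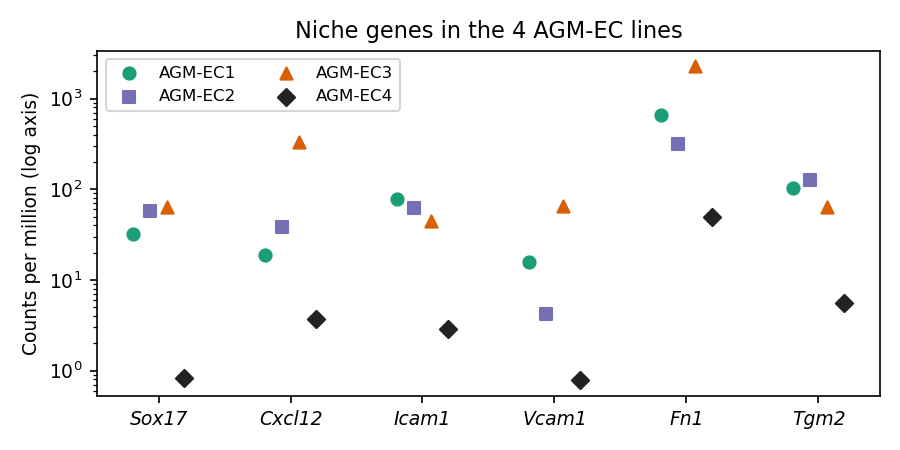
CPM (log axis) of 6 niche genes in the 4 AGM-EC lines, with 1 point per line. AGM-EC4 lies below the other 3 lines for every gene, and Vcam1 spreads from 4.26 in AGM-EC2 to 65.6 in AGM-EC3.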

Amongst the top significantly differentially expressed genes were transcription factors implicated in arterial EC and HSC fates, such as *Sox17*^7,32–34^, genes encoding secreted signaling ligands, such as the chemokine *Cxcl12*, and genes encoding cell adhesion and extracellular matrix proteins, particularly those interacting with integrins, such as *Icam1, Vcam1*, *Fn1* (Fibronectin), and *Tgm2* (Tissue transglutaminase) (Fig. 1e, Supplementary Data 1). These results identify candidate signals that may support the maturation and self-renewal of HSCs from hemogenic precursors in the AGM-EC niche, as well as transcription factors that may regulate the differential expression of niche signals between HSC-supportive and non-supportive AGM-EC.

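Cxcl12 and Fn1 differed widely between the supportive lines, with AGM-EC3 the highest. Cxcl12 stood at 335 CPM in AGM-EC3, 38.0 in AGM-EC2 and 18.9 in AGM-EC1, and Fn1 at 2260, 318 and 657 CPM in the same order. Sox17 (64.0, 57.9 and 31.9 CPM), Icam1 (44.3, 62.1 and 78.3) and Tgm2 (63.6, 126 and 102) differed less between these lines. AGM-EC3 also held the most Acta2, a contractile gene of smooth muscle and of activated fibroblasts, with a UMI in 54.7% of its cells. The coefficient of variation between lines that the edgeR fit shared over genes was 0.401. When each line in turn was set against the other 3, AGM-EC1, AGM-EC2 and AGM-EC3 gave no gene at an adjusted p under 0.05 in either direction by edgeR. At an unadjusted p under 0.05, AGM-EC3 had 1393 higher and 981 lower genes and AGM-EC2 53 and 61, while AGM-EC1 had 26 and 6. This lone-line comparison was not repeated with DESeq2. From the genes that set its supportive lines apart from AGM-EC4 (Fig. 1d, e), the paper proposes candidate signals that may support HSC maturation and self-renewal, and transcription factors that may regulate them.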

**Fig. 1:**
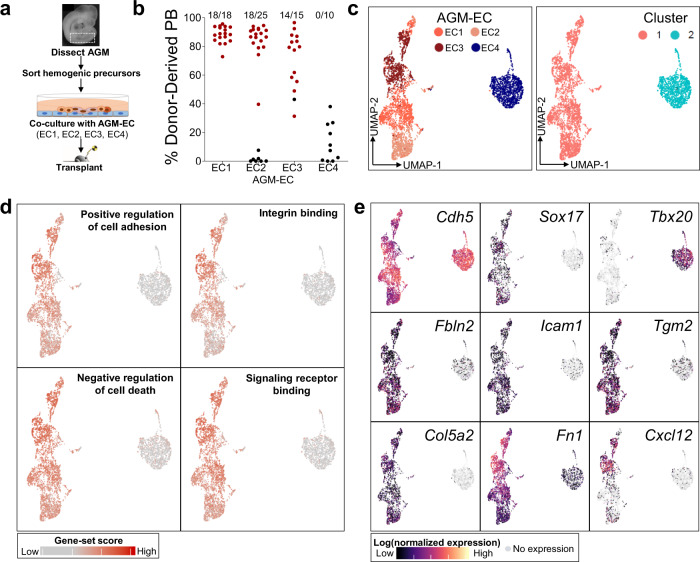
Single-cell RNA-sequencing identifies the transcriptional signatures of AGM-EC that differentially support HSC generation in vitro. **a** Methodology for comparison of AGM-EC in supporting the generation of engrafting HSC from E9-10 AGM/P-Sp-derived VE-cadherin^+^ hemogenic precursors. **b** Donor-derived peripheral blood (PB) engraftment in recipients transplanted with the progeny of hemogenic precursors following co-culture on various independently generated AGM-EC (EC1-4). The numbers above indicate the fraction of mice with multilineage engraftment, designated by data points in red. (PB engraftment shown at ≥24 weeks post transplant, pooled from *n* ≥ 3 independent experiments for each AGM-EC, from embryos in 18–35 somite pair range; source data are provided as a Source Data file). **c** UMAP and cluster analysis of single-cell transcriptional profiles of each AGM-EC from **b**. (See also Supplementary Fig. 1). **d** Gene-set scores representing top GO terms for transcripts differentially expressed by HSC-supportive verses non-supportive AGM-EC (biological processes and molecular functions ranked by *p* value, see also Supplementary Data 1, Supplementary Data 2). **e** Gene expression heatmap for pan-endothelial marker, VE-Cadherin (*Cdh5*), and selected transcripts differentially expressed between clusters. (See also Supplementary Data 1).

### VE-Cadherin^+^CD61^+^EPCR^+^ surface phenotype enriches for functional HSC precursors during the transition from HE to HSC in the AGM

Identifying signaling ligands from the transcriptomic analysis of AGM-EC that have functional relevance to HSC formation requires complementary knowledge of the cognate receptors and downstream pathways activated in hemogenic precursors during HSC specification and self-renewal. To capture this information, we next sought to characterize the single-cell transcriptomes of hemogenic precursors during their transition from HE to HSC. Given the rarity of HSCs and their precursors during early murine development, this requires further enrichment of HSC precursors independent of hematopoietic-specific markers such as CD41 and CD45 that would fail to capture HE^14,19^. Using the AGM-EC co-culture system to screen for surface markers that enrich for HSC precursor activity, we previously demonstrated that HSC precursors from E9 to E11 are primarily restricted to the subset of VE-Cadherin^+^ cells expressing EPCR (CD201), a marker of HSCs throughout development and in the adult^22,28,29,35,36^. We further determined that co-expression of EPCR with CD61, a surface marker expressed by HE^37^ and hematopoietic progenitors/HSC in the AGM^38^, defines the minor subset of total AGM-derived VE-Cadherin^+^ cells with the most robust long-term HSC potential, as measured by serial transplantation following AGM-EC co-culture of sorted populations from as early as E9 (Fig. 2a, b, Supplementary Fig. 2a). Within the VE-Cadherin^+^CD61^+^EPCR^+^ population (hereafter, referred to as V^+^61^+^E^+^) between E9 and E11, CD61 (Integrin-β3) is primarily co-expressed with co-receptor CD51 (Integrin-αv), while heterogeneous for co-receptor CD41 (Integrin-α2b), which is the earliest marker of hematopoietic specification from HE^17,38–40^ (Supplementary Fig. 2b, c, Supplementary Fig. 4a). Moreover, the V^+^61^+^E^+^ population at E10 to E11 co-expresses surface markers associated with HE/HSC potential, including CD133 (Prominin 1), AA4.1, ESAM, and CD105 (Endoglin), specifically enriches for expression of arterial markers CD44 and DLL4 (both recently associated with pre-HSC/HSC activity in the AGM^24,28,30,41^) within the AGM VE-Cadherin^+^ EC population, and heterogeneously express hematopoietic-specific markers CD41, CD43, CD45, and c-kit (Supplementary Fig. 2d). Immunostaining of E10.5 mouse embryo sections also confirmed that expression of EPCR is largely restricted to VE-Cadherin-expressing EC and intra-aortic hematopoietic clusters (IAHC) lining the aorta of the AGM (Supplementary Fig 3). Although immunostaining is unable to provide any direct correlation to functional HSC potential, cells co-expressing VE-Cadherin, CD61, and EPCR are identified heterogeneously within IAHC of the AGM, consistent with previous studies suggesting at least a subset of HSC precursors are contained within IAHC at this stage^19,41^ (Supplementary Fig 3c).

**Fig. 2:**
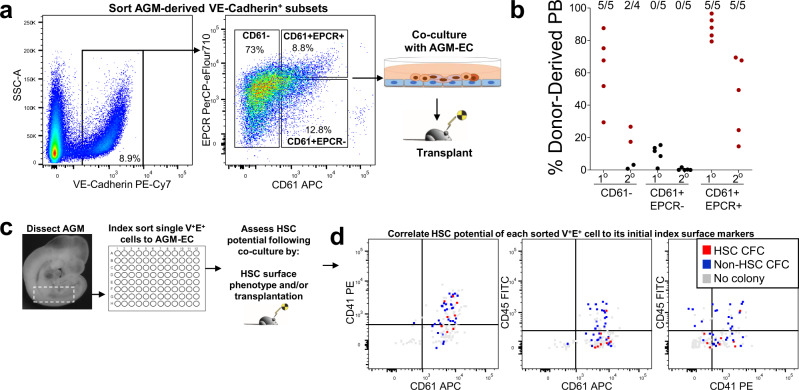
VE-Cadherin^+^CD61^+^EPCR^+^ (V^+^61^+^E^+^) surface phenotype enriches for functional HSC precursors during the transition from HE to HSC in the AGM. **a** Sorting by FACS of E9 (18-21 sp) AGM/P-Sp-derived cells based on the expression of CD61 and EPCR within the VE-Cadherin^+^ population (see also Supplementary Fig. 2). **b** Each population in **a** was co-cultured on AGM-EC, transplanted to lethally irradiated adult mice, and analyzed for donor-derived peripheral blood (PB) engraftment in primary (20 weeks) and secondary (16 weeks) recipients. The numbers above indicate the fraction of mice with multilineage engraftment in each group, designated by data points in red. (Similar results obtained in *n* = 1 independent experiment; source data are provided as a Source Data file). **c** Methodology for index sorting of single VE-Cadherin^+^EPCR^+^ (V^+^E^+^) cells for co-culture on AGM-EC and subsequent analysis to assess HSC potential by flow cytometry and transplantation. **d** Correlation of clonal HSC potential with surface expression of CD61, CD45, and CD41 on individual index-sorted V^+^E^+^ cells from E11 (40-42sp) AGM. HSC colony-forming cell (HSC CFC) (red) indicates the formation of a hematopoietic colony with HSC activity as detected by surface phenotype (VE-Cad^−/low^CD45^+^Gr1^−^F4/80^−^Sca1^hi^EPCR^hi^) and long-term (≥24 weeks) multilineage engraftment. (Source data are provided as a Source Data file). Non-HSC CFC (blue) indicates the formation of a hematopoietic colony lacking HSC phenotype and/or long-term engraftment. No colony (gray) indicates the absence of detectable hematopoietic cells following AGM-EC co-culture. (See also Supplementary Figs. 2–4).

We previously reported a method utilizing single-cell index sorting of embryonic hemogenic precursors with AGM-EC co-culture followed by functional analysis in transplantation assays to characterize the phenotypic properties of clonal precursors with the capacity to give rise to colonies containing HSC (hereafter, referred to as HSC colony-forming cells, HSC CFC) and those giving rise to colonies lacking HSC potential (non-HSC CFC)^28,29^. Using this approach, we confirmed that the V^+^61^+^E^+^ population, though heterogeneous for hematopoietic potential at the clonal level, contains HSC CFC that significantly increased in frequency between E9 and E11, and encompasses HSC CFC heterogeneous for CD41 and CD45 expression, thus capturing HSC precursors at different stages of development during their transition from phenotypic HE (CD41^−^CD45^−^) to pro-HSC/pre-HSC I (CD41^+^CD45^−^) and pre-HSC II/HSC (CD45^+^)^16,17,42^ (Fig. 2c, d, Supplementary Fig. 4). Collectively, these results demonstrate that the V^+^61^+^E^+^ population, while heterogeneous for HSC potential at the single-cell level, significantly enriches for rare HSC precursors within the AGM across their developmental spectrum starting from the earliest subset defined phenotypically as HE.

### Single-cell RNA-sequencing of V^+^61^+^E^+^ cells identifies dynamic transcriptional signatures of HSC precursors during their transition from arterial-like HE in the AGM

To study the transcriptional profiles of HSC precursors during their emergence from HE, we next isolated V^+^61^+^E^+^ cells by fluorescence-activated cell sorting (FACS) from dissected AGM and performed scRNA-seq. 

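V+61+E+ cells are AGM cells that carry VE-cadherin, CD61 and EPCR on their surface. 4 libraries were made from them, 2 at E10 from 46 embryos and 2 at E11 from 54 embryos. E10 library 1 gave 849 cells and 14692144 UMIs, E10 library 2 773 cells and 9619153 UMIs, E11 library 1 778 cells and 25986367 UMIs, and E11 library 2 692 cells and 24128539 UMIs. Median UMIs per cell were 15054 and 11106 at E10 and 30378 and 31964 at E11, so the E11 cells were read more deeply. Cells were clustered on 2000 variable genes, and each cell was assigned to classes by the marker rules of the paper (Supplementary Fig. 5f, g), in which a gene counts as expressed from 1 UMI. Classes were compared on UMIs summed per class and library by edgeR, with the library as a block and the genes of the class rules left out. A sum needed at least 5 cells. Cells of the endothelial and hematopoietic clusters, 2482 in all, were ordered by diffusion pseudotime from an arterial EC cell and divided into 5 parts of equal size. 60 genes were held out of the ordering, so that their values did not place the cells along it. The start is not free of them, since Cdh5, Dll4, Efnb2, Hey1, Runx1 and Gfi1 are held out and stand in the arterial EC rule. The direction of change of these rule genes is thus partly set by the choice of start. Only the 60 held-out genes are reported from the tests between parts. Embryos were pooled, so the spread between libraries of a stage holds technical differences and little of the difference between embryos. Intervals on counts cover counting error only.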

Given HSC precursors are exceedingly rare prior to E10, we focused on AGM dissected between E10 and E11, during the peak emergence of HSC precursors from HE based on our data (Supplementary Fig 4e) and previously published studies^14,28^. We obtained scRNA-seq data from 3092 cells isolated from a total of 100 embryos pooled in two independent experiments at E10 (31–39 somite pairs) and E11 (40–45 somite pairs) (Supplementary Fig. 5a–e). Dimensionality reduction and unsupervised clustering of the single-cell transcriptomes showed that most cells reside in a series of adjacent clusters (1, 2, and 5) differentially expressing endothelial markers (*Cdh5*, encoding VE-cadherin, and *Dll4*, encoding Notch ligand Delta-like-4, expressed in arterial EC) and hematopoietic fate-specifying transcription factors (*Runx1* and *Gfi1*), consistent with cells undergoing a transition from an endothelial to hematopoietic transcriptional program (Fig. 3a, b). 

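The endothelial genes Cdh5 and Dll4 fell along pseudotime while the hematopoietic transcription factor genes Runx1 and Gfi1 rose. The start at an arterial EC cell, with Cdh5 and Dll4 and without Runx1 and Gfi1, partly sets these directions. Cdh5 (GRCm38 chromosome 8, 104101625 to 104144511) went from 1259 ± 99.7 CPM (SD, n = 4 libraries) in part 1 to 148 ± 12.6 in part 5. Dll4 (chromosome 2, 119325784 to 119335962) went from 145 ± 23.7 to 4.61 ± 1.95 CPM (log2 fold change -4.86, standard error 0.13, adjusted p = 2.59e-45 from edgeR). Runx1 (chromosome 16, 92601466 to 92826149) stood at 2.33 ± 1.55 CPM in part 1, 104 ± 13.4 in part 3 and 132 ± 8.45 in part 5 (5.74, standard error 0.16, adjusted p = 1.42e-44). Gfi1 (chromosome 5, 107716657 to 107726036) was highest in part 4, at 95.1 ± 16.6 CPM, after 2.87 ± 1.05 in part 1. Parts 1 to 3 were thus the span in which a Runx1 UMI appeared, in 3.22% of cells of part 1 and 62.4% of part 3. In the somite-holding cluster, 10.9% of 193 cells had a UMI (exact 95% interval 6.86 to 16.2%). Its median was 15714 UMIs per cell, against 15089 in part 1. The share in part 1 lies below this. Whether cells of that cluster hold Runx1 of their own was not tested, so they set no level of free RNA. Of 13 clusters, clusters 1, 2, 3 and 11 were arterial and clusters 4, 5, 9 and 10 hematopoietic. Cluster 1, led by Gja5 and Gja4 of arterial gap junctions, held 267 and 256 cells of the E10 libraries and 18 and 14 of the E11 libraries.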

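The arterial EC, HSC precursor and hematopoietic progenitor classes lay in clusters next to one another, and the cells that passed the HSC precursor rule were few. Of 641 arterial EC cells, 235 lay in cluster 1, 209 in cluster 3, 103 in cluster 2 and 46 in cluster 11. A further 37 lay in cluster 6, which was set aside. Cluster 3, led by Fbln5, Eln and Mgp of elastic fibres, was almost only from E11 (158 and 138 cells of 308). Of 134 HSC precursor cells, 54 lay in cluster 9, 39 in cluster 5 and 21 in cluster 10. Of 44 HE cells, 21 lay in cluster 9 as well. Cluster 9 was led by Akr1c14 (61.2 against 16.1 CPM in the other cells) and Nupr1 (111 against 33.9 CPM), and Gfi1 and Procr were among its 10 leading genes. Cluster 5 was led by Pf4 (382 against 38.8 CPM) and held 172 of 526 progenitor cells, while cluster 10, led by Samsn1, held 198. By library, the cells of cluster 10 numbered 1 and 15 at E10 and 164 and 157 at E11, and those of cluster 4 numbered 152 and 122 at E10 and 7 and 4 at E11. HSC precursor cells had a median of 31646 UMIs, HE cells 23269, progenitor cells 34912 and arterial EC cells 15853. A rule that needs 1 UMI of several genes is met more easily by deeply read cells.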

Cell type classification based on marker genes identified that the major clusters (1, 2, and 5) are comprised of cells primarily expressing markers of arterial EC and hematopoietic fates (Fig. 3c, Supplementary Fig. 5f). Several smaller clusters segregated in transcriptional space express markers of differentiated myeloid and erythroid/megakaryocyte lineages (cluster 6), non-arterial EC (cluster 3), and somitic mesoderm (cluster 4), likely representing minor contaminating populations following FACS, which were excluded for subsequent analyses (Fig. 3c, Supplementary Fig. 5g).

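Clusters 6, 7, 8, 12 and 13, with 610 of the 3092 cells, held other cell types and were set aside before pseudotime. Cluster 6 held 319 endothelial cells, with Aplnr, a receptor of venous endothelium and endocardium, at 292 CPM against 2.23 in the other cells. 44 of the 45 cells in the class of other EC lay there, but so did 37 cells of the arterial EC class. Cluster 8 held 193 cells with mesenchymal and somite genes, led by Gpc3 (665 against 4.61 CPM), Dlk1 and Col3a1, and 38 of the 39 somite cells. Cluster 7 was 50 macrophages, led by the complement gene C1qb (2092 against 1.41 CPM) and by Cx3cr1. 17 cells of cluster 13 carried embryonic globin genes, with Hba-x 1980-fold above other cells. Cluster 12 was 31 cells with genes of neurons, Tubb3 (1129 against 1.05 CPM) and Nefm. Each library gave cells to every one of these clusters.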

**Fig. 3:**
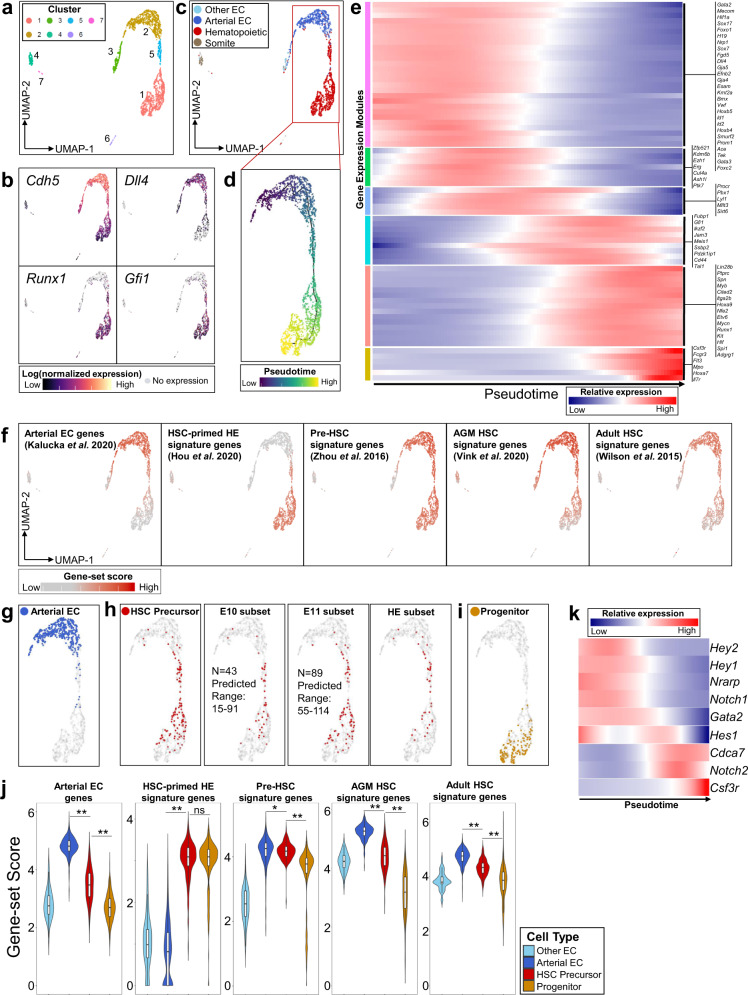
Single-cell RNA-sequencing of AGM V^+^61^+^E^+^ cells identifies dynamic transcriptional signatures of HSC precursors during their transition from arterial-like HE in vivo. **a** UMAP and cluster analysis of sorted E10 to E11 AGM-derived V^+^61^+^E^+^ cells. **b** Expression heatmap of representative pan-endothelial (*Cdh5*/VE-Cadherin*)*, arterial (*Dll4*), and hematopoietic-specific (*Runx1, Gfi1*) genes. **c** Cell type classification of single cells based on marker genes (See also Supplementary Fig. 5f). **d** Trajectory analysis using Monocle to order cells from adjacent clusters (1, 2, and 5) in pseudotime. **e** Gene expression heatmap of selected differentially expressed genes over pseudotime, segregated by modules of gene expression (See also Supplementary Data 3). **f** Heatmap of gene-set scores for signature genes defining arterial EC, HSC-primed HE, AGM pre-HSC, E11 AGM HSC, and adult bone marrow HSC, based on previously reported gene sets (see also Supplementary Figs. 6–7, Supplementary Data 6). **g**–**i** Cell type classification of single cells based on gene expression (see also Supplementary Fig. 5f): **g** Arterial EC (co-expressing *Cdh5, Dll4, Efnb2, Hey1*, not expressing *Runx1, Gifi1, Nr2f2, Nrp2*), **h** HSC precursor type (co-expressing *Gfi1, Mycn, Pdzk1ip1, Procr, Dll4, Vwf, Cdkn1c, Pbx1, Mllt3*, not expressing *Flt3, Il7r, Fcgr3, Csf3r*), including subset from E10 and E11 data (total numbers of transcriptionally defined HSC precursors and range predicted by functional HSC CFC assay at each stage are indicated, see also Supplementary Fig 4e), and a subset of HSC precursors transcriptionally defined as HE (lacking expression of *Itga2b*/CD41, *Spn*/CD43, and *Ptprc*/CD45). **i** Progenitor cell type (expressing *Runx1* plus one or more of *Flt3, Il7r, Fcgr3*, or *Csf3r*). **j** Gene-set scores for signature genes from (f) in transcriptionally defined cell types (boxplots show median values and interquartile ranges; upper/lower whiskers show 1.5× interquartile range, *p = 0.026; **p < 1E-15; ns *p* = 0.76, unpaired, two-sided Wilcoxon test). **k** Gene expression heatmap of Notch receptors and target genes in pseudotime.

We then applied an unbiased machine learning algorithm using Monocle^43^ to generate a trajectory by pseudotemporal ordering of single cells (Fig. 3d) and to identify genes that vary significantly across pseudotime (Supplementary Data 3). Gene expression changes over pseudotime suggest this trajectory recapitulates the developmental emergence of pre-HSC/HSC (enriched in HSC-associated genes, e.g., *Pdzk1ip1, Hlf, Etv6, Mycn*) from an initial population expressing genes consistent with arterial EC/HE transcriptional programs (eg. *Dll4*, *Gja5*, *Nrp1*, *Sox17*, *Foxc2*, *Gata2*) (Fig. 3e) and genes associated with HSC self-renewal (e.g*., Erg, Kdm6b, Mllt3, Mecom, Pbx1, Sirt6*)^44–49^. 

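Along pseudotime, genes of HSC and of endothelium did not move as a block, and HSC genes were found on each side. Among genes of HSC and of self-renewal, Hlf rose from 10.6 ± 7.22 CPM (SD, n = 4 libraries) in part 1 through 78.1 ± 27.0 in part 3 to 149 ± 24.8 in part 5 (log2 fold change of part 5 over part 1 3.87, standard error 0.13). Mycn rose from 9.90 ± 2.91 through 217 ± 27.4 to 278 ± 7.52 CPM (5.10, standard error 0.11), and Etv6 from 29.9 ± 3.44 to 51.2 ± 9.21 (0.95, standard error 0.11). Pdzk1ip1 peaked late, at 84.6 ± 22.8 CPM in part 4 after 38.0 ± 6.67 in part 1, and ended at 46.1 ± 9.51. Procr, which encodes EPCR, peaked in part 3 at 314 ± 19.5 CPM and ended at 122 ± 10.5. Mecom fell from 358 ± 60.5 to 73.1 ± 19.5 CPM (-2.06, standard error 0.07) and Mllt3 from 146 ± 29.8 to 52.5 ± 9.44 (-1.28, standard error 0.08). Smaller falls were measured for Pbx1 (-1.04), Kdm6b (-0.53) and Erg (-0.40). Sirt6 did not pass the threshold (-0.19, adjusted p = 0.360 from edgeR). The arterial genes Gja5 (825 ± 125 to 12.9 ± 3.08 CPM, log2 fold change -5.86), Nrp1 (1150 ± 129 to 23.3 ± 5.92, -5.60) and Foxc2 (128 ± 26.5 to 1.51 ± 0.524, -6.17) fell too. Of 57 held-out genes tested, 23 rose and 32 fell from part 1 to part 5. Against part 3, 19 of 56 rose and 32 fell. Most were named by the study as changing in these cells. The spread is between pools of embryos.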

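Receptor genes of lymphoid and myeloid progenitors appeared at the end of pseudotime. Flt3, the receptor of multipotent and lymphoid progenitors (GRCm38 chromosome 5, 147330741 to 147400489), stood at 0.235 ± 0.298 CPM (SD, n = 4 libraries) in part 1, 0.820 ± 0.553 in part 3 and 13.0 ± 1.79 in part 5 (log2 fold change of part 5 over part 1 5.72, standard error 0.49). Fcgr3, of myeloid cells, stood at 0.700 ± 0.591, 3.25 ± 0.647 and 13.1 ± 3.71 CPM (4.75, standard error 0.43, adjusted p = 4.39e-16 from edgeR). Csf3r, the G-CSF receptor (chromosome 4, 126024550 to 126044440), reached 11.5 ± 5.38 CPM in part 5, with a log2 fold change of 3.64 (standard error 0.36, adjusted p = 2.06e-14). Il7r of lymphoid progenitors had too few UMIs to test, with none in parts 1 to 3 and 1.74 ± 0.781 CPM in part 5. The share of cells with a UMI from part 1 to part 5 went from 0.402% to 28.6% for Flt3 and from 2.01% to 30.0% for Csf3r, and reached 4.84% for Il7r. In the mesenchymal cluster, taken as background, these shares were 1.55%, 1.04% and 0 of 193 cells (at most 1.89% by the exact 95% interval), at a median of 15714 UMIs per cell against 33382 in part 5. The deeper reading of part 5 widens the gap in shares but not in CPM.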

Cells at the terminal portion of the pseudotemporal trajectory demonstrate changes in gene expression consistent with loss of HSC potential and acquisition of lymphoid/myeloid progenitor fates (e.g., expression of *Flt3, IL7r, Csf3r*, *Fcgr3*) (Fig. 3e).

Given that the V^+^61^+^E^+^ population is heterogeneous for cells with clonal HSC potential (HSC CFC, Fig. 2d, Supplementary Fig 4), we next utilized an in silico approach to further resolve putative HSC precursors in our data. To characterize gene expression changes associated with HSC development, we calculated aggregated gene-set scores using published arterial EC marker genes^50^ and genes that have been identified as specific to HSC-primed HE^26^, AGM pre-HSCs^22^, E11 AGM HSCs^30^, and adult bone marrow HSCs^31^ in previous studies using scRNA-seq data (Fig. 3f, Supplementary Figs. 6, 7, Supplementary Data 6). 

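By the log of the sum, HSC precursor cells scored above progenitor cells on 4 of 5 published gene sets and below arterial EC cells on 3. The arterial EC set scored 4.80 ± 0.0548 (SD, n = 4 libraries) in arterial EC, 3.51 ± 0.102 in HSC precursor, 3.75 ± 0.0978 in HE and 2.80 ± 0.0490 in progenitor cells. In the same classes the AGM HSC set scored 5.24 ± 0.0814, 4.43 ± 0.0971, 4.67 ± 0.0679 and 3.41 ± 0.0992, and the adult HSC set 4.72 ± 0.0651, 4.35 ± 0.0842, 4.46 ± 0.0644 and 3.91 ± 0.0352. On the pre-HSC set arterial EC and HSC precursor were close, with 4.19 ± 0.111 and 4.18 ± 0.0474, and progenitor cells were lower with 3.68 ± 0.113. The set of HSC-primed HE was low in arterial EC alone (0.802 ± 0.107) and close to 3.00 in HSC precursor and progenitor cells alike. Without the genes of the class rules it was 2.46 in HSC precursor and 2.64 in progenitor cells, lower in all 4 libraries. By the mean of logs, HSC precursor cells were below arterial EC cells in all libraries on 2 sets only, since the adult HSC difference was 0.00370 (2 of 4 libraries higher) and that of pre-HSC 0.183. HE cells are the HSC precursor cells without Itga2b, Spn and Ptprc. The scores rest on 12, 24, 29, 34 and 11 measured genes for the sets of arterial EC, AGM HSC, adult HSC, pre-HSC and HSC-primed HE. Several of those genes also stand in the class rules, 9 of the 24 in the AGM HSC set.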

Whereas the HSC-primed HE gene-set was defined by genes differentially expressed between non-hemogenic arterial EC and HE^26^, the AGM pre-HSC/HSC gene sets distinguished pre-HSC/HSC from more differentiated hematopoietic progenitors^22,30^, thus predicting that cells encompassing the HE to pre-HSC/HSC transition should express overlapping genes contained within each of these signature gene sets. Based on this prediction, we defined a combined set of genes representing each of these gene sets that have also been previously validated as pre-HSC/HSC markers or are functionally required for HSC development and self-renewal (*Gfi1, Mycn, Pdzk1ip1, Procr, Dll4, Vwf, Cdkn1c, Pbx1, Mllt3*)^22,28–30,35,45,48,51–54^. We then applied an in silico approach to further define an “HSC precursor” cell type based on co-expression in single cells of these nine genes and absence of expression of progenitor-specific genes (*Flt3, IL7r, Csf3r*, and *Fcgr3*) (Fig. 3h)^52,55^. As predicted, the transcriptionally defined “HSC precursors” are contained in an intermediate portion of pseudotime enriched with cells with high gene-set scores for both HSC-primed HE and pre-HSC/HSC gene sets (Fig. 3f, h, j). Furthermore, “HSC precursors” comprise a comparable number of cells in the V^+^61^+^E^+^ scRNA-seq data to that predicted based on HSC CFC determined functionally by single-cell index and co-culture analysis at E10 and E11 (Fig. 3h, Supplementary Fig. 4e)^14^ and include a transcriptionally defined subset of HE that lack expression of hematopoietic markers (*Itga2b*/CD41, *Spn*/CD43, and *Ptprc*/CD45) (Fig. 3h). 

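HSC precursor cells gathered in the middle of pseudotime, where arterial EC cells end and progenitor cells begin. Of the HSC precursor cells in the ordering, part 1 held none, part 2 8, part 3 70, part 4 44 and part 5 10. In each of the 4 libraries part 3 held HSC precursor cells, 20 and 8 at E10 and 19 and 23 at E11. Arterial EC cells made up 60.4% of part 1, 14.9% of part 3 and none of parts 4 and 5, while progenitor cells made up 8.25% of part 3 and 57.5% of part 5. Between HSC precursor and arterial EC cells of the same library, the arterial EC set differed by -1.29 (SD 0.107, n = 4 libraries) and the set of HSC-primed HE by 2.20 (SD 0.0808). The AGM HSC and adult HSC sets differed by -0.806 and -0.366, and the pre-HSC set by -0.00335 (exact sign-flip p = 1.00). With the mean of logs in place of the log of the sum, the pre-HSC difference was 0.183 and positive in all 4 libraries, and the adult HSC difference turned to 0.00370, positive in 2 of 4. Between HSC precursor and progenitor cells the differences were 0.709 for the arterial EC set, 1.02 for AGM HSC, 0.437 for adult HSC, 0.509 for pre-HSC and -0.000658 for HSC-primed HE. By the log of the sum, the differences other than those for pre-HSC over arterial EC and HSC-primed HE over progenitor cells had one sign in all libraries, for which 4 libraries allow no exact sign-flip p under 0.05. The rule asks for Gfi1 and Mycn together with Dll4, Vwf and Procr, so a place between arterial EC and progenitor cells is partly built into the class.

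**Figure D2:**
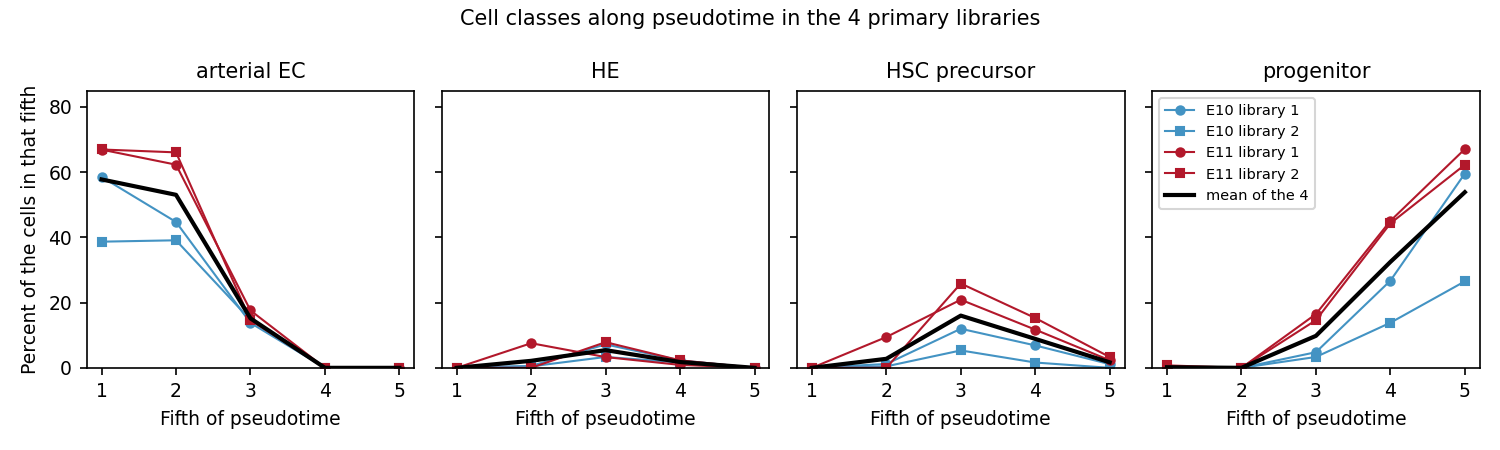
Percent of the cells in each of 5 parts of pseudotime that belong to 4 classes, for each library and as a mean (black). HSC precursor cells peak in part 3, with 14.1% of its cells over all libraries together.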

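HSC precursor cells were a larger share of V+61+E+ cells at E11 than at E10 before depth was matched. They numbered 44 of 1622 cells at E10 (2.71%, exact 95% interval 1.98 to 3.63%) and 90 of 1470 at E11 (6.12%, 4.95 to 7.47%). By library the shares were 3.89% and 1.42% at E10 and 5.40% and 6.94% at E11. In the clusters kept for pseudotime they numbered 43 and 89. Both stages together gave 4.33% (3.64 to 5.11%). HE cells, which lack Itga2b, Spn and Ptprc, numbered 25 at E10 (1.54%, 1.00 to 2.27%) and 19 at E11 (1.29%, 0.780 to 2.01%). Arterial EC cells were 20.5% and 21.0%, and progenitor cells went from 9.49% (8.11 to 11.0%) to 25.3% (23.1 to 27.6%). The median of 13282 UMIs per cell at E10 against 31062 at E11 bears on each of these counts. When E11 cells were thinned to the depths of E10 cells, a comparison added after the results were seen, 27.35 cells passed the HSC precursor rule on average over 20 draws (1.86%, between draws 1.43 to 2.38%). The thinned E11 cells gave 0.578% HE (0.340 to 0.884%), 15.6% arterial EC (14.6 to 16.5%) and 14.6% progenitor cells (12.9 to 15.7%). With 2 libraries per stage no test between stages was made on these shares.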

We also defined a “progenitor” cell type based on co-expression of *Runx1* together with one or more progenitor-specific genes *Flt3, IL7r, Csf3r*, or *Fcgr3*; expectedly, cells of this type were largely confined to the terminal portion of pseudotime (Fig. 3i) and demonstrated lower arterial EC, AGM pre-HSC, and HSC gene-set scores than “HSC precursor” cell types (Fig. 3j). 

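Hematopoietic progenitor cells carried Csf3r, Fcgr3 and Flt3 that HSC precursor cells lacked. A Csf3r UMI was found in 46.4% of 526 progenitor cells, Fcgr3 in 53.8%, Flt3 in 35.7% and Il7r in 5.13% (exact 95% interval 3.41 to 7.38%). The class rule of HSC precursor excludes the first 3 and Il7r, so their absence there is built in. 35 of the 526 lay in the macrophage cluster, where Fcgr3 was found in 98.0% and Csf3r in 48.0% of 50 cells, so part of the class is macrophages. Ptprc, which encodes CD45, came up on the way: a UMI was found in 1.72% of arterial EC, 34.3% of HSC precursor and 65.0% of progenitor cells, against 0 of 193 cells of the mesenchymal cluster. Spn, for CD43, was found in 4.99%, 52.2% and 69.0% (background 2.07%), and Itga2b, for CD41, in 8.42%, 29.1% and 38.2% (background 0.518%). From part 1 to part 5 of pseudotime Ptprc went from 0.624 to 44.6 CPM, the myeloid transcription factor gene Spi1 from 7.67 to 329.7 CPM and Mpo of granulocytes from 1.01 to 62.3 CPM.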

Altogether, our single-cell transcriptional data, comprising a population enriched for functionally validated HSC precursors, combined with further in silico analysis, successfully captures the developmental emergence of HSCs from HE, which is uniquely characterized by overlapping arterial endothelial and HSC-specific transcriptional signatures.

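HSC precursor cells had lower arterial expression than arterial EC cells and gained a set of hematopoietic genes. Among the genes that rose from arterial EC were Myb, a transcription factor that HSC need (84.6 ± 25.4 against 2.88 ± 1.51 CPM, SD, n = 4 libraries; log2 fold change 5.05, standard error 0.22, adjusted p = 1.17e-31 from edgeR), and Spi1, for PU.1 (260.4 ± 47.7 against 10.9 ± 5.63 CPM, 4.82, standard error 0.14). Lyz2 of myeloid cells rose by 4.91 (standard error 0.17). Fbln5 of elastic fibres fell from 109 ± 52.5 to 3.15 ± 2.78 CPM (-4.86, standard error 0.21), Gja5 by -2.52, Sox17 by -1.51 and Nrp1 by -1.65. Of 16 arterial genes, 16 were lower and none higher (median log2 fold change -2.10), and of 11 pan-endothelial genes 11 were lower (-1.37). Of 16 matrix genes 15 were lower, or 16 when adjusted over the list alone. Of 14 genes of HSC and self-renewal, 4 were higher, Hlf (3.70), Meis1 (1.47), Etv6 (0.96) and Hoxa9 (0.89), and 7 were lower, among them Gata3 (-1.20), Esam (-1.01), Prdm16 (-0.71) and Mecom (-0.60). All 6 hematopoietic marker genes tested were higher (median 4.32), and so were all 12 S phase genes (0.85) and 4 of 12 genes of G2 and mitosis. Of 8 BMP and TGF-beta response genes 7 were lower, or 8 over the list alone. Of 10415 genes, 2505 were higher and 2648 lower in HSC precursor than in arterial EC cells. DESeq2 called 1738 and 1878. The paper states that its data, from a population enriched for functionally tested HSC precursors and combined with in silico analysis, capture the emergence of HSC from HE, which it describes by overlapping signatures of arterial EC and HSC. The genes of the class rules were left out, but the classes were formed on genes that vary with the ones tested.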

By distinguishing the transcriptional profiles of the rare transitional population of emerging HSC precursors from more differentiated hematopoietic progenitors, this analysis enables us to identify receptors and downstream signal pathways specifically expressed during pre-HSC/HSC development from HE. For example, to study the dynamics of Notch signaling during this process, we examined the relative expression of genes activated by the Notch pathway over pseudotime (Fig. 3k). 

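Progenitor cells had less of the arterial program that HSC precursor cells carried, which the class rules partly build in. The HSC precursor rule asks for Dll4, Procr and Vwf, and the progenitor rule does not. Leaving the rule genes out of the test does not remove this choice of cells. Sox17 stood at 144 ± 47.4 CPM (SD, n = 4 libraries) in HSC precursor and 26.4 in progenitor cells (log2 fold change 2.16, standard error 0.12), Nrp1 at 319 ± 24.1 against 68.8 CPM (2.24, standard error 0.09, adjusted p = 3.46e-31 from edgeR) and Gja5 was higher by 2.21. Edn1, for endothelin (2.79, standard error 0.14), Npr3, a natriuretic peptide receptor (38.1 ± 9.12 against 4.17 ± 1.09 CPM, 2.98, standard error 0.24) and Akr1c14 (2.90) were among the most raised. Lower were Pf4 (13.0 against 127 CPM, -2.95, standard error 0.19) and Mpo (8.50 against 77.7 CPM, -2.70). C1qb (-6.37) and Csf1r (-4.76) of macrophages were lower too, through the 35 macrophage-cluster cells that pass the progenitor rule. Of 17 arterial genes, 17 were higher (median 2.05), of 12 pan-endothelial genes 11 (0.95), and of 8 BMP and TGF-beta response genes 8 (1.29), such as Id3 (2.08) and Smad6 (1.60). Of 15 genes of HSC and self-renewal, 8 were higher and 1 lower (9 and 2 when adjusted over the list alone): Prdm16 (1.17), Mecom (1.09), Esam (0.73), Gata3 (0.66), Kdm6b (0.49), Hoxb4 (0.43) and Fgd5 (0.39) among the higher, and Hlf lower (-0.31, adjusted p = 0.0114). Meis1, Etv6 and Erg were among those that did not pass. Of 12 S phase genes 7 were lower, or 10 over the list alone (median -0.35), and of 12 genes of G2 and mitosis 11 (-0.59). None of 8 progenitor differentiation genes was higher and 6 were lower. Of 10025 genes, 1023 were higher and 961 lower in HSC precursor than in progenitor cells by edgeR, and 545 and 506 by DESeq2.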

During the maturation of HE to pre-HSC/HSC, concomitant with decreasing *Notch1* and increasing *Notch2* expression, expression of Notch target genes *Hey1/Hey2*, required for arterial EC fates^41^, are downregulated, and Notch target gene *Cdca7*, which regulates HSC emergence^56^, is increased. 

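Notch1 fell along pseudotime and Notch2 rose from a low level, while Notch target genes did not share one course. Notch1 (GRCm38 chromosome 2, 26457903 to 26516663) went from 171 ± 21.2 CPM (SD, n = 4 libraries) in part 1 through 90.9 ± 10.7 in part 3 to 21.7 ± 4.86 in part 5 (log2 fold change of part 5 over part 1 -2.73, standard error 0.09, adjusted p = 2.24e-39 from edgeR). Notch2 (chromosome 3, 98013527 to 98150361) went from 1.25 ± 0.571 through 6.75 ± 1.51 to 7.42 ± 2.06 CPM (2.90, standard error 0.42), with the rise between part 1 and part 3 (2.62) and none that passed after it (0.25, adjusted p = 0.446). In part 5, 19.8% of cells had a Notch2 UMI against 29.5% of the 193 mesenchymal cells and 0 of 17 erythrocytes (at most 19.5% by the exact 95% interval), so no background share could be set from a cell type that lacks the gene and has many cells. The Notch targets Hey1 (chromosome 3, 8663359 to 8667256) and Hey2 (chromosome 10, 30832359 to 30842801) fell from 295 ± 28.7 to 7.56 ± 0.656 CPM (-5.02, standard error 0.10) and from 143 ± 19.8 to 1.14 ± 0.515 CPM (-7.13, standard error 0.17). Cdca7 (chromosome 2, 72476159 to 72486893) rose from 46.1 ± 3.21 to 131 ± 6.37 CPM (1.72, standard error 0.09), alone among the Notch targets named when part 5 is set against part 1. Between classes, 7 of 10 Notch receptors and ligands were lower in HSC precursor than in arterial EC cells and 1, Notch2 (2.15), higher. 6 of 9 were higher in HSC precursor than in progenitor cells, among them Jag1 (1.92), Notch4 (1.47) and Notch1 (1.00), and none lower. The library was the replicate, and the study named these genes from the same cells.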

Notch targets *Gata2* and *Hes1*, also essential for HSC development^57–59^, are sequentially downregulated in the terminal portion of pseudotime corresponding with increased expression of genes specific to differentiation to progenitors (*Csf3r*). This pattern of Notch pathway gene expression changes is consistent with recent studies suggesting that, although Notch1 is required early for definitive hematopoietic fate, the emergence of HSCs from HE correlates with decreased *Notch1* expression, lower overall Notch signal strength, and a requirement for *Hes1* in limiting Notch-dependent *Gata2* expression^6,59–62^. These results demonstrate the utility of our single-cell transcriptomic analysis to elucidate the developmental dynamics of signaling pathways during the HE to pre-HSC/HSC transition.

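Gata2 and Hes1, targets of Notch that HSC need, held their level or rose a little into the middle of pseudotime and fell after it. Gata2 (GRCm38 chromosome 6, 88193891 to 88207032) stood at 130 ± 11.7 CPM (SD, n = 4 libraries) in part 1, 128 ± 6.16 in part 3 and 54.1 ± 2.20 in part 5. Its log2 fold change was 0.07 from part 1 to part 3 (adjusted p = 0.442 from edgeR, an added comparison) and -1.12 (standard error 0.08) from part 3 to part 5. Hes1 (chromosome 16, 30064384 to 30067796) stood at 66.8 ± 12.9, 75.0 ± 18.0 and 27.0 ± 9.86 CPM, with a rise of 0.25 (adjusted p = 0.0309) from part 1 to part 3 and a fall of -1.38 (standard error 0.11) to part 5. Between classes, HSC precursor cells exceeded progenitor cells in Hes1 (1.18), Gata2 (0.73), Hey2 (2.41), Hey1 (2.05) and Nrarp (1.05), which are 5 of the 6 Notch targets tested, while against arterial EC cells neither Gata2 (0.05, adjusted p = 0.741) nor Hes1 (0.27, adjusted p = 0.0688) was called. Cdca7, the other target, was not called against progenitor cells (-0.19, adjusted p = 0.156) over all genes. A Gata2 UMI was found in 90.3% of HSC precursor, 76.3% of arterial EC and 78.7% of progenitor cells, and in 9.85% of the mesenchymal cells. A part of pseudotime mixes classes, and part 5 is mostly progenitor cells.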

### Single-cell RNA-sequencing identifies the transcriptional signatures of self-renewing HSCs emerging from AGM V^+^61^+^E^+^ precursors in vitro

We previously showed that a single AGM-derived hemogenic precursor could give rise to more than one hundred long-term engrafting HSCs following AGM-EC co-culture, suggesting that the AGM-EC niche provides signals sufficient to support both the maturation and self-renewal of HSCs^28^. Therefore, we hypothesized that single-cell transcriptomic analysis of HSCs generated during AGM-EC co-culture would identify receptors and downstream signal pathways essential to HSC formation and self-renewal in vitro, complementing our analysis of primary HSC precursors undergoing the initial transition from HE to HSC in the AGM in vivo. Thus, we next sought to acquire the transcriptional profiles of HSCs emerging from embryonic hemogenic precursors in the AGM-EC vascular niche by performing scRNA-seq on the progeny of individual FACS-isolated E11 AGM-derived V^+^61^+^E^+^ cells during colony formation in AGM-EC co-culture. 

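The colonies grew for 4 days on AGM-EC from single sorted V+61+E+ cells of an E11 AGM at 42 somite pairs. 1 library was made from a colony of HSC phenotype and 1 from a colony of mixed phenotype. The HSC-phenotype colony gave 152 cells and 4590693 UMIs, and the mixed colony 991 cells and 22362019 UMIs, with medians of 28780 and 22968 UMIs per cell. The libraries were matched to the 2 phenotypes by label number and by cell counts, so this match is not certain. The sets hold AGM-EC stroma as well. A cluster was taken as hematopoietic where at least 50% of its cells had a Runx1 UMI. There is 1 library per colony type, so no test between colonies was made: cells are described by pooled CPM with exact intervals of counting error. HSC type and HPC type cells were called by the marker rules of the study, and genes of these rules were left out of the lists. For each list, the median log2 ratio was placed among 10000 random lists of genes with like expression.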

Cells were harvested at day 4 of co-culture, and 50% of the cells were analyzed for surface phenotype we previously showed to correlate with long-term engrafting HSC activity (VE-Cadherin^−/low^CD45^+^Gr1^−^F4/80^−^Sca1^hi^EPCR^hi^)^28,29^. scRNA-seq was performed from the remaining cells from two colony types, one with a relatively homogeneous population of phenotypic HSCs (Fig. 4a) and another consisting of a mixed population of phenotypic HSCs and cells with decreasing expression of Sca1 and EPCR consistent with differentiation to hematopoietic progenitor cells (HPC) (Fig. 4b). Dimensionality reduction and clustering analysis identified distinct clusters consistent with hematopoietic progeny (expressing *Ptprc/*CD45) for each colony type (Fig. 4c, d, Supplementary Fig. 8). 

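Both colonies held hematopoietic cells with Ptprc beside AGM-EC stroma. The HSC-phenotype colony was 40 hematopoietic cells, 90 stromal cells and 22 cells with few UMIs. Ptprc was found in 67.5% of the hematopoietic cells (exact 95% interval 50.9 to 81.4%) against 4.44% of the stroma, at median depths of 30237 and 31417 UMIs. The mixed colony was 671 hematopoietic cells, 246 stromal cells and 74 with few UMIs. Ptprc was found in 66.2% of the hematopoietic cells against 5.28% of the stroma. Runx1 was found in 85.0% and 74.8% of the hematopoietic cells of the 2 colonies, but it defined these clusters. The hematopoietic cells of the mixed colony fell into 4 clusters: 185 dividing cells led by Ube2c, 397 cells led by the S phase genes Ung and Ccne2, 17 cells with the megakaryocyte genes Pf4 and Gp1bb, and 72 cells led by Pdzk1ip1, Tcf15 and H19, which mark quiescent HSC in adults. The stroma of the mixed colony split into 199 cells with Mmrn2 and Ednrb and 47 with Igfbp5 and Cryab.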

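The hematopoietic cells of the HSC-phenotype colony carried Pdzk1ip1 and Vwf and almost no Itgal or Cd48. Pdzk1ip1, of long-term HSC (GRCm38 chromosome 4, 115088708 to 115093899), was found in 97.5% of the 40 cells (exact 95% interval 86.8 to 99.9%) at 266 CPM, against 58.9% of the stroma at 34.0 CPM. Vwf of platelet-biased HSC was found in all 40 cells (91.2 to 100%), but the stroma held 324 CPM of it against 99.9 in the hematopoietic cells. Procr and Fgd5 were higher in the stroma as well, Procr at 780 against 363 CPM and Fgd5 at 83.8 against 40.3 CPM. RNA set free by stroma can carry these endothelial genes into other droplets, so part of the 65.0% of cells with Fgd5 (48.3 to 79.4%) may be background. Itgal, for CD11a, was found in 4 of 40 cells (10.0%, 2.79 to 23.7%) and in 4.44% of the stroma, and Cd48 in 1 cell (2.50%, 0.0633 to 13.2%) and 1.11% of the stroma, so both are read as background. The intervals cover counting error within 1 colony.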

Consistent with their HSC phenotype, the cells from the hematopoietic cluster in the first colony type uniformly expressed established HSC marker genes (such as *Pdzk1ip1*, *Procr, Fdg5, Vwf*)^35,52,54,63^ and largely lacked expression of genes associated with differentiation of HSC to HPC (*Itgal/*CD11a*, Cd48*)^64,65^ (Fig. 4e). 

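Cells of the HSC-phenotype colony expressed Cdkn1c, which encodes the cell cycle inhibitor p57, together with the proliferation gene Mki67. Cdkn1c was found in 92.5% of the 40 hematopoietic cells (exact 95% interval 79.6 to 98.4%) at 156 CPM (135 to 180), against 46.7% of the stroma at 27.3 CPM. Mki67 was found in 57.5% of the cells (40.9 to 73.0%) at 91.0 CPM (75.0 to 109), against 24.4% of the stroma at 14.5 CPM. Other self-renewal genes were present at 78.9 CPM for Mecom, 37.0 for Mllt3 and 20.9 for Pbx1, of which only Mllt3 exceeded the stroma (80.9, 11.6 and 48.5 CPM). The myeloid gene Cebpa had no UMI in the 40 cells, which allows a share of cells with a UMI of up to 7.50% and sets no limit on expression below detection.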

Consistent with a profile of self-renewing HSCs, cells in this colony type expressed HSC-associated cell cycle regulator *Cdkn1c* (p57) and a subset expressed active cell cycle gene *Mki67* (Fig. 4e). Hematopoietic cells in the second colony type demonstrated a similar, minor population of HSCs based on their transcriptional signatures (“HSC Type”, co-expressing *Runx1*, *Pdzk1ip1,* and *Vwf*, negative for *Cd48* and *Itgal*) and a larger population of emerging HPC (“HPC Type”, expressing *Cd48* and/or *Itgal*) (Fig. 4f, g, Supplementary Fig. 8e–h). 

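By the rule of 1 UMI per gene, the HSC-phenotype colony was mostly HSC type and the mixed colony mostly HPC type. HSC type cells were 29 of 40 hematopoietic cells in the first (72.5%, exact 95% interval 56.1 to 85.4%) and 28 of 671 in the second (4.17%, 2.79 to 5.98%). HPC type cells were 5 of 40 (12.5%, 4.19 to 26.8%) and 350 of 671 (52.2%, 48.3 to 56.0%). The 5 rest on UMIs of Itgal or Cd48, whose shares in that colony are read as background. With each cell thinned to 8000 UMIs, the HSC type was 10.8% of the first colony and the HPC type 25.0% of the second, and with at least 2 UMIs per gene 27.5% and 20.7%. In the mixed colony HSC type cells had more Tcf15, a transcription factor of quiescent HSC, than HPC type cells (103 against 2.88 CPM), and more Pf4 of platelets and HSC (3466 against 229 CPM). Trim47, Sardh, Smim1, Apoe, H19, Thbs1, Cdc42ep5 and Phlda2 followed. Pf4 and Smim1 are also leading genes of the 17-cell megakaryocyte cluster of this colony, with Pf4 at 11140 CPM there. If some of the 28 HSC type cells lie in that cluster, they could carry part of these 2 differences. Mpo of granulocytes measured 170 CPM in HPC type cells against 3.07 (exact 95% interval 0.371 to 11.1) in HSC type cells, and Tespa1, Clec4d, Rapsn, Ccr9, Cd52 and Nkg7 followed, several of them genes of lymphocytes. Of 19 genes of HSC and self-renewal, 17 were higher in HSC type cells (median log2 ratio 1.36, above all random lists), and of 11 progenitor differentiation genes 9 were lower (-1.04, below all random lists). Of 12 S phase genes 11 were lower (-0.38, above 0.17% of random lists), but of 12 genes of G2 and mitosis 7 were higher (0.04). All 10 integrins were higher (0.47, above 97.2%), and so were all 8 matrix genes (0.97, above 99.94%). Pan-endothelial genes were higher as well, 10 of 11 (0.61, above 99.76%), so RNA of stroma, which the need for Vwf may select for, could add to the matrix and integrin differences. The HSC type rule needs Vwf and Pdzk1ip1, and 28 cells of 1 colony cannot stand for such colonies in general.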

Pseudotemporal ordering recapitulated the differentiation of HPC from HSC, revealing gene expression changes during this process, including increased expression over pseudotime of genes involved in early myeloid and lymphoid-specific fates, e.g., *Cebpa* and *Ebf1* (Fig. 4h, Supplementary Data 4). 

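Cebpa and Ebf1 were higher late in the ordering of the mixed colony, Ebf1 already in its middle part. Cebpa, a transcription factor of early myeloid fate (GRCm38 chromosome 7, 35119293 to 35121928), went from 3.82 CPM (exact 95% interval 2.26 to 6.04) through 9.59 to 28.2 CPM (24.2 to 32.6) over 3 equal parts of the ordering. Ebf1, of B lymphoid fate (chromosome 11, 44617317 to 45008091), went from 11.0 (8.24 to 14.5) through 47.8 to 41.5 CPM (36.6 to 46.8). Pdzk1ip1 went from 94.0 through 3.43 to 2.19 CPM, while Kit stayed level with 73.0, 78.1 and 68.7 CPM. Between types, Cebpa measured 3.07 CPM (0.371 to 11.1) in HSC type and 19.0 (16.3 to 22.0) in HPC type cells, and Ebf1 0 (at most 5.66) and 34.2 CPM (30.6 to 38.1). Part 1 held 27 of the 28 HSC type cells and 61 of the 350 HPC type cells, and parts 2 and 3 held 144 and 145 HPC type cells. The named genes were left out when cells were ordered. Median depth rose along the ordering from 21327 through 25963 to 27988 UMIs, which CPM take into account.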

Consistent with our previous studies showing that both emergence of HSCs from HE and expansion of HSCs in the vascular niche is Notch-dependent^27,66^, analysis of scRNA-seq data from HSCs generated during co-culture with AGM-EC demonstrates that Notch target genes required for HSCs (*Hes1, Gata2*) are enriched in cells in early pseudotime expressing HSC-specific programs, including genes involved in HSC self-renewal, such as *Cdkn1c*, *Mecom*, *Pbx1*, and *Mllt3*, with downregulation concomitant with differentiation to HPC (Fig. 4h). Collectively, this scRNA-seq data captures the transcriptomes of HSCs during their emergence from clonal V^+^61^+^E^+^ precursors and reveals the dynamics of HSC self-renewal and early HSC differentiation to HPC in the AGM-EC niche.

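Gata2 was highest early in the ordering of the mixed colony together with genes of self-renewal, and Hes1 differed less along it. Gata2 measured 41.4 CPM in HSC type cells (exact 95% interval 27.3 to 60.2) and 16.3 in HPC type cells (13.8 to 19.1), and Hes1 29.1 (17.5 to 45.5) and 8.95 (7.14 to 11.1). Along the 3 parts of the ordering Gata2 went from 28.9 through 19.4 to 15.5 CPM, and Hes1 from 15.3 (12.0 to 19.2) through 11.8 to 11.3 CPM (8.81 to 14.2), so the intervals of its first and last values overlap. Mecom measured 79.7 CPM in HSC type and 10.1 in HPC type cells and went from 46.0 through 8.22 to 3.91 along the ordering. Cdkn1c measured 109 against 18.7 CPM and went from 70.9 through 16.6 to 11.1. Mllt3 measured 23.0 (12.9 to 37.9) against 7.67 CPM (6.00 to 9.66), and along the ordering 16.3, 6.34 and 7.98 CPM. Pbx1 measured 65.9 against 12.8 CPM but had no steady course, with 22.1, 7.02 and 30.7 CPM. Of 4 Notch target genes with enough UMIs, 3 were higher in HSC type cells (median log2 ratio 1.52, above 99.97% of random lists), while of 5 Notch receptors and ligands 3 were lower (-0.96, above 0.10% of random lists). In the HSC-phenotype colony Hes1 measured 46.7 CPM against 121 in stroma, and Gata2 37.0 against 21.2. The paper sets the enrichment of Hes1 and Gata2 in early pseudotime, where HSC programs are expressed, beside its earlier studies, in which emergence and expansion of HSC in the vascular niche needed Notch. With 1 colony the intervals describe its cells alone.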

**Fig. 4:**
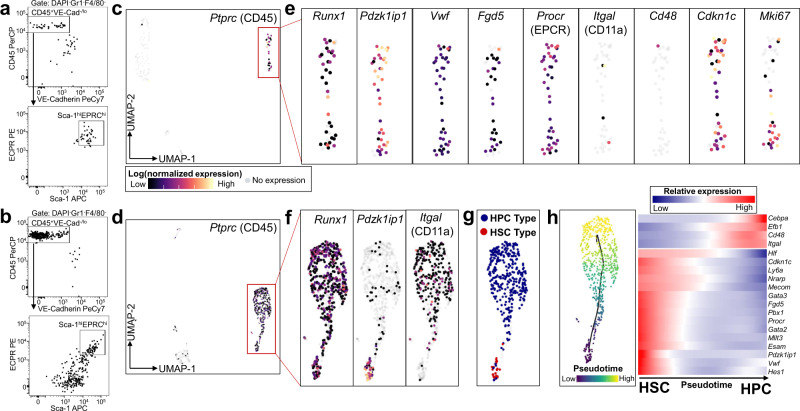
Single-cell RNA-sequencing identifies the transcriptional signatures of self-renewing HSCs emerging from clonal V^+^61^+^E^+^ hemogenic precursors in the AGM-EC niche in vitro. **a**, **b** FACS analysis of the progeny of a single V^+^61^+^E^+^ hemogenic precursor from E11 AGM (42sp) following 4-day co-culture on AGM-EC, with **a** HSC phenotype (VE-Cad^low/−^CD45^+^Gr1^−^F4/80^−^Sca1^hi^EPCR^hi^) and **b** mixed HSC and hematopoietic progenitor cell (HPC) phenotype. **c**, **d** UMAP projection of single-cell transcriptomes obtained from cells from **a**, **b** showing hematopoietic cluster (red box) expressing pan-hematopoietic marker *Ptprc* (CD45). **e** Expression of *Runx1*, HSC marker genes (*Pdzk1ip1, Vwf, Procr, Fgd5*), HPC-associated genes (*Itgal, Cd48*), and cell cycle genes (*Cdkn1c*, *Mki67*) in the hematopoietic cluster from **c**. **f** Expression of *Runx1*, *Pdzk1ip1, and Itgal* in the hematopoietic cluster from **d**. **g** Cell type classification of hematopoietic cells based on gene expression: HSC Type (expressing *Runx1, Pdzk1ip1*, and *Vwf*, not expressing *Cd48* or *Itgal*) and HPC type (expressing *Cd48* and/or *Itgal*). **h** Trajectory analysis using Monocle to order cells from the hematopoietic cluster in pseudotime, and gene expression heatmap over pseudotime of selected genes, including Notch pathway targets, differentially expressed during HSC differentiation to HPC. (See also Supplementary Fig. 8, Supplementary Data 4).

### Complementary analysis of the transcriptional profiles of AGM-EC and developing HSCs identify ligand–receptor interactions supporting HSC development

For the AGM-EC niche to support the generation of functional HSCs from HE, it must express a repertoire of signaling ligands necessary to promote both the maturation and self-renewal of HSC. In parallel, developing HSCs must express the cognate receptors required to receive these essential niche-derived signals. Thus, we hypothesized that analysis of the complementary transcriptomes of AGM niche EC and HSC precursors transitioning to self-renewing HSCs from our in vivo and in vitro scRNA-seq data could be used to identify the ligand–receptor interactions necessary to support HSC development. To test this, we applied a comprehensive database consisting of curated pairs of ligands and receptors^67^ to our scRNA-seq data to infer potential functionally relevant interactions. 

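UMIs of most listed niche ligands were found in both AGM-EC1 to 3 and arterial EC cells. Of the 157 ligands that Supplementary Data 5 lists for AGM-EC, all were found in at least 10% of the 4009 cells of AGM-EC1 to 3, and 168 of 170 in at least 10% of the 641 arterial EC cells. The 2 below were Ntn4 (9.83%) and Sema4d (9.52%). With cells thinned to 8000 UMIs, 131 of 157 and 140 of 170 passed. Of all genes in the annotation, 31.1% and 33.5% pass 10% in these cells. 127 ligands stand on both lists. Among them, Jag1, a Notch ligand, was found in 49.9% and 76.9% of cells, and Dhh, a hedgehog ligand, in 11.3% and 59.4%. Bmp4 was found in 28.7% and 12.3%, and Dll1 in 36.1% and 15.0%. The ligand of the cytokine receptor Kit, Kitl, was found in 30.0% of arterial EC cells. Some ligands stand on one list only. Igf2 was found in every arterial EC cell and Angptl2 in 25.7%, while neither is on the AGM-EC list, and Wnt5a (22.3%) and Adm (15.4%) are on that list alone. Adm rests on AGM-EC3 (38.4%), with 6.94% in AGM-EC1 and 2.53% in AGM-EC2. In every AGM-EC line 126 of the 157 passed 10%, and 143 of the 170 passed it in every arterial library. Each list was drawn by the study from these cells, so the counts show how the threshold was applied and are not independent evidence. No background share was subtracted.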

We first identified ligands expressed in the HSC-supportive AGM-EC (from Fig. 1), as well as primary AGM-derived arterial EC (“Arterial EC” Type, from Fig. 3c–g), which share common phenotypic characteristics and overlapping gene expression profiles (Supplementary Fig. 9a–c). 

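UMIs of receptors of the main niche pathways were found in HSC precursor cells. All 240 receptors that Supplementary Data 5 lists for HSC precursor cells were found in at least 5% of the 134 cells. Calcrl, the adrenomedullin receptor, was found in all 134 (exact 95% interval 97.28 to 100%), its partner Ramp2 in 98.5%, and Cd44, a receptor of hyaluronan, in 82.8% (75.4 to 88.8%). Igf1r of insulin-like growth factors was found in 85.8% (78.8 to 91.2%), Smo of hedgehog signaling in 79.1%, Lrp6 of Wnt signaling in 69.4%, and Bmpr2 of BMP signaling in 71.6% (63.2 to 79.1%). At the low end, Ednra, an endothelin receptor, was found in 7 of 134 cells (5.22%, 2.13 to 10.5%) and Sdc4 in 11 (8.21%). A share of 5% of 134 cells is reached by 7 cells, and such shares lie at the level that free RNA alone can give. 157 of the 240 receptors passed 5% in every library, and 40.2% of all genes in the annotation pass 5% in these cells. The list was drawn by the study from these cells.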

We then identified receptors expressed in the subset of AGM-derived V^+^61^+^E^+^ cells transcriptionally defined as “HSC precursor” type (from Fig. 3h), representing cells encompassing the transition from HE to pre-HSC/HSC. These data sets were then combined to determine the global set of ligand–receptor interactions between AGM niche EC and HSC precursors (Fig. 5, Supplementary Data 5). We also identified receptors expressed in cells defined by “HSC Type” emerging during AGM-EC co-culture of AGM-derived V^+^61^+^E^+^ cells (from Fig. 4g, Supplementary Fig. 8f, g) and combined this data with AGM niche EC ligands to determine the global set of ligand–receptor interactions potentially regulating HSC maturation and self-renewal (representative interactions organized by pathways shown in Fig. 5, comprehensive list in Supplementary Data 5). 

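UMIs of 151 of the 185 receptors listed for HSC type cells of the colonies were found in at least 20% of these cells. Ramp2 was found in 89.5% of the 57 cells (exact 95% interval 78.5 to 96.0%), Cd44 in 63.2% (49.3 to 75.6%), Igf1r in 50.9%, Fzd6 of Wnt signaling in 49.1% and Ednrb of endothelin signaling in 43.9%, which rests on the HSC-phenotype colony (75.9% against 10.7% in the mixed colony). 34 listed receptors stayed below 20%, such as Ptch1 of hedgehog signaling (12.3%, 5.08 to 23.7%) and Igf2r (14.0%, 6.26 to 25.8%). Of these 34, 24 reach 20% in at least 1 colony and 10 in neither: Acvr1, Cd109, Celsr1, Fzd9, Itga3, Lifr, Ptprm, Tgfbr3, Tlr4 and Tnfrsf10b. 160 receptors stand on the lists of both HSC precursor and HSC type cells. Of the 475 ligand and receptor pairs listed for HSC precursor cells, 472 had both genes above their thresholds, and of 388 for HSC type cells 324. Thinning each cell to 8000 UMIs left 78 of the 185 receptors above 20%. No stroma share was subtracted, and RNA of stroma may carry endothelial genes such as Ramp2 into these cells. The pairs come from the published lists, since the source database was not at hand.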

We used an unbiased approach to identify ligands and receptors based only on expression thresholds in each cell type, so as to provide a comprehensive list of potential interactions (see Methods for further details). Validating the approach, this integrated analysis identified receptor-ligand interactions modulating signaling pathways with established functions in HSC development and self-renewal, including Notch and Wnt^5,68–70^, BMP^34^, Hedgehog^71^, Ephrins^72^, CD44^24^, P-selectin^73^, Pleiotrophin^74^, Angiopoietin-like proteins^75^, chemokines^76,77^, IGFs^78,79^, and vasoactive factors whose roles in HSC development were recently published, such as endothelin-1^80^ and adrenomedullin^81^. 

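UMIs of ligands and receptors of the Notch, BMP, hedgehog, ephrin and insulin-like growth factor pathways were found in niche, precursor or HSC type cells. For Notch, Jag2 was found in 25.7% of arterial EC cells (Dll4 is required by the class rule), with Notch1 in 72.4% of HSC precursor (exact 95% interval 64.0 to 79.8%) and 38.6% of HSC type cells (26.0 to 52.4%). For ephrins, Efnb2 has its receptor Ephb4 in 44.8% and 43.9% of these cells. For hedgehog, Ptch1 was found in 31.3% of HSC precursor cells (23.6 to 39.9%), and Smo in 21.1% of HSC type cells. For BMP, Bmpr1a was found in 23.1% of HSC precursor cells, and Bmpr2 in 45.6% of HSC type cells. Igf1 was found in 78.5% of AGM-EC and 26.2% of arterial EC cells. For pleiotrophin, Ptn was found in 23.9% of arterial EC cells with its receptor Ptprs in 55.2% of HSC precursor and 40.4% of HSC type cells. Selp, for P-selectin, was found in 14.9% of HSC precursor (9.36 to 22.1%) and 22.8% of HSC type cells (12.7 to 35.8%). Fzd4 of Wnt signaling was found in 38.8% and 33.3%. In the mesenchymal and macrophage clusters the shares were 20.2% and 50.0% for Notch1, 31.1% and 0% for Ephb4, and 17.1% and 10.0% for Fzd4. They were 40.4% and 48.0% for Igf1, and 0.518% and 0% for Selp. Whether these clusters express the genes themselves was not tested, so high shares there set no background. No such comparison was made for Bmpr1a, Bmpr2, Ptch1, Smo and Ptprs, nor with stroma for the colonies. All these shares are therefore detection only. Detection of a ligand and a receptor does not show that a pair signals.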

The unbiased analysis also identified potentially novel signaling interactions and modulators of key pathways that have not previously been described to have a specific role in HSC development, including numerous extracellular matrix proteins interacting with integrins and cell adhesion receptors, cytokines/chemokines, growth factors, including signaling proteins that are both positive and negative regulators of canonical/non-canonical Wnt and TGF-β/BMP pathways, and guidance signal pathways such as semaphorins (Fig. 5i–viii, Supplementary Data 5).

**Fig. 5:**
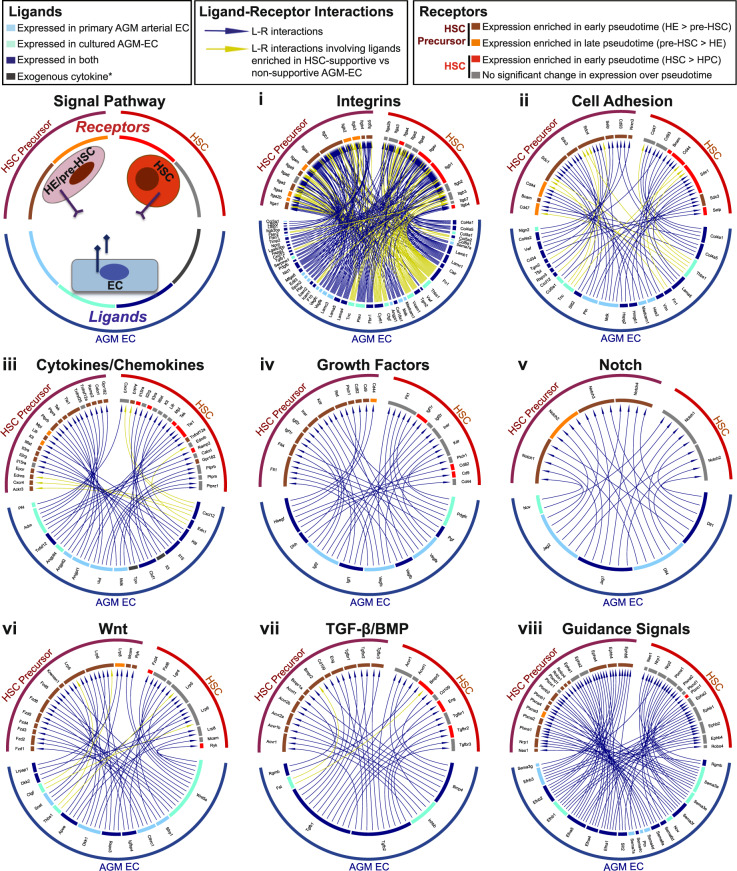
Signaling interactions identified by ligand–receptor analysis. Selected signal pathways regulated by ligand–receptor interactions between AGM niche EC and developing HSCs based on complementary scRNA-seq analysis. HSC Precursor: Indicates receptors expressed in primary AGM V^+^61^+^E^+^ cells classified as “HSC Precursor” types (see Fig. 3h). HSC: Indicates receptors expressed in cells generated following AGM-EC co-culture of V^+^61^+^E^+^ cells classified as “HSC” type (see Fig. 4g, Supplementary Fig 8f–h). Receptors were also classified as to whether they were expressed more highly in early (enriched in HE) or late (enriched in pre-HSC) pseudotime for primary AGM V^+^61^+^E^+^ cells, or expressed more highly in early pseudotime (enriched in HSCs vs HPCs) in cells generated following AGM-EC co-culture. Ligands were classified by whether they were expressed in HSC-supportive AGM-EC (cultured AGM-EC), primary AGM-derived AGM V^+^61^+^E^+^ cells classified as “arterial EC” (primary AGM arterial EC), or both. Signals mediated by ligands differentially expressed in HSC-supportive vs non-supportive AGM-EC are indicated by yellow arrows (see Supplementary Data 1). *indicates exogenous cytokines in AGM-EC culture conditions. (See also Supplementary Data 5 for a complete list of identified ligands, receptors, and ligand–receptor interactions).

### Functional analysis of ligand–receptor interactions enables the engineering of an in vitro niche supporting HSC development from hemogenic precursors

Building from the ligand–receptor interactions identified by our single-cell transcriptomic analysis, we next sought to engineer an artificial stroma-independent niche sufficient to recapitulate the function of AGM-EC in supporting the generation of long-term engrafting HSCs from embryonic HSC precursors. We previously identified a set of conditions incorporating immobilized Notch ligand Delta1 (Dll1-Fc) that was sufficient to support the quantitative expansion of HSCs isolated from E11 AGM, at which time in development engrafting HSCs are already detectable at low frequency by direct transplantation into adult recipients^27^. However, these conditions were unable to support the generation of engrafting HSCs from hemogenic precursors isolated prior to E11. We adapted these conditions by incorporating serum-free media to further control for exogenous factors. Based on cytokine receptor expression profiles in the scRNA-seq data in AGM-derived HSC precursors and in vitro generated HSCs (Fig. 5iii, Supplementary Data 5), we retained recombinant stem cell factor (SCF), interleukin-3 (IL-3), and thrombopoietin (TPO). 

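Kit was found in most HSC precursor and HSC type cells, and Mpl came up later. Il3ra was found in 35.4 to 47.4% of arterial EC, HSC precursor and HSC type cells. Kit, the SCF receptor (GRCm38 chromosome 5, 75574916 to 75656722), was found in 85.1% of HSC precursor cells (exact 95% interval 77.9 to 90.6%) at 124 CPM and 77.2% of HSC type cells (64.2 to 87.3%) at 71.2 CPM, against 19.5% of arterial EC cells. The mesenchymal background was 9.85%, at a median of 15714 UMIs against 31646 in HSC precursor cells. Its log2 fold change was 3.10 (standard error 0.15) over arterial EC and 0.05 (adjusted p = 0.779 from edgeR) over progenitor cells. Mpl, the thrombopoietin receptor (chromosome 4, 118442415 to 118457513), was found in 15.7% of HSC precursor cells (9.97 to 23.0%), 46.6% of progenitor and 54.4% of HSC type cells (40.7 to 67.6%), with a background of 1.55%. It was higher in HSC precursor than in arterial EC cells (3.40, standard error 0.62) and lower than in progenitor cells (-1.88, standard error 0.25). Il3ra, a subunit of the IL-3 receptor, was found in 40.3% of HSC precursor cells (31.9 to 49.1%) and 47.4% of HSC type cells (34.0 to 61.0%), but also in 35.4% of arterial EC cells, over which it was lower in HSC precursor cells (-0.55, adjusted p = 0.0304). Mesenchymal cells gave 9.85% (6.03 to 15.0%). Its partner Csf2rb was found in 5.22% of HSC precursor and 73.7% of HSC type cells. Of 16 cytokine receptors tested, 2 were higher in HSC precursor than in arterial EC cells, Kit and Mpl, and 10 lower. Against progenitor cells 2 of 15 were higher and 5 lower.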

Based on our single-cell transcriptomic analysis and reported studies suggesting dynamic roles for Notch1 and Notch2 receptors in activating downstream Notch targets expressed during pre-HSC formation from HE and subsequent HSC maturation and self-renewal^6,27,60–62,82,83^ (Fig. 3k, Fig. 4h, Fig. 5v), we also incorporated immobilized anti-Notch1 and anti-Notch2 monoclonal antibodies in place of immobilized Dll1-Fc. These antibodies specifically bind Notch1 and Notch2 receptors, respectively^27^, enabling targeted activation of Notch1 and/or Notch2 receptors independent of Fringe-mediated modifications that could alter their binding and activation by ligands such as Dll1^84^.

Genes involved in integrin-binding/cell adhesion were among those most differentially expressed in HSC-supportive verses non-supportive AGM-EC, particularly multiple integrin ligands associated with VLA-4 interactions, including *Fn1* (fibronectin) and *Vcam1* (Fig. 1d, Supplementary Fig. 9b, c, Supplementary Data 1). 

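Fn1 and Vcam1 were found in fewer cells of AGM-EC4 than of each supportive line, but Vcam1 was rare in AGM-EC2. A Fn1 UMI was found in 93.9%, 73.8% and 98.8% of cells of AGM-EC1, AGM-EC2 and AGM-EC3 and in 31.1% of AGM-EC4 cells. For Vcam1 the shares were 15.1%, 4.22% and 55.8% against 1.06%. Fn1 lies on chromosome 1 of GRCm38 from 71585520 to 71653200 and Vcam1 on chromosome 3 from 116109949 to 116129688. Among primary cells, Vcam1 was found in 5.15% of arterial EC cells (exact 95% interval 3.57 to 7.15%), which is below the 15.0% of the mesenchymal cluster and the 8.00% of macrophages, and Icam1 in 52.1% of arterial EC cells against 5.70% of mesenchymal cells. The 5 of 22 matrix and integrin ligand genes that passed over the list alone were Icam1, Tgm2, Col5a2, Fbn1 and Fbln2, so neither Fn1 nor Vcam1 was among them. Both spread widely between AGM-EC1 to 3.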

We validated VLA-4/CD49d (*Itga4*) surface protein expression, which was identified by scRNA-seq analysis on HSC precursors (Fig. 5i, Supplementary Data 5), by flow cytometry on AGM-derived V^+^61^+^E^+^ cells, and by index analysis of cells with HSC CFC potential (Supplementary Figure 10a–e). 

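Itga4, which encodes the CD49d subunit of VLA-4, came up between arterial EC and HSC precursor cells. Itga4 (GRCm38 chromosome 2, 79255426 to 79333123) was found in 84.3% of HSC precursor cells (exact 95% interval 77.1 to 90.0%) at 119 CPM, 75.0% of HE cells (59.7 to 86.8%) and 90.1% of progenitor cells, against 23.1% of arterial EC cells at 17.2 CPM. Mesenchymal cells gave 17.6% and 1 of 17 erythrocytes had a UMI, at median depths of 15714 and 29111 UMIs. Whether mesenchymal cells lack Itga4 was not tested, so the share in arterial EC cells cannot be called background. The log2 fold change was 2.84 (standard error 0.14, adjusted p = 2.90e-28 from edgeR) over arterial EC, and Itga4 was not called against progenitor cells (-0.19, adjusted p = 0.187). In HSC type cells of the colonies it was found in 70.2%. Its partner Itgb1 was found in 97.8% of HSC precursor cells and in 99.2% of arterial EC cells, which hold more of it (-1.08). Of 12 integrins tested, 5 were higher and 7 lower in HSC precursor than in arterial EC cells, with Itgb3 (2.63) and Itga2b (1.12) among the higher and Itgav (-2.42) and Itga5 (-1.03) among the lower. Against progenitor cells 3 of 11 were higher and 3 lower.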

Based on these findings suggesting a role for ligand–receptor integrin interactions via VLA-4 in the AGM-EC niche, we also utilized immobilized recombinant fibronectin fragment (FN-CH-296), which specifically binds cell-surface VLA-4 and VLA-5 in vitro.

We then tested whether components of this engineered niche including immobilized FN-CH-296, cytokines (IL-3, SCF, and TPO), and small-molecule inhibitor of TGF-β receptor (LY364947), and either immobilized Dll1-Fc, anti-N1, and anti-N2 antibodies (aN1/N2 Ab), or IgG (control), could support in vitro generation of HSCs. Long-term engrafting HSCs were detected following culture of E11 AGM-derived V^+^61^+^E^+^ cells in engineered conditions with either immobilized Dll1-Fc or combined aN1/N2 antibodies, but not control IgG (Fig. 6a, b, Supplementary Fig. 11a–c). However, these conditions were unable to support the generation of engrafting HSCs from V^+^61^+^E^+^ cells isolated from AGM prior to E11 (Fig. 6c), suggesting additional signals are required to promote the maturation of HSCs from hemogenic precursors at earlier stages.

**Fig. 6:**
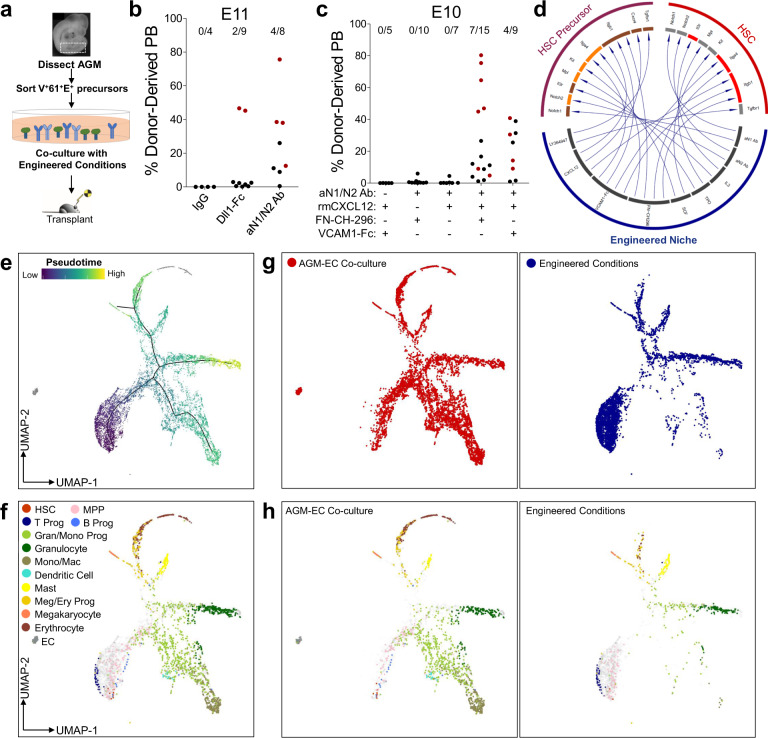
Functional validation of ligand–receptor interactions enables the engineering of an in vitro niche supporting HSC development. **a** Methodology evaluating generation of engrafting HSC from AGM-derived V^+^61^+^E^+^ hemogenic precursors in engineered conditions. **b** Donor-derived peripheral blood engraftment (≥24 weeks) in recipients transplanted with the progeny of E11 AGM-derived V^+^61^+^E^+^ hemogenic precursor following co-culture in engineered conditions with immobilized Dll1-Fc, anti-Notch1/Notch2 (aN1/N2 Ab), or control (IgG). Data points in red indicate mice with multilineage engraftment (results pooled from *n* = 2 independent experiments). (See also Supplementary Fig. 11. Source data are provided as a Source Data file). **c** Donor-derived peripheral blood engraftment (≥24 weeks) in recipients transplanted with the progeny of E10 AGM-derived V^+^61^+^E^+^ hemogenic precursor following co-culture in engineered conditions as indicated (results pooled from *n* = 5 independent experiments). (Source data are provided as a Source Data file). **d** Ligand–receptor interactions recapitulated in the engineered niche. **e** UMAP and pseudotemporal ordering of single-cell transcriptomes of the progeny of E10 V^+^61^+^E^+^ hemogenic precursors following 6 days of culture on AGM-EC or engineered conditions. **f** Cell type classification based on marker genes. Undefined cell types are shown in gray. **g**, **h** Subsets of all single cells (**g**) and cell types (**h**) derived from cells cultured on AGM-EC (left panels) or engineered conditions (right panels). (See Supplementary Fig. 11).

We hypothesized that signaling interactions required for HSC maturation from these earlier stages would involve receptors in HSC precursors whose expression is enriched in early pseudotime (i.e., greater in HE than in maturing pre-HSC and progenitors), and cognate ligands whose expression is enriched in HSC-supportive AGM-EC (which can promote HSC formation from E9-E10 haemogenic precursors) and also detected in primary AGM-derived EC (which serve as a niche for HSC formation from HE in vivo). Thus, we prioritized for further analysis ligand–receptor interactions that fit these criteria (Fig. 5, receptors indicated in dark red, ligands indicated in navy, ligand–receptor interactions indicated by yellow arrows). This identified genes encoding cell adhesion and extracellular matrix proteins that interact with integrin receptors, including *Col5a2* (a type V collagen), *Fn1* (fibronectin), and *Tgm2* (tissue transglutaminase, which can enhance integrin β1 interaction with fibronectin)^85^, and genes encoding secreted factors *Cyr61*, an integrin-interacting protein, *Edn1* (endothelin-1), a vasoactive peptide, and *Cxcl12*, a chemokine that interacts with the receptor encoded by *Cxcr4* expressed in HE based on our scRNA-seq data (Fig. 5iii, Supplementary Data 5). 

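Col5a2 and Edn1 were found in more primary arterial EC cells than cells of AGM-EC1 to 3, and Cyr61 in fewer over the lines together. Col5a2, a type V collagen (GRCm38 chromosome 1, 45374321 to 45503282), measured 107 ± 56.4 CPM (SD, n = 3 lines) in AGM-EC1 to 3 against 0.219 in AGM-EC4 (log2 fold change 8.89, standard error 1.16, adjusted p = 0.142 from edgeR). AGM-EC4 had 5 UMIs, and the gene passed over the list of matrix genes alone. It was found in 88.9% of arterial EC cells (exact 95% interval 86.2 to 91.3%). Edn1 (chromosome 13, 42301476 to 42307990) measured 128 ± 118 against 8.64 CPM (3.89, standard error 1.34, adjusted p = 0.409), with 47.3% of AGM-EC1 to 3 cells and 87.4% of arterial EC cells. Cyr61 (chromosome 3, 145646976 to 145649981) measured 370 ± 293 against 98.5 CPM (1.91, standard error 1.00, adjusted p = 0.538), with 72.0% (48.7 to 93.6% by line) and 43.7% of cells. Tgm2 (chromosome 2, 158116402 to 158146436) was found in 68.2% and 70.0% of them, and mesenchymal cells gave 11.9%. Cxcr4 (chromosome 1, 128588199 to 128592293), the receptor of CXCL12, was found in 5 of 44 HE cells (11.4%, 3.79 to 24.6%), which is not above the 10.0% of macrophages (3.33 to 21.8%), and its interval overlaps that of mesenchymal cells (3.11%, 1.15 to 6.64%). The Col5a2 background was 8.00% in macrophages (2.22 to 19.2%), for Edn1 6.00% and for Cyr61 4.00%, at a median of 22458 UMIs per cell.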

Supporting the transcriptional data, we found that rare AGM-derived V^+^61^+^E^+^ HSC CFC between E9 and early E10 expressed the CXCL12 receptor CXCR4, whereas CXCR4 expression is low or negative in most HSC CFCs by late E10 (Supplementary Fig. 10c, d)^86^. Consistent with a role for CXCL12/CXCR4 signaling supporting HSC development from hemogenic precursors at earlier stages, we found that the addition of recombinant CXCL12 enabled the generation of multilineage long-term engrafting HSCs from E10 AGM-derived V^+^61^+^E^+^ cells following in vitro culture (Fig. 6c), and in some experiments, also enabled the generation of HSCs from embryos as early as E9, though with lower efficiency than at E10 (see Source Data). Generation of HSCs in the presence of CXCL12 before E11 was also dependent on Notch activation by immobilized aN1/N2 Ab and the presence of a ligand for integrin VLA-4, with immobilized VCAM1-Fc interchangeable with fibronectin fragment (FN-CH-296) (Fig. 6c). Altogether, this approach successfully identified a group of signaling ligands that, when integrated into an in vitro engineered niche, was sufficient to support functional HSC generation from embryonic hemogenic precursors.

In addition to supporting the initial generation and self-renewal of HSCs from hemogenic precursors, we previously showed that prolonged co-culture in the AGM-EC niche supports multilineage hematopoiesis in vitro^27^. To compare the emergence of HSCs and downstream hematopoietic lineages in the engineered niche with AGM-EC co-culture, we performed scRNA-seq on the hematopoietic progeny generated following extended (6 days) culture of AGM-derived V^+^61^+^E^+^ cells in each condition. 

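Each condition of the extended culture is 1 library of cells grown from E10 V+61+E+ cells for 6 days. The AGM-EC co-culture gave 6887 cells and 39325908 UMIs, and the engineered niche 4871 cells and 36093128 UMIs, with medians of 5628 and 6944 UMIs per cell. Cells of both were clustered together and classed by the marker rules of Supplementary Fig. 11e. No class fitted 67.6% of the co-culture and 83.7% of the engineered culture cells. Expected doublets were 5.50% and 3.90% of cells. Genes were compared by pooled CPM outside the EC-like cluster 8, in 6629 and 4871 cells. Without replicates, the intervals cover counting error and no difference between cultures was tested.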

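As read, engineered culture and AGM-EC co-culture gave like shares of multipotent progenitors (MPP), and no engineered cell met the HSC rule. MPP cells were 79 of 4871 (1.62%, exact 95% interval 1.29 to 2.02%) against 120 of 6887 in co-culture (1.74%, 1.45 to 2.08%). Engineered cells were read more deeply (medians of 6944 and 5628 UMIs), and with each cell thinned to 3000 UMIs the MPP shares were 0.211% (0.101 to 0.388%) and 0.510% (0.347 to 0.724%). HSC rule cells were 0 of 4871, for which a count of 3 would be 0.0616%, and 2 of 6887 in co-culture (0.0290%, 0.00352 to 0.105%). Single HSC genes were present: Hlf, a transcription factor of HSC, in 317 engineered and 180 co-culture cells, Procr in 162 and 264, and Pdzk1ip1 in 6 and 28. Hlf and Procr without Kdr stood together in 42 engineered (0.862%, 0.622 to 1.16%) and 15 co-culture cells (0.218%, 0.122 to 0.359%). Myeloid and erythroid classes were found in both, with granulocytes at 6.18% of engineered and 5.33% of co-culture cells, mast cells at 2.01% and 0.697%, erythroid and megakaryocyte progenitors at 1.13% and 1.37%, and megakaryocytes at 0.677% and 0.595%. Cluster 12, led by Laptm4b, Hoxa7, Hoxa9 and Mycn, held 76.0% of the engineered MPP cells, while cluster 1, led by Hmga2, Cd34 and Satb1, held 61.7% of the co-culture MPP cells. Of 20 genes of HSC and self-renewal 17 were higher in engineered cells (median log2 ratio 0.35, above 99.57% of random lists).

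**Figure D3:**
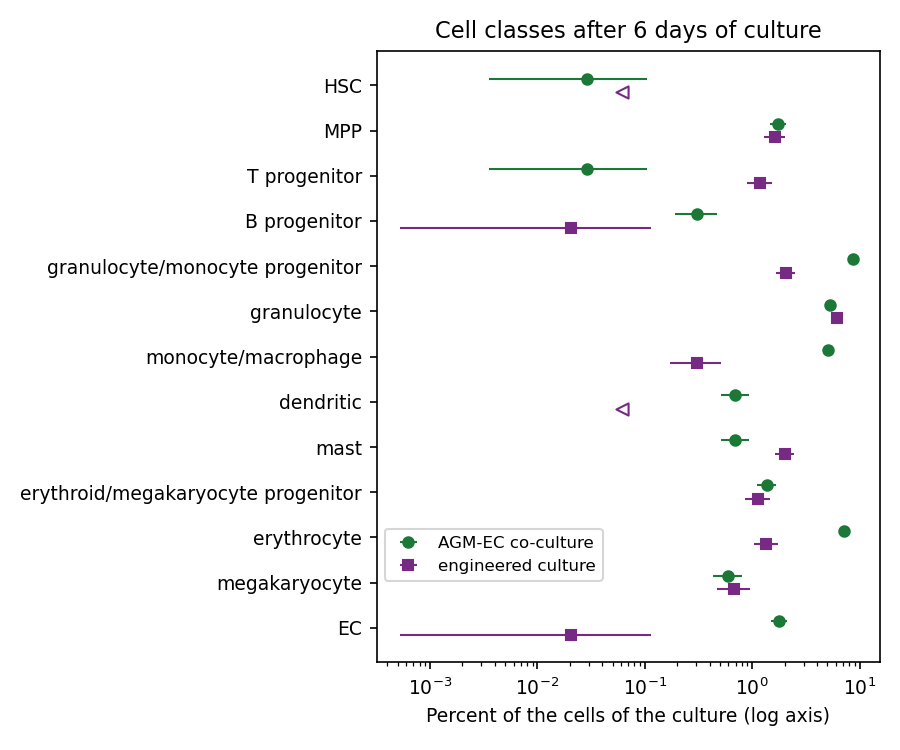
Percent of cells (log axis) in 13 classes after 6 days in AGM-EC co-culture and in the engineered niche, with exact 95% intervals of counting error. Open triangles mark the limit of a count of 0, for HSC and dendritic cells in the engineered niche.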

Hematopoietic progeny following culture in the engineered niche included rare cells with transcriptional signatures of HSC and multipotent progenitors, as expected, as well as cells differentiating to myeloid, erythroid/megakaryocytic, and lymphoid lineages (Fig. 6e–h, Supplementary Fig. 11d, e). 

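The engineered niche held more cells of the T lineage and fewer B cells, macrophages and erythrocytes, with more RNA of Notch target genes. T progenitor cells were 57 of 4871 (1.17%, exact 95% interval 0.888 to 1.51%) against 2 of 6887 in co-culture. The T-like cluster 14, led by Gzma, Cd3g, Tcf7 and Lck, held 1683 engineered cells (34.55%) and 0.116% of co-culture cells. B progenitors were 1 (0.0205%, 0.000520 to 0.114%) against 21 (0.305%, 0.189 to 0.466%), monocytes and macrophages 0.308% (0.173 to 0.507%) against 5.11% (4.60 to 5.66%), and erythrocytes 1.36% (1.05 to 1.72%) against 7.12% (6.52 to 7.75%). Granulocyte and monocyte progenitors were 2.05% (1.67 to 2.49%) against 8.73% (8.07 to 9.42%), and no dendritic cell was found against 48. The Notch targets Hes1 and Nrarp measured 90.6 CPM (87.5 to 93.8) and 132 CPM (128 to 135) in engineered cells against 3.12 (2.58 to 3.73) and 4.88 (4.20 to 5.63) in co-culture. Dtx1 measured 25.9 CPM against none, at least 329-fold with 3 counts as the limit. Among MPP cells alone the same held for these 2 genes, with Hes1 at 111 (85.8 to 142) against 2.49 CPM (0.302 to 9.00) and Nrarp at 179 (146 to 217) against 8.72 (3.51 to 18.0). Tcf7 of early T cells (GRCm38 chromosome 11, 52252371 to 52283014) measured 103 against 1.57 CPM outside the EC-like cluster, and Ebf1 of B cells 0.997 against 9.91. All 7 Notch targets with at least 50 UMIs had the higher pooled CPM (median log2 ratio 4.75, above all random lists). This counts direction alone, however small the difference of a gene. Of 17 cytokine receptors 14 were lower (-0.66), of 14 progenitor differentiation genes 11 (-0.46), and of 10 genes of hypoxia and glycolysis 9 (-0.81). The paper proposes from the relative skew that Notch activation is higher in the engineered niche or that it lacks signals of AGM-EC stroma. Hes1 and Nrarp were higher within MPP cells too, some of which lie in the T-like cluster, and this does not extend to every Notch target. Missing stromal signals were not tested, so these counts do not decide between the 2 proposals.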

Relative skewing of contribution toward early T lymphoid fate and away from B lymphoid, monocyte/macrophage, and late erythroid fates in engineered conditions suggests relatively increased activation of Notch pathway and/or deficiency of yet undefined signals presented by AGM-EC stroma. Collectively, these results demonstrate that a stroma-independent engineered niche is sufficient to partially recapitulate the vascular niche supporting HSC development from embryonic hemogenic precursors, and that further optimization through the incorporation of additional niche-derived signals identified by the ligand–receptor analysis and temporal modulation of key signal pathways such as Notch during culture could further enhance the balance of HSC generation and self-renewal versus lineage differentiation.

## Discussion

In this study, we provide several advances towards deciphering the complex signaling interactions required to support the specification and self-renewal of HSCs during embryonic development. First, using an ex vivo vascular niche modeling the embryonic AGM, where the first HSCs originate from HE, we identified a combination of phenotypic markers (V^+^61^+^E^+^) that enable enrichment of functionally validated HSC precursors encompassing the transition from HE to pre-HSC/HSCs. Second, using scRNA-seq of the primary AGM V^+^61^+^E^+^ population and the progeny of these cells during their maturation to HSCs and self-renewal in the AGM-EC niche, combined with computational analysis to analyze arterial EC and pre-HSC/HSC-specific gene expression changes over pseudotime, we generated a comprehensive transcriptional map of HSC development from HE. Third, we utilized these data to identify receptors and signal pathways expressed during HSC specification and self-renewal and, combined with complementary transcriptional analysis of the HSC-supportive AGM-EC niche to identify cognate ligands, produced an atlas of potential ligand–receptor interactions regulating HSC development in the vascular niche. Finally, we applied this knowledge to rationally design a stromal cell-independent engineered niche sufficient to generate engrafting HSC from embryonic hemogenic precursors in vitro.

Our approach to the single-cell transcriptomic analysis of HSC development builds on recently reported studies^21–24,26,30^, integrating overlapping HSC-specific gene signatures from published data sets of arterial EC, HE, pre-HSC, and HSC throughout development to refine the transcriptional signature defining HSC emergence from HE, and adding critical information about interactions with niche ECs supporting the process of HSC specification and self-renewal. Because we functionally validated HSC precursor activity within the V^+^61^+^E^+^ population independent of CD41 and CD45 expression, we were able to capture the transcriptional profiles of V^+^61^+^E^+^CD41^−^CD45^−^ HE that precede the emergence of V^+^61^+^E^+^CD41^+^CD45^+/−^ pre-HSC. Our functional single-cell analysis demonstrates, however, that the V^+^61^+^E^+^ population is heterogeneous for HSC potential at the single-cell level. Thus, further in silico analysis of scRNA-seq data from AGM-derived V^+^61^+^E^+^ cells was necessary to identify putative HSC precursors, which numerically correlated to HSC precursors detected by our functional assays, validating this approach. Altogether, combining functional, phenotypic, and transcriptional studies at the single-cell level, our analysis thus provides strong evidence that pre-HSC emergence from HE in the AGM is uniquely characterized by overlapping arterial endothelial and HSC-specific transcriptional programs, supporting studies from our group and others that suggest HSC potential resides within cells with arterial endothelial phenotypes^8,10,28^. Our studies thus suggest that recapitulating the conditions necessary to promote these arterial endothelial/HE programs in vitro will be a critical initial step to establishing methods for generating HSCs from pluripotent stem cells. Further supporting this concept, an elegant study of HSC development combining scRNA-seq with single-cell ATAC-seq, reported during the preparation of this manuscript, identified a population of putative precursors to HE characterized by high expression of arterial genes such as *Sox17* and *Hey2*, in which multiple hematopoietic stem and progenitor cell-associated transcriptional programs appear to converge to regulate *Runx1* expression^21^.

Our study also leveraged an AGM-derived EC niche model, which we previously showed could support the generation and expansion of long-term engrafting HSCs from embryonic precursors^27–29^, to identify niche-derived ligands essential to HSC specification and self-renewal. We were able to identify signaling ligands with functional relevance based on their differential expression in AGM-EC that varied in their ability to support HSC generation from hemogenic precursors prior to E11. We hypothesize that heterogeneity in the supportive properties of AGM-EC stroma may result from founder effects due to the small population of AGM-derived EC that initially survives following FACS and cell culture to establish each line. Previous studies suggest that mesodermal origin and dorsoventral positioning contribute to heterogeneity in the HSC-inductive properties of EC of the AGM aorta^77,87,88^. 

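Tbx20 was nearly confined to AGM-EC4 among the cultured lines and was found in 1 primary arterial EC cell. Tbx20 (GRCm38 chromosome 9, 24718138 to 24774303) measured 153 CPM in AGM-EC4 and 1.69 ± 1.21 CPM (SD, n = 3 lines) in AGM-EC1 to 3 (log2 fold change -6.51, standard error 0.94, adjusted p = 0.158 from edgeR). It was found in 66.9% of AGM-EC4 cells and in 0.316%, 1.60% and 3.63% of AGM-EC1, AGM-EC2 and AGM-EC3 cells. Opcml followed it, with 2185 UMIs in AGM-EC4 and 72 in AGM-EC1 to 3 (-6.63, standard error 0.45, adjusted p = 0.0879). In primary cells, 1 of 641 arterial EC, 0 of 134 HSC precursor and 0 of 44 HE cells had a Tbx20 UMI. The mesenchymal cluster gave 3.63%. The paper states that Tbx20 was seen before in endothelium of the dorsal aortic wall, which lacks HSC activity. These libraries carry no position within the aorta, and Tbx20 has 1 line behind it.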

Interestingly, the non-supportive AGM-EC uniquely expressed *Tbx20*, a transcription factor previously shown to be expressed in endothelial cells localized to the dorsal portion of the embryonic aorta which lacks HSC activity (Fig. 1d)^34,87^. In contrast, HSC-supportive AGM-EC shared expression of *Sox17*, a transcription factor required for arterial EC/HE fates, with primary arterial EC and HE (Fig. 1, Supplementary Fig. 9)^7,33^. 

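Sox17 was found in nearly all primary arterial EC cells and fell with the step to progenitor cells. It was found in 96.1% of 641 arterial EC cells (exact 95% interval 94.3 to 97.5%) at 397 CPM, 86.4% of HE cells (72.7 to 94.8%) at 206 CPM, 73.9% of HSC precursor cells and 39.2% of progenitor cells at 27.4 CPM. Cultured AGM-EC held less, with 31.6%, 34.8% and 53.1% of AGM-EC1, AGM-EC2 and AGM-EC3 cells and 0.887% of AGM-EC4 cells. Background was 9.33% in mesenchymal cells and 10.0% in macrophages, at medians of 15714 and 22458 UMIs per cell against 15853 in arterial EC cells. Along pseudotime Sox17 went from 373 ± 15.3 CPM (SD, n = 4 libraries) in part 1 to 14.1 ± 5.81 in part 5 (log2 fold change -4.34, standard error 0.10, adjusted p = 6.01e-50 from edgeR).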

We hypothesize that V^+^61^+^E^+^ cells include non-hemogenic arterial ECs that deliver HSC-supportive signals to nearby V^+^61^+^E^+^ HE in the AGM. 

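Fn1 in primary arterial EC cells lay within the range of AGM-EC1 to 3, and Cxcl12 was found in a minority of these cells. Fn1 was found in 99.7% of arterial EC cells at 1145 CPM and in 89.5% of AGM-EC1 to 3 cells at 1201 CPM. By line, after TMM scaling, it stood at 657, 318 and 2260 CPM. The mesenchymal cluster, which makes fibronectin, gave 82.9%, and macrophages 48.0% (exact 95% interval 33.7 to 62.6%). Cxcl12 (GRCm38 chromosome 6, 117168535 to 117181367) was found in 24.3% of arterial EC cells (21.1 to 27.9%) at 31.8 CPM, and in 33.6% of AGM-EC1 to 3 cells (32.1 to 35.1%) at 147 CPM. 1 of 50 macrophages had a Cxcl12 UMI, and 69.4% of mesenchymal cells did. By line, Cxcl12 was found in 11.0%, 14.5% and 80.6% of AGM-EC1, AGM-EC2 and AGM-EC3 cells and 2.43% of AGM-EC4 cells, so by share of cells arterial EC cells lie between AGM-EC2 and AGM-EC3. By CPM they lie between AGM-EC1 (18.9) and AGM-EC2 (38.0). Both were lower in HSC precursor cells, Fn1 by a log2 fold change of -0.73 to 613 CPM, and Cxcl12 with 9.70% of cells (adjusted p = 2.19e-11 from edgeR).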

Supporting this hypothesis, primary AGM-derived V^+^61^+^E^+^ cells identified transcriptionally as arterial EC (Fig. 3c–f) exhibit a gene expression profile overlapping with that of HSC-supportive AGM-EC, including expression of essential niche ligands functionally validated in our engineered niche, such as *Cxcl12* and *Fn1* (Supplementary Fig. 9b, c). Future studies will further determine how differential HSC-supportive properties of AGM-EC may relate to the heterogeneity of the primary niche EC of the aorta from which they are derived, including such variables as differential expression of key transcriptions factors, mesodermal origin, dorsal/ventral position, the embryonic stage, and endothelial maturation or activation state.

By prioritizing ligand–receptor interactions that were specifically identified in HSC-supportive AGM-EC, our analysis highlighted a key role of integrins in HSC formation. Although integrin interactions are known to mediate aspects of HSC homing, retention, and maintenance in fetal liver and adult bone marrow niches, a study in zebrafish also demonstrated an important role for fibronectin-integrin β1 interactions in promoting Notch-mediated HSC fate in the embryonic aorta^89^. Consistent with this study, we determined that the combination of Notch activation, mediated by immobilized Notch1 and Notch2-receptor-specific antibodies, and a VLA-4 integrin (*Itga4*/*Itgb1*) ligand, either VCAM1-Fc chimera or Fibronectin fragment, was necessary to support HSC generation from embryonic AGM-derived hemogenic precursors in our engineered niche. Moreover, we identified a specific requirement for the chemokine CXCL12 in the engineered niche to enable the generation of engrafting HSCs from hemogenic precursors isolated prior to E11, the earliest developmental timepoint in which HSC activity is consistently detected by direct transplantation. The timing of this requirement for CXCL12 coincides with the detection of surface expression of its receptor CXCR4 on HSC precursors between E9 and E10, which is subsequently decreased by late E10, consistent with single-cell transcriptional analysis, which suggests *Cxcr4* expression in HE is downregulated during the transition to pre-HSC by pseudotemporal ordering. These results suggest a role for the chemokine CXCL12 in promoting HSC fate from less mature hemogenic precursors, distinct from the established role of the CXCL12/CXCR4 axis in homing/retention and maintenance of quiescence of adult HSCs in the bone marrow niche^90,91^. 

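Cxcr4 was highest in arterial EC cells and fell along pseudotime where HSC precursor cells appear. It measured 20.5 ± 6.24 CPM (SD, n = 4 libraries) in part 1, 19.4 in part 2, 8.49 ± 1.03 in part 3, 1.75 in part 4 and 3.19 ± 1.62 in part 5. The log2 fold change was -1.03 (standard error 0.23) from part 1 to part 3, -1.64 (standard error 0.32) from part 3 to part 5 and -2.66 (standard error 0.26, adjusted p = 6.17e-15 from edgeR) overall. A UMI was found in 27.9% of arterial EC cells (exact 95% interval 24.5 to 31.6%) and 8.21% of HSC precursor cells (4.17 to 14.2%). The latter share was not above the 10.0% of macrophages and the 11.8% of 17 erythrocytes. Their medians were 22458 and 29111 UMIs per cell, against 31646 in HSC precursor cells. Mesenchymal cells gave a lower share, and whether macrophages lack Cxcr4 was not tested. Whether the share in HSC precursor cells is background thus stays open. Between classes Cxcr4 was lower in HSC precursor than in arterial EC cells by -2.98 (standard error 0.35, adjusted p = 1.64e-11). HE cells lie between in CPM, at 5.43 against 24.8 in arterial EC and 2.80 in HSC precursor cells. With E10 and E11 libraries alone, a fall of CXCR4 between E9 and late E10 cannot be read from these counts.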

Consistent with our results, studies in zebrafish demonstrated that CXCR4 expression is induced in HE downstream of somite-derived retinoic acid signaling^92^ and that a subset of non-hemogenic aortic endothelial cells derived from somitic mesoderm supported HSC fate from aortic HE via production of CXCL12^77^. Although a comparable role for CXCL12/CXCR4 interactions during HSC formation from HE in the mammalian AGM has not yet been established to our knowledge, studies using murine and human pluripotent stem cells have demonstrated that CXCR4 is a marker of arterial HE enriched in lymphoid potential in vitro^93^, and that CXCL12 can promote multilineage hematopoietic output downstream of the hemangioblast stage^94^ and negatively regulate the endothelial potential of CXCR4-expressing HE^95^. Interestingly, VLA-4 integrin has also been shown to be activated by CXCL12 either downstream of CXCR4 interactions or by direct binding, potentiating its interactions with ligand VCAM1, suggesting an additional mechanism for CXCL12 enhancement of HSC generation in our engineered niche^96–98^. Although our studies suggest an important function for CXCL12 in the engineered niched during the initial HE to HSC transition, future studies will be required to determine the precise mechanism by which CXCL12 interacts with its receptor(s) to promote stage-specific aspects of HSC generation.

Altogether, our studies identified molecular interactions predicted by single-cell transcriptomics to establish unique engineered conditions sufficient to support the generation of engrafting HSCs from embryonic hemogenic precursors. Building on this genome-wide map of the “interactome” regulating HSC development in the AGM vascular niche, future studies will be necessary to characterize the role of additional niche factors identified by our ligand–receptor analysis in further optimizing HSC generation in vitro, particularly from earlier stages of development. Based on dynamic changes in the expression of genes involved in key signal pathways, such as Notch, Wnt, and TGF-β, we hypothesize that stage-specific modulation of these pathways during culture in the engineered niche will also enable further optimization of HSC specification and self-renewal. Furthermore, we hypothesize that signals derived from non-endothelial AGM niche cells, such as surrounding mesenchymal populations, may also be critical to optimally support HSC generation ex vivo. Altogether, our studies represent a significant step toward precisely defining the niche factors required for HSC generation, which will be critical for advancing therapeutic applications such as disease modeling and cellular therapies from human pluripotent stem cells.

### Limitations of the study

Although the V^+^61^+^E^+^ immunophenotype enabled enrichment of cells with HSC potential at different stages of maturation from HE to HSC in the AGM, this population remains functionally heterogeneous at the single-cell level, and in silico analysis was required to further resolve cells with HSC potential in our scRNA-seq data. Thus, although we identified cells co-expressing these markers within intra-aortic hematopoietic clusters of the AGM region by immunostaining, this approach is insufficient to localize HSC precursors with any degree of certainty in vivo. To our knowledge, there are no existing surface markers or single-gene reporters that can be used to confidently localize pre-HSC/HSC at single-cell resolution in the AGM at this stage. Future studies that leverage rapidly evolving technologies in spatially resolved single-cell multi-omics will be critical to adding more precise spatial information about how HSCs emerge from HE and the intercellular signaling interactions supporting this process in the AGM in vivo.

## Methods

### Reagents

Source and catalog numbers for key reagents and antibodies are listed in Supplementary Table 1.

### Mice

Wild-type C57Bl6/J7 (CD45.2) and congenic C57BL/6.SJL-Ly5.1-Pep3b (CD45.1) mice were bred at the Fred Hutchinson Cancer Research Center. C57Bl6/J7 CD45.2 mice were used for timed matings. Mice between 6 and 10 weeks of age used for most experiments were housed in individually ventilated and HEPA-filtered microisolator cage environments, with room temperature maintained between 21 and 24 degrees Celsius and humidity between 30% and 70%, in light cycles of 12 h on/12 h off. All animal studies were conducted in accordance with the NIH guidelines for the humane treatment of animals and were approved by the Institutional Animal Care and Use Committee at the Fred Hutchinson Cancer Research Center (Protocol #50765).

### Embryo dissections and cell sorting

Embryo AGM tissues (or P-Sp, para-aortic splanchnopleura—precursor region to the AGM prior to E10) were dissected from embryos harvested from pregnant C57Bl6/J7 (CD45.2) female mice as previously described^27^. Embryo age was precisely timed by counting somite pairs (sp), defined as follows (except where more specifically indicated in the figures): E9 (21-29sp), E10 (30-39 sp), and E11 (40-47sp). Dissected AGM/P-Sp tissues were treated with 0.25% collagenase for 25 min at 37°C, pipetted to single-cell suspension, and washed with PBS containing 10% fetal bovine serum (FBS). Cells were incubated with anti-mouse CD16/CD32 (FcRII block) and stained with monoclonal antibodies as indicated. A detailed list of all antibodies used is shown in Supplementary Table 1. For most experiments, to isolate hemogenic endothelial populations, a combination of anti-mouse VE-Cadherin PECy7, EPCR/CD201 PerCP-eFluor710, and CD61 APC were used, with or without additional anti-mouse antibodies for CD45 (PE or FITC), CD41 (PE or AF488), CD49d (FITC or PE), or CXCR4 (PE), as indicated in the results section. Relevant isotype control antibodies were used to set gates. 4′,6-diamidino-2-phenylindole (DAPI) staining was used to gate out dead cells. All reagents for cell staining were diluted at 1:200 in PBS with 10% FBS and staining was carried out on the ice or at 4°C. Cells were sorted on a BD FACSAria II equipped with BD FACSDiva Software (v9) with index sorting capability. For index-sorted single cells, sorting was performed in single-cell mode with maximum purity mask settings to minimize contaminating cells.

### AGM-EC generation

AGM-EC were derived as previously described^27^ and further detailed in a protocol available at Nature Protocol Exchange (https://protocolexchange.researchsquare.com/article/pex-986/v1). In brief, AGM dissected from pooled litters of embryos at similar embryonic stages were sorted by FACS for endothelial cells as VE-cadherin^+^CD45^−^CD41^−^. AGM-EC for experiments in Fig. 1 were pooled from late E10/early E11 embryos based on somite staging (EC1 40-44sp, EC2 38-42sp, EC3 42-46sp, EC4 40-42sp). Sorted cells were cultured on 48-well tissue culture plates (density >20,000 cells per well) pre-treated with 5 μg/ml RetroNectin (r-fibronectin CH-296), in EC media (consisting of IMDM with 20% FBS, penicillin/streptomycin, l-glutamine, heparin 0.1 mg/ml, and endothelial mitogen 100 μg/ml). For initial culture, EC media was supplemented with VEGF (50 ng/ml), CHIR009921 (5 μM), and SB431542 (10 μM). Following 1–2 days of culture, surviving cells (which form scattered, small tightly adherent colonies) were infected by lentivirus with pCCL-PGK myrAkt construct, as previously described^99^. When confluent, cells were serially split to 24-well, six-well, and T75 tissue culture plates (pre-treated with 0.1% gelatin) in EC media without added VEGF, CHIR09921, or SB431542. The first passage to T75 flask was considered passage 0, with subsequent passages every 3–4 days plated at ~5 × 10^5^ cells per T75 flask. All AGM-EC derivations were tested by plating cells at 4 × 10^4^ cells/24 wells in X-vivo 20 media to ensure that a confluent layer of viable ECs was maintained for at least 7 days in serum-free conditions. Endothelial identity/purity for each independently derived AGM-EC was confirmed by FACS for surface expression of VE-Cadherin. Multiple, independently derived AGM-EC were frozen at low passage at 1 × 10^6^ cells/vial for subsequent experiments. For co-culture experiments to compare HSC-supportive capacity, AGM-EC from multiple derivations were thawed in parallel from low passage aliquots onto gelatin-treated T75 flasks in EC media above, passaged every 3–4 days when confluent, and used at similar passage number for serum-free co-culture assays with freshly sorted hemogenic precursors, as described below. For single cell-RNA-sequencing (scRNA-seq) experiments, AGM-EC from multiple derivations were thawed in parallel from low passage aliquots onto gelatin-treated T75 flasks in EC media. Confluent EC was cultured in serum-free medial (X-vivo 20) 24 h prior to harvest by treatment with TrypLE Express, then resuspended in PBS/10% FBS at 4°C, washed twice in PBS in 0.04% ultrapure BSA, and resuspended PBS with 0.04% ultrapure BSA in on ice for scRNA-seq, as described below.

### AGM-EC co-culture

For co-culture experiments, AGM-EC at passage 15 or less were plated 24–48 h prior to initiation of co-culture at a density of 1 × 10^4^ cells per well to gelatin-treated 96-well tissue culture plates for single-cell index co-culture or 4 × 10^4^ cells per 24-well for bulk co-culture. For single-cell index co-culture, AGM-derived hemogenic cells were individually index sorted to each well of 96-well containing AGM-EC in serum-free media consisting of X-vivo 20 with recombinant cytokines: SCF at 100 ng/ml, and IL-3 and TPO each at 20 ng/ml. Following 5–7 days of co-culture, each well was visualized for hematopoietic colony formation and 50% of cells were harvested by vigorous pipetting for phenotypic analysis by flow cytometry, and in some experiments, remaining cells were used for confirmatory transplantation assay as previously described^28,29^. For co-culture of bulk populations, sorted cells were resuspended in serum-free culture media with cytokines, as above, and plated at 1–2 embryo equivalent of cells per 24-well containing AGM-EC. Following 6–7 days of co-culture, hematopoietic progeny were harvested by vigorous pipetting for subsequent analysis by flow cytometry and transplantation assays, as described below.

### Engineered culture conditions

Delta1ext-IgG (Dll1-Fc) was generated as previously described^100^. In all, 48-well non-tissue culture-treated plates (Falcon; BD Biosciences) were incubated with PBS containing: Dll1-Fc (2.5 μg/ml), anti-Notch1 (clone HMN1-12), and anti-Notch2 (clone HMN2-35) antibodies (each at 10 μg/ml), or Armenian Hamster IgG Isotype Control Antibody, together with 5 μg/ml recombinant fibronectin fragment (FN-CH-296), recombinant mouse VCAM1/CD106 Fc Chimera, or human IgG control antibody, as indicated in the Results section. Following overnight incubation at 4 °C, wells were washed twice with excess PBS prior to adding media. Serum-free media consisted of StemSpan SFEM II with recombinant cytokines: SCF at 100 ng/ml, and IL-3 and TPO each at 20 ng/ml, and small-molecule inhibitor of TGFBR (10 μM LY364947; from stock 10 mM solution in DMSO). For some experiments, as indicated, cells were cultured in the above media with or without recombinant murine CXCL12 (100 ng/ml). Freshly sorted VE-cadherin^+^ECPR^+^CD61^+^ cells from dissected E9, E10 or E11 AGM (as indicated) were resuspended in media above and added to coated 48-well plates (~1–2 embryo equivalent of cells per 48-well) in a total volume of 500 μl/48-well. Cells were harvested for phenotypic analysis by flow cytometry and transplantation assays at days 6–7 of culture, as described below. A more detailed protocol for engineered niche co-culture is also available at Nature Protocol Exchange (https://protocolexchange.researchsquare.com/).

### Flow cytometry analysis of cultured cells

Following co-culture, a fraction of the generated hematopoietic progeny was harvested by vigorous pipetting from the EC layer or engineered conditions for analysis of surface phenotype by flow cytometry (~10% per well of cells cultured in bulk on AGM-EC or engineered conditions, or 50% of cells generated following single-cell index culture on AGM-EC). Cells were spun and resuspended in PBS with 2% FBS, pre-incubated with anti-mouse CD16/CD32 (FcRII block), and then stained with the following anti-mouse monoclonal antibodies: VE-Cadherin-PeCy7, CD45-PerCP, Gr1-FITC, F4/80-FITC, Sca1-APC, and EPCR-PE, each at 1:200 dilution. DAPI was used to exclude dead cells. Flow cytometry was performed on a Becton Dickinson Canto 2 and data were analyzed using FlowJo Software (version 10.1). Cells with HSC potential were identified phenotypically as VE-cadherin^-/low^CD45^+^Gr1^−^F4/80^−^Sca1^high^EPCR^high^. We previously showed that detection of cells with this HSC phenotype following in vitro culture correlated with long-term multilineage engraftment as measured by transplantation assays performed in parallel, whereas hematopoietic progeny without detectable phenotypic HSC did not provide detectable long-term multilineage hematopoietic engraftment^28,29^.

### Transplantation assays

Following co-culture, a fraction of the generated hematopoietic progeny was harvested by vigorous pipetting from the EC layer or engineered conditions, washed with PBS with 2% FBS, and resuspended in 100 μl PBS/2% FBS per mouse transplanted. For bulk co-culture experiments on AGM-EC or engineered conditions, the remaining 90% of cells in each well following flow cytometry analysis were pooled, washed with PBS with 2% FBS, and resuspended at 1–2 embryo equivalent of cells per 100 μl PBS/2% FBS, and combined with 5 × 10^4^ whole marrow cells from adult congenic C57BL/6.SJL-Ly5.1-Pep3b (CD45.1) mice in 100 μl PBS/2% FBS to provide hematopoietic rescue. For some single-cell index assays, to validate the presence of functional HSC in colonies containing hematopoietic progeny with phenotypic HSC (VE-cadherin^−/low^CD45^+^Gr1^−^F4/80^−^Sca1^high^EPCR^high^) following co-culture, the remaining 50% volume of each 96-well was harvested for transplantation to individual mice, resuspended in 100 μl, and combined with 5 × 10^4^ CD45.1 whole marrow cells in 100 μl PBS/2% FBS. Cell suspensions (200 μl total volume/mouse) were injected into lethally irradiated (1000 cGy using a Cesium source) congenic CD45.1 adult recipients via the tail vein. For some experiments, secondary transplants were performed by transplanting 2 × 10^6^ whole bone marrow cells harvested from primary recipients to lethally irradiated CD45.1 secondary recipients via the tail vein. Flow cytometry analysis of peripheral blood obtained by retro-orbital bleeds was performed at 16 to 24 weeks following transplantation. Lineage-specific staining for the donor (CD45.2) and recipient/rescue (CD45.1) cells from peripheral blood was performed as previously described^27^, using anti-mouse monoclonal antibodies indicated in Supplementary Table 1: CD45.1, CD45.2, CD3, CD19, Gr1, and F4/80. Multilineage engraftment was defined as >5% donor (CD45.2) contribution to the peripheral blood with the contribution to each lineage of donor myeloid (Gr1 and F4/80), B cells (CD19), and T cells (CD3) detected at ≥0.5% at 16–24 weeks post transplant, as indicated.

### Quantification of HSC and non-HSC colony-forming cells

Following single-cell index co-cultures described above, each individual sorted cell was classified based on its HSC potential. Specifically, single cells giving rise to colonies with detectable HSC by phenotype and/or transplantation analysis were categorized as HSC colony-forming cells (HSC CFC); those giving rise to colonies of CD45^+^ hematopoietic progeny lacking phenotypic or functional HSC were categorized as non-HSC colony-forming cells (non-HSC CFC), and those failing to give rise to detectable hematopoietic colonies were indicated as “no colony.” For each embryonic stage (E9-E10, E10-E11, and E11), results from multiple, pooled index sort experiments were combined to quantify the percentage of detectable HSC CFC and non-HSC CFC within the VE-Cadherin^+^CD61^+^EPCR^+^ (V^+^61^+^E^+^) sort gate and the total number of HSC CFC detected per AGM (calculated based on the number of HSC CFC detected, the number of embryo equivalents used, and the fraction of cells in FACS that were index sorted, for each experiment). (Summarized results in Supplementary Fig. 3e). The predicted range in numbers of HSC precursors in the scRNA-seq data obtained from E10 and E11 AGM-derived V^+^61^+^E^+^ cells (in Fig. 3h) was estimated using the range of HSC CFC detected in this compiled data at equivalent stages.

### Fluorescent multiplex Immunohistochemistry (IHC)

E10.5 embryos (38–39 sp) were dissected from extraembryonic tissues and the rostral portion was removed (heart and anterior). Embryos were fixed for ~3 days (76 h) in 10% neutral-buffered formalin at room temperature, transferred to 70% ethanol, and processed for paraffin embedding. Formalin-fixed paraffin-embedded tissues were sectioned at four microns throughout the entire embryo in transverse sections taken roughly perpendicular to the long (caudal-rostral) axis of the embryo, transferred onto positively charged slides, and baked for 30 min at 65 °C. H&E staining was performed on alternating slides to facilitate the identification of embryonic structures, including hematopoietic clusters within the dorsal aorta of the AGM region. Unstained slides selected for IHC were deparaffinized and stained on a Leica BOND RX stainer (Leica, Buffalo Grove, IL) using Leica Bond reagents for dewaxing (Dewax Solution), antigen retrieval/antibody stripping (Epitope Retrieval Solution 2), and rinsing after each step (Bond Wash Solution). Antigen retrieval and antibody stripping steps were performed at 100 °C, with all other steps at ambient temperature. Endogenous peroxidase was blocked with 3% H_2_O_2_ for 8 min followed by protein blocking with 10% normal mouse immune serum diluted in TCT buffer (0.05 M Tris, 0.15 M NaCl, 0.25% casein, 0.1% Tween 20, pH 7.6) for 30 min. The first primary antibody (position 1, Table 1) was applied for 60 min followed by the secondary antibody application for 10 min and the application of the tertiary TSA-amplification reagent (PerkinElmer OPAL fluor) for 10 min. A high stringency wash was performed after the secondary and tertiary applications using high-salt TBST solution (0.05 M Tris, 0.3 M NaCl, and 0.1% Tween 20, pH 7.2–7.6). Species-specific HRP polymer was used for all secondary applications, either Leica’s PowerVision Poly-HRP Anti-Rabbit Detection, or the ImmPress Anti-Goat IgG Polymer Detection Kit (Vector Labs, Burlingame, CA). The primary and secondary antibodies were stripped with retrieval solution for 20 min before repeating the process with the second primary antibody (position 2, Table 1) starting with a new application of 3% H_2_O_2_. The process was repeated until all three positions were completed (Table 1); however, there was no stripping step after the final position. Slides were removed from the stainer and stained with DAPI for 5 min, rinsed for 5 min, and coverslipped with Prolong Gold Antifade reagent (Invitrogen/Life Technologies, Grand Island, NY). Slides were cured at room temperature, then whole slide images were acquired on an Aperio FL fluorescent slide scanner (Leica Biosystems, Buffalo Grove, IL).

**Table 1:** Antibodies used for fluorescent multiplex IHC.

Position	Antibody	Clone/ Host	Manufacturer/catalog number	Dilution/concentration	Secondary	Opal fye
1	EPCR	Polyclonal; Rabbit	Invitrogen PA5-81459	Stock: 1 mg/ml 1:8000	Powervision rabbit HRP	Opal 650
2	CD61	SJ19-09; Rabbit	Novus NBP2-67416	Stock: 1 mg/ml 1:6000	Powervision rabbit HRP	Opal 570
3	VE-cadherin	Polyclonal; goat	R&D Sys AF1002	Stock: 200 µg/ml 1:500	ImmPRESS goat HRP	Opal 520

### Single-cell RNA sequencing

For single-cell RNA-sequencing (scRNA-seq) studies, freshly sorted AGM-derived cells or cells harvested following culture (as indicated above) were washed with PBS containing 0.04% ultrapure BSA and resuspended in 0.04% ultrapure BSA in PBS on ice. Cell suspensions were loaded into the Chromium Single Cell B Chip (10X Genomics) and processed in the Chromium single cell controller (10X Genomics), targeting 3500 cells per lane from freshly sorted AGM-derived cells, cultured AGM-EC, or progeny of AGM-derived cells following culture on AGM-EC or engineered conditions, or the remaining 50% progeny of clonal AGM-derived V^+^E^+^61^+^ cells following AGM-EC co-culture and flow cytometry analysis (estimated to contain <500 cells). The 10X Genomics Version 2 single cell 3’ kit was used to prepare single-cell mRNA libraries with the Chromium i7 Multiplex Kit, according to manufacturer protocols. Sequencing was performed for pooled libraries from each sample on an Illumina NextSeq 500 using the 75 cycle, high output kit, targeting a minimum of 50,000 reads per cell. For AGM-EC, scRNA-seq was performed from individual samples from each AGM-EC line, resulting in the acquisition of >1000 individual high-quality cell sequences per cell line. For AGM-derived V^+^61^+^E^+^ cells, scRNA-seq was performed in two independent experiments from cells sorted from embryos pooled at E10 (46 embryos, 31–39 sp) and E11 (54 embryos, 40–45sp), resulting in acquisition of >3000 individual high-quality cell sequences between E10 and E11. For clonal progeny of AGM-derived V^+^61^+^E^+^ cells (HSC CFC) generated following AGM-EC co-culture, scRNA-seq was performed from two independent, representative colonies, resulting in the acquisition of 152 high-quality cell sequences from one colony and 991 high-quality cell sequences from the second colony. For the progeny of AGM-derived V^+^61^+^E^+^ cells following culture on AGM-EC or engineered conditions, scRNA-seq was performed from cells freshly harvested from each condition, processed and sequenced in parallel to minimize batch effects, resulting in acquisition of 6887 high-quality cell sequences (from AGM-EC co-culture conditions) and 4871 high-quality cell sequences (from engineered conditions). All sequencing data have been uploaded to NCBI GEO (accession number GSE145886).

### Single-cell transcriptome analysis and quality control

The Cell Ranger 2.1.1 pipeline (10X Genomics) was used to align reads to the mm10 reference genome and generate a feature barcode matrix, filtering low-quality cells using default parameters. The Monocle (v.2.99.3) platform was used for downstream analysis (in R v.3.6.1), combining data for cells from each individual sample and/or replicate (as described above) for downstream analysis, using a negative binomial model of distribution with fixed variance, normalizing expression matrices by size factors. Counts for UMI (unique molecular identifiers) and unique genes expressed per cell are shown in boxplots in supplementary figures for each sample (showing median values and interquartile ranges; upper/lower whiskers show 1.5× interquartile range with outliers shown as individual dots).

### Dimensionality reduction and cluster analysis

Genes used for clustering were selected based on dispersion thresholds, and the preprocessCDS() function was used to project the data onto the top principal components (excluding principal components that contributed little to the overall variance). UMAP was used for dimensionality reduction with the reduceDimension function, with reduction_method = ‘UMAP’. Clustering was performed by Louvain method with the clusterCells function.

### Differential gene expression between clusters and gene ontology analysis

Differential gene expression between clusters (for Fig. 1) was performed using spatial correlation analysis with the principalGraphTest and find_cluster_markers functions, using a Moran’s I threshold of 0.25, filtering genes based on specificity >0.75. Gene ontology analysis was performed on genes identified as differentially expressed between clusters by PANTHER overrepresentation test with default settings (Fisher’s Exact, FDR correction) using annotation data sets for GO biological process and GO molecular function (Release version 2019-07-03, http://geneontology.org/).

### Gene-set scores

Gene-set scores (for Fig. 1, supplementary Fig. 9) were calculated for every single cell as the log-transformed sum of the size factor-normalized expression for each gene within a given GO term as indicated (see Supplementary Data 2). Gene-set scores (for Fig. 3, Supplementary Fig. 6, 7, 8h) were calculated for every single cell as the log-transformed sum of the size factor-normalized expression for each gene in published signature/marker gene sets identified by scRNA-seq analysis, including: arterial EC marker genes^50^, “HSC-primed HE”^26^, pre-HSC (type I and type II) isolated from E11 AGM (using the subset of 34 genes also expressed in HSC)^22^, functional HSC isolated from E11 AGM^30^, and adult marrow-derived HSC isolated by index sorting (29 genes representing a molecular overlap signature of HSC isolated by different sorting strategies)^31^ (see Supplementary Data 6). Violin plots of gene-set scores for each cell type were generated using ggplot function with geom_violin() and geom_boxplot() (boxplots show median values and interquartile ranges; upper/lower whiskers show 1.5X interquartile range) in the ggplot2 package (v 3.3.2).

### Cell type classification

Cell type classification was performed using the classifyCells function (method set to “markers-only”), with marker gene sets based on established cell type-specific genes, as indicated (marker genes listed in Supplementary Fig. 5f, g, Supplementary Fig. 8e, Supplementary Fig. 11e). Only cells identified by strict expression of indicated genes are classified as a given cell type by this method. This approach was chosen to maximize cell type specificity for downstream analysis of expressed receptors and ligands, however, leaving a subset of cell types unclassified rather than imputing cell types for all cells in the scRNA-seq data set.

### Pseudotime analysis and differential gene expression over pseudotime

Pseudotime trajectory analysis was performed using the learnGraph function, with RGE_method set to SimplePPT. To identify genes that vary over pseudotime representing the EC/HE to hematopoietic transition from primary AGM-derived V^+^61^+^E^+^ cells in vivo (Fig. 3d, e, Supplementary Data 3) and over pseudotime representing HSC to HPC differentiation in vitro (Fig. 4g, Supplementary Data 4), differential gene expression was performed using the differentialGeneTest function, with fullModelFormulaStr set to Pseudotime, limited to genes with detected expression in >5% of cells and a significance cutoff of *q* value < 0.01.

### Ligand–receptor expression analysis

To identify genes coding for ligands expressed in niche endothelial cells, genes were first limited to those with detectable UMI in at least 10% of cells (threshold chosen to account for transcript drop-out inherent in scRNA-seq data and potential heterogeneity in endothelial cells) in 1) HSC-supportive AGM-EC #1, #2, and #3, (cluster 1, from Figs. 1 or 2) primary AGM-derived cells identified by cell type classification as “arterial EC” (from Fig. 3c–g). These genes were then cross referenced with all potential ligands in the ligand–receptor database published by Ramilowski et al.^67^, using mouse gene names corresponding to human gene names in the published database (comprehensive list of ligands identified is provided in Supplementary Data 5). To identify genes coding for receptors expressed in primary AGM-derived cells identified by cell type classification as “HSC precursor” type (From Fig. 3h), genes were first limited to those with detectable UMI in 5% of cells of this type (threshold was chosen to account for transcript drop-out inherent in scRNA-seq data as well as expected heterogeneity and asynchrony in this population representing HSC precursors transitioning from HE to pre-HSC/HSC, so as not to exclude genes expressed at low level or in rare transitional states). These genes were then cross referenced with all potential receptors in the ligand–receptor database published by Ramilowski et al.^67^ (comprehensive list of receptors expressed in HSC precursors is provided in Supplementary Data 5). To identify genes coding for receptors expressed in HSC generated in vitro (i.e., in the progeny of clonal AGM-derived V^+^61^+^E^+^ cells following AGM-EC co-culture in Fig. 4), genes were first limited to those with detectable UMI in at least 20% of cells of “HSC” type (threshold was chosen to account for transcript drop-out inherent in scRNA-seq data as well and potential heterogeneity in HSCs generated in vitro, such as based on cell cycle status). These genes were then cross referenced with all potential receptors in the ligand–receptor database published by Ramilowski et al.^67^ (comprehensive list of receptors expressed in HSCs is provided in Supplementary Data 5). All potential ligand–receptor pairings from this database were then determined for interactions between AGM-EC (using ligand data from primary AGM-derived arterial EC or HSC-supportive AGM-EC stroma) and primary AGM-derived HSC precursors or in vitro generated HSC (Fig. 5 and Supplementary Data 5). Circos plots for visualization of ligand–receptor interactions for selected signal pathways (Fig. 5i–viii) were generated using the Circlize package (v0.4.8)^101^, modified from the iTALK package (v0.1.0)^102^. Ligands were categorized as those detected in either primary AGM-derived arterial EC, HSC-supportive AGM-EC lines, or both; or as those representing cytokines added exogenously during AGM-EC co-culture (i.e., IL-3, SCF, TPO) (Fig. 5 legend, left panel). Receptors were categorized as those detected as described above in primary AGM-derived cells identified by cell type classification as “HSC precursor” type or following AGM-EC co-culture identified by cell type classification as “HSC” type (Fig. 5 legend, right panel). Receptors that were detected to significantly vary over pseudotime analysis of HSC precursors (as described above, see Fig. 3d-e, Supplementary Data 3) were also categorized as enriched in early pseudotime (i.e., expression enriched in HE greater than pre-HSC) or late pseudotime (i.e., expression enriched in pre-HSC greater that HE) (Fig. 5. Legend, right panel). Receptors that were detected to significantly vary over pseudotime in the analysis of HSC differentiation to HPC in vitro (as described above, see Fig. 4h, Supplementary Data 4) were also categorized as enriched in early pseudotime (i.e., expression enriched in HSC greater than HPC) or not significantly changed over pseudotime (Fig. 5. Legend, right panel). Ligand–receptor interactions involving ligands that were significantly enriched in expression in HSC-supportive versus non-supportive AGM-EC (from Supplementary Data 1) are indicated (Fig. 5 legend, center panel, yellow arrows).

### Statistics and reproducibility

For statistical analysis between groups, two-sided, unpaired Student’s *t* test or two-sided, unpaired Wilcoxon Rank Sum Test (for gene-set scores, ggupbr package v0.4.0) was used to calculate *P* values where indicated. For each figure, unless otherwise indicated, results were replicated in at least 3 independent experiments.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Reporting Summary

## Data Availability

The sequencing data generated in this study have been deposited in the NCBI Gene Expression Omnibus (GEO) database under accession code GSE145886. All raw and processed sequencing data (fastq files, CellRanger output files, Monocle cell data sets) necessary to interpret, verify, and extend the research in the article are publicly available with no restrictions on access. Source data are provided with this paper.

## Source data

Source Data

## Code availability

R scripts used for the analysis of scRNA-seq data have been deposited at Github and are publicly available as of the date of publication. Github repository: https://github.com/FredHutch/hadland-etal-2022; Zenodo: https://zenodo.org/record/5806809#.YcphyyyIb0o.

## References

[1] Hadland B, Yoshimoto M (2018). Many layers of embryonic hematopoiesis: new insights into B-cell ontogeny and the origin of hematopoietic stem cells. Exp. Hematol..

[2] Gordon-Keylock S, Sobiesiak M, Rybtsov S, Moore K, Medvinsky A (2013). Mouse extraembryonic arterial vessels harbor precursors capable of maturing into definitive HSCs. Blood.

[3] Medvinsky A, Dzierzak E (1996). Definitive hematopoiesis is autonomously initiated by the AGM region. Cell.

[4] Müller AM, Medvinsky A, Strouboulis J, Grosveld F, Dzierzak E (1994). Development of hematopoietic stem cell activity in the mouse embryo. Immunity.

[5] Hadland BK (2004). A requirement for Notch1 distinguishes 2 phases of definitive hematopoiesis during development. Blood.

[6] Gama-Norton L (2015). Notch signal strength controls cell fate in the haemogenic endothelium. Nat. Commun..

[7] Clarke RL (2013). The expression of Sox17 identifies and regulates haemogenic endothelium. Nat. Cell Biol..

[8] Uenishi GI (2018). NOTCH signaling specifies arterial-type definitive hemogenic endothelium from human pluripotent stem cells. Nat. Commun..

[9] Dou DR (2016). Medial HOXA genes demarcate haematopoietic stem cell fate during human development. Nat. Cell Biol..

[10] Bonkhofer F (2019). Blood stem cell-forming haemogenic endothelium in zebrafish derives from arterial endothelium. Nat. Commun..

[11] Ng ES (2016). Differentiation of human embryonic stem cells to HOXA. Nat. Biotechnol..

[12] Gao L (2018). RUNX1 and the endothelial origin of blood. Exp. Hematol..

[13] Kumaravelu P (2002). Quantitative developmental anatomy of definitive haematopoietic stem cells/long-term repopulating units (HSC/RUs): role of the aorta-gonad-mesonephros (AGM) region and the yolk sac in colonisation of the mouse embryonic liver. Development.

[14] Rybtsov S, Ivanovs A, Zhao S, Medvinsky A (2016). Concealed expansion of immature precursors underpins acute burst of adult HSC activity in foetal liver. Development.

[15] Yoder MC, Hiatt K, Mukherjee P (1997). In vivo repopulating hematopoietic stem cells are present in the murine yolk sac at day 9.0 postcoitus. Proc. Natl. Acad. Sci. USA.

[16] Rybtsov S (2014). Tracing the origin of the HSC hierarchy reveals an SCF-dependent, IL-3-independent CD43(-) embryonic precursor. Stem Cell Rep..

[17] Rybtsov S (2011). Hierarchical organization and early hematopoietic specification of the developing HSC lineage in the AGM region. J. Exp. Med..

[18] Taoudi S (2005). Progressive divergence of definitive haematopoietic stem cells from the endothelial compartment does not depend on contact with the foetal liver. Development.

[19] Yokomizo T, Dzierzak E (2010). Three-dimensional cartography of hematopoietic clusters in the vasculature of whole mouse embryos. Development.

[20] Pijuan-Sala B, Guibentif C, Göttgens B (2018). Single-cell transcriptional profiling: a window into embryonic cell-type specification. Nat. Rev. Mol. Cell Biol..

[21] Zhu, Q. et al. Developmental trajectory of pre-hematopoietic stem cell formation from endothelium. *Blood***136**, 845–856 (2020).10.1182/blood.2020004801PMC742664232392346

[22] Zhou F (2016). Tracing haematopoietic stem cell formation at single-cell resolution. Nature.

[23] Baron CS (2018). Single-cell transcriptomics reveal the dynamic of haematopoietic stem cell production in the aorta. Nat. Commun..

[24] Oatley M (2020). Single-cell transcriptomics identifies CD44 as a marker and regulator of endothelial to haematopoietic transition. Nat. Commun..

[25] Zeng Y (2019). Tracing the first hematopoietic stem cell generation in human embryo by single-cell RNA sequencing. Cell Res..

[26] Hou S (2020). Embryonic endothelial evolution towards first hematopoietic stem cells revealed by single-cell transcriptomic and functional analyses. Cell Res..

[27] Hadland BK (2015). Endothelium and NOTCH specify and amplify aorta-gonad-mesonephros-derived hematopoietic stem cells. J. Clin. Invest..

[28] Hadland BK (2017). A common origin for B-1a and B-2 lymphocytes in clonal pre- hematopoietic stem cells. Stem Cell Rep..

[29] Hadland, B. K., Varnum-Finney, B., Nourigat-Mckay, C., Flowers, D. & Bernstein, I. D. Clonal analysis of embryonic hematopoietic stem cell precursors using single cell index sorting combined with endothelial cell niche co-culture. *J. Vis. Exp.***8**, 56973 (2018).10.3791/56973PMC610116529806841

[30] Vink CS (2020). Iterative single-cell analyses define the transcriptome of the first functional hematopoietic stem cells. Cell Rep..

[31] Wilson NK (2015). Combined single-cell functional and gene expression analysis resolves heterogeneity within stem cell populations. Cell Stem Cell.

[32] Chiang IK (2017). SoxF factors induce Notch1 expression via direct transcriptional regulation during early arterial development. Development.

[33] Corada M (2013). Sox17 is indispensable for acquisition and maintenance of arterial identity. Nat. Commun..

[34] Wilkinson RN (2009). Hedgehog and Bmp polarize hematopoietic stem cell emergence in the zebrafish dorsal aorta. Dev. Cell.

[35] Balazs AB, Fabian AJ, Esmon CT, Mulligan RC (2006). Endothelial protein C receptor (CD201) explicitly identifies hematopoietic stem cells in murine bone marrow. Blood.

[36] Iwasaki H, Arai F, Kubota Y, Dahl M, Suda T (2010). Endothelial protein C receptor-expressing hematopoietic stem cells reside in the perisinusoidal niche in fetal liver. Blood.

[37] Huang K (2016). Generation and analysis of GATA2(w/eGFP) human ESCs reveal ITGB3/CD61 as a reliable marker for defining hemogenic endothelial cells during hematopoiesis. Stem Cell Rep..

[38] Boisset JC, Clapes T, Van Der Linden R, Dzierzak E, Robin C (2013). Integrin alphaIIb (CD41) plays a role in the maintenance of hematopoietic stem cell activity in the mouse embryonic aorta. Biol. Open.

[39] Li W, Ferkowicz MJ, Johnson SA, Shelley WC, Yoder MC (2005). Endothelial cells in the early murine yolk sac give rise to CD41-expressing hematopoietic cells. Stem Cells Dev..

[40] Mikkola HK, Fujiwara Y, Schlaeger TM, Traver D, Orkin SH (2003). Expression of CD41 marks the initiation of definitive hematopoiesis in the mouse embryo. Blood.

[41] Fischer A, Schumacher N, Maier M, Sendtner M, Gessler M (2004). The Notch target genes Hey1 and Hey2 are required for embryonic vascular development. Genes Dev..

[42] Taoudi S (2008). Extensive hematopoietic stem cell generation in the AGM region via maturation of VE-cadherin+CD45+ pre-definitive HSCs. Cell Stem Cell.

[43] Qiu, X. et al. Reversed graph embedding resolves complex single-cell trajectories. *Nat. Methods*https://www.biorxiv.org/content/10.1101/110668v1 (2017).10.1038/nmeth.4402PMC576454728825705

[44] Taoudi S (2011). ERG dependence distinguishes developmental control of hematopoietic stem cell maintenance from hematopoietic specification. Genes Dev..

[45] Calvanese V (2019). MLLT3 governs human haematopoietic stem-cell self-renewal and engraftment. Nature.

[46] Mallaney C (2019). Kdm6b regulates context-dependent hematopoietic stem cell self-renewal and leukemogenesis. Leukemia.

[47] Kataoka K (2011). Evi1 is essential for hematopoietic stem cell self-renewal, and its expression marks hematopoietic cells with long-term multilineage repopulating activity. J. Exp. Med..

[48] Ficara F, Murphy MJ, Lin M, Cleary ML (2008). Pbx1 regulates self-renewal of long-term hematopoietic stem cells by maintaining their quiescence. Cell Stem Cell.

[49] Wang H (2016). SIRT6 controls hematopoietic stem cell homeostasis through epigenetic regulation of Wnt signaling. Cell Stem Cell.

[50] Kalucka J (2020). Single-cell transcriptome atlas of murine endothelial cells. Cell.

[51] Matsumoto A (2011). p57 is required for quiescence and maintenance of adult hematopoietic stem cells. Cell Stem Cell.

[52] Sawai CM (2016). Hematopoietic stem cells are the major source of multilineage hematopoiesis in adult animals. Immunity.

[53] Carrelha J (2018). Hierarchically related lineage-restricted fates of multipotent haematopoietic stem cells. Nature.

[54] Sanjuan-Pla A (2013). Platelet-biased stem cells reside at the apex of the haematopoietic stem-cell hierarchy. Nature.

[55] Acar M (2015). Deep imaging of bone marrow shows non-dividing stem cells are mainly perisinusoidal. Nature.

[56] Guiu J (2014). Identification of Cdca7 as a novel Notch transcriptional target involved in hematopoietic stem cell emergence. J. Exp. Med..

[57] Robert-Moreno A, Espinosa L, de la Pompa JL, Bigas A (2005). RBPjkappa-dependent Notch function regulates Gata2 and is essential for the formation of intra-embryonic hematopoietic cells. Development.

[58] de Pater E (2013). Gata2 is required for HSC generation and survival. J. Exp. Med..

[59] Guiu J (2013). Hes repressors are essential regulators of hematopoietic stem cell development downstream of Notch signaling. J. Exp. Med..

[60] Lizama CO (2015). Repression of arterial genes in hemogenic endothelium is sufficient for haematopoietic fate acquisition. Nat. Commun..

[61] Zhang P (2015). G protein-coupled receptor 183 facilitates endothelial-to-hematopoietic transition via Notch1 inhibition. Cell Res..

[62] Souilhol C (2016). Developing HSCs become Notch independent by the end of maturation in the AGM region. Blood.

[63] Gazit R (2014). Fgd5 identifies hematopoietic stem cells in the murine bone marrow. J. Exp. Med..

[64] Fathman JW (2014). Upregulation of CD11A on hematopoietic stem cells denotes the loss of long-term reconstitution potential. Stem Cell Rep..

[65] Kiel MJ, Yilmaz OH, Iwashita T, Terhorst C, Morrison SJ (2005). SLAM family receptors distinguish hematopoietic stem and progenitor cells and reveal endothelial niches for stem cells. Cell.

[66] Butler JM (2010). Endothelial cells are essential for the self-renewal and repopulation of Notch-dependent hematopoietic stem cells. Cell Stem Cell.

[67] Ramilowski JA (2015). A draft network of ligand-receptor-mediated multicellular signalling in human. Nat. Commun..

[68] Bigas A, Guiu J, Gama-Norton L (2013). Notch and Wnt signaling in the emergence of hematopoietic stem cells. Blood Cells Mol. Dis..

[69] Lengerke C (2008). BMP and Wnt specify hematopoietic fate by activation of the Cdx-Hox pathway. Cell Stem Cell.

[70] Burns CE (2009). A genetic screen in zebrafish defines a hierarchical network of pathways required for hematopoietic stem cell emergence. Blood.

[71] Peeters M (2009). Ventral embryonic tissues and Hedgehog proteins induce early AGM hematopoietic stem cell development. Development.

[72] Chen II (2016). EphrinB2 regulates the emergence of a hemogenic endothelium from the aorta. Sci. Rep..

[73] Esain V (2015). Cannabinoid receptor-2 regulates embryonic hematopoietic stem cell development via prostaglandin E2 and P-selectin activity. Stem Cells.

[74] Himburg HA (2010). Pleiotrophin regulates the expansion and regeneration of hematopoietic stem cells. Nat. Med..

[75] Lin, M. I. *et al*. Angiopoietin-like proteins stimulate HSPC development through interaction with notch receptor signaling. *Elife***4**, e05544 (2015).10.7554/eLife.05544PMC437138225714926

[76] Bruns I (2014). Megakaryocytes regulate hematopoietic stem cell quiescence through CXCL4 secretion. Nat. Med..

[77] Nguyen PD (2014). Haematopoietic stem cell induction by somite-derived endothelial cells controlled by meox1. Nature.

[78] Thomas DD (2016). Insulin-like growth factor 2 modulates murine hematopoietic stem cell maintenance through upregulation of p57. Exp. Hematol..

[79] Zhang CC, Lodish HF (2004). Insulin-like growth factor 2 expressed in a novel fetal liver cell population is a growth factor for hematopoietic stem cells. Blood.

[80] Crosse EI (2020). Multi-layered spatial transcriptomics identify secretory factors promoting human hematopoietic stem cell development. Cell Stem Cell.

[81] Yvernogeau L (2020). Multispecies RNA tomography reveals regulators of hematopoietic stem cell birth in the embryonic aorta. Blood.

[82] Kim AD (2014). Discrete Notch signaling requirements in the specification of hematopoietic stem cells. EMBO J..

[83] Varnum-Finney B (2011). Notch2 governs the rate of generation of mouse long- and short-term repopulating stem cells. J. Clin. Invest.

[84] Yang LT (2005). Fringe glycosyltransferases differentially modulate Notch1 proteolysis induced by Delta1 and Jagged1. Mol. Biol. Cell.

[85] Akimov SS, Krylov D, Fleischman LF, Belkin AM (2000). Tissue transglutaminase is an integrin-binding adhesion coreceptor for fibronectin. J. Cell Biol..

[86] Dignum T (2021). Multipotent progenitors and hematopoietic stem cells arise independently from hemogenic endothelium in the mouse embryo. Cell Rep..

[87] Taoudi S, Medvinsky A (2007). Functional identification of the hematopoietic stem cell niche in the ventral domain of the embryonic dorsal aorta. Proc. Natl. Acad. Sci. USA.

[88] Souilhol C (2016). Inductive interactions mediated by interplay of asymmetric signalling underlie development of adult haematopoietic stem cells. Nat. Commun..

[89] Rho SS (2019). Rap1b promotes notch-signal-mediated hematopoietic stem cell development by enhancing integrin-mediated cell adhesion. Dev. Cell.

[90] Nie Y, Han YC, Zou YR (2008). CXCR4 is required for the quiescence of primitive hematopoietic cells. J. Exp. Med..

[91] Karpova D, Bonig H (2015). Concise review: CXCR4/CXCL12 signaling in immature hematopoiesis-lessons from pharmacological and genetic models. Stem Cells.

[92] Pillay LM, Mackowetzky KJ, Widen SA, Waskiewicz AJ (2016). Somite-derived retinoic acid regulates zebrafish hematopoietic stem cell formation. PLoS One.

[93] Park MA (2018). Activation of the arterial program drives development of definitive hemogenic endothelium with lymphoid potential. Cell Rep..

[94] Guo Y, Hangoc G, Bian H, Pelus LM, Broxmeyer HE (2005). SDF-1/CXCL12 enhances survival and chemotaxis of murine embryonic stem cells and production of primitive and definitive hematopoietic progenitor cells. Stem Cells.

[95] Ahmed T, Tsuji-Tamura K, Ogawa M (2016). CXCR4 signaling negatively modulates the bipotential state of hemogenic endothelial cells derived from embryonic stem cells by attenuating the endothelial potential. Stem Cells.

[96] Fujita M, Davari P, Takada YK, Takada Y (2018). Stromal cell-derived factor-1 (CXCL12) activates integrins by direct binding to an allosteric ligand-binding site (site 2) of integrins without CXCR4. Biochem. J..

[97] Peled A (2000). The chemokine SDF-1 activates the integrins LFA-1, VLA-4, and VLA-5 on immature human CD34(+) cells: role in transendothelial/stromal migration and engraftment of NOD/SCID mice. Blood.

[98] Peled A (1999). The chemokine SDF-1 stimulates integrin-mediated arrest of CD34(+) cells on vascular endothelium under shear flow. J. Clin. Invest..

[99] Kobayashi H (2010). Angiocrine factors from Akt-activated endothelial cells balance self-renewal and differentiation of haematopoietic stem cells. Nat. Cell Biol..

[100] Varnum-Finney B (2000). Immobilization of Notch ligand, Delta-1, is required for induction of notch signaling. J. Cell Sci..

[101] Gu Z, Gu L, Eils R, Schlesner M, Brors B (2014). circlize Implements and enhances circular visualization in R. Bioinformatics.

[102] Wang, Y. et al. iTalk: an R package to characterize and illustrate intercellular communication. *bioRxiv*https://www.biorxiv.org/content/10.1101/507871v1 (2019).

# Supplementary material for: Engineering a niche supporting hematopoietic stem cell development using integrated single-cell transcriptomics
**Source:** Nat Commun. 2022 Mar 24;13:1584. doi: 10.1038/s41467-022-28781-z
**Supplement:** Supplementary file 1 — Supplementary Information

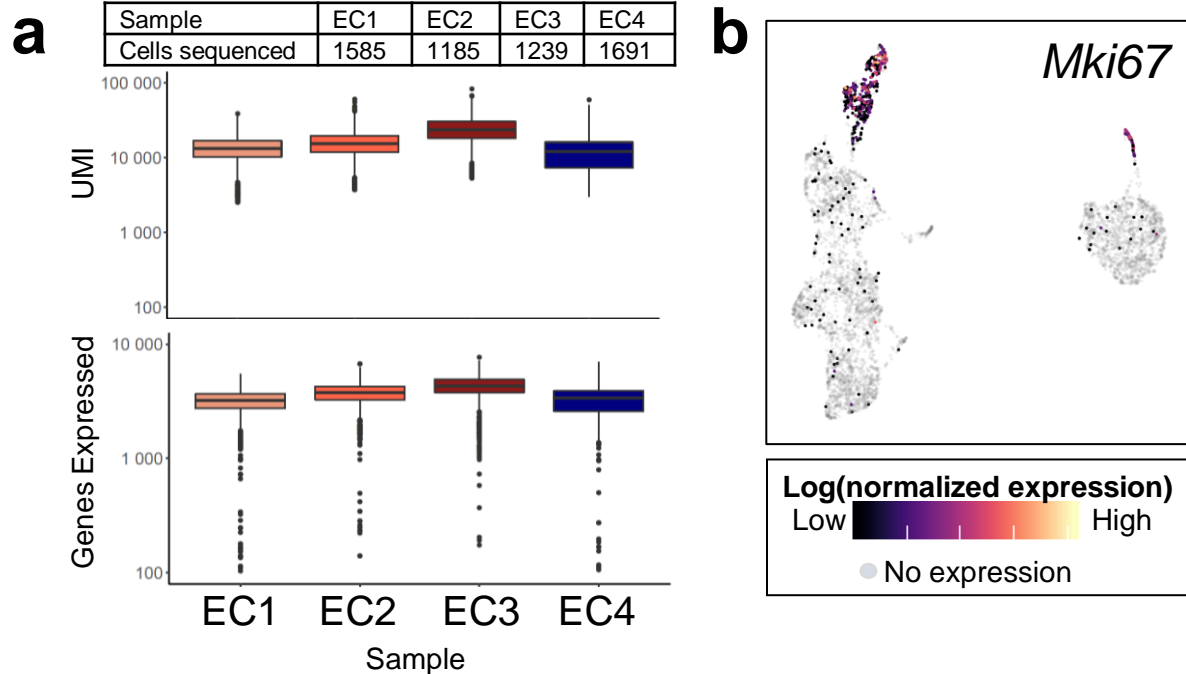

Supplementary Figure 1. a. Counts of UMI and unique genes expressed per cell for each AGM-EC sample (EC1-4). Boxplots show median values and interquartile ranges; upper/lower whiskers show 1.5X interquartile range with outliers shown as individual dots. **b.** Expression of cell cycle gene *Mki67*, demonstrating intra-cluster cell cycle heterogeneity. (Related to Fig. 1).

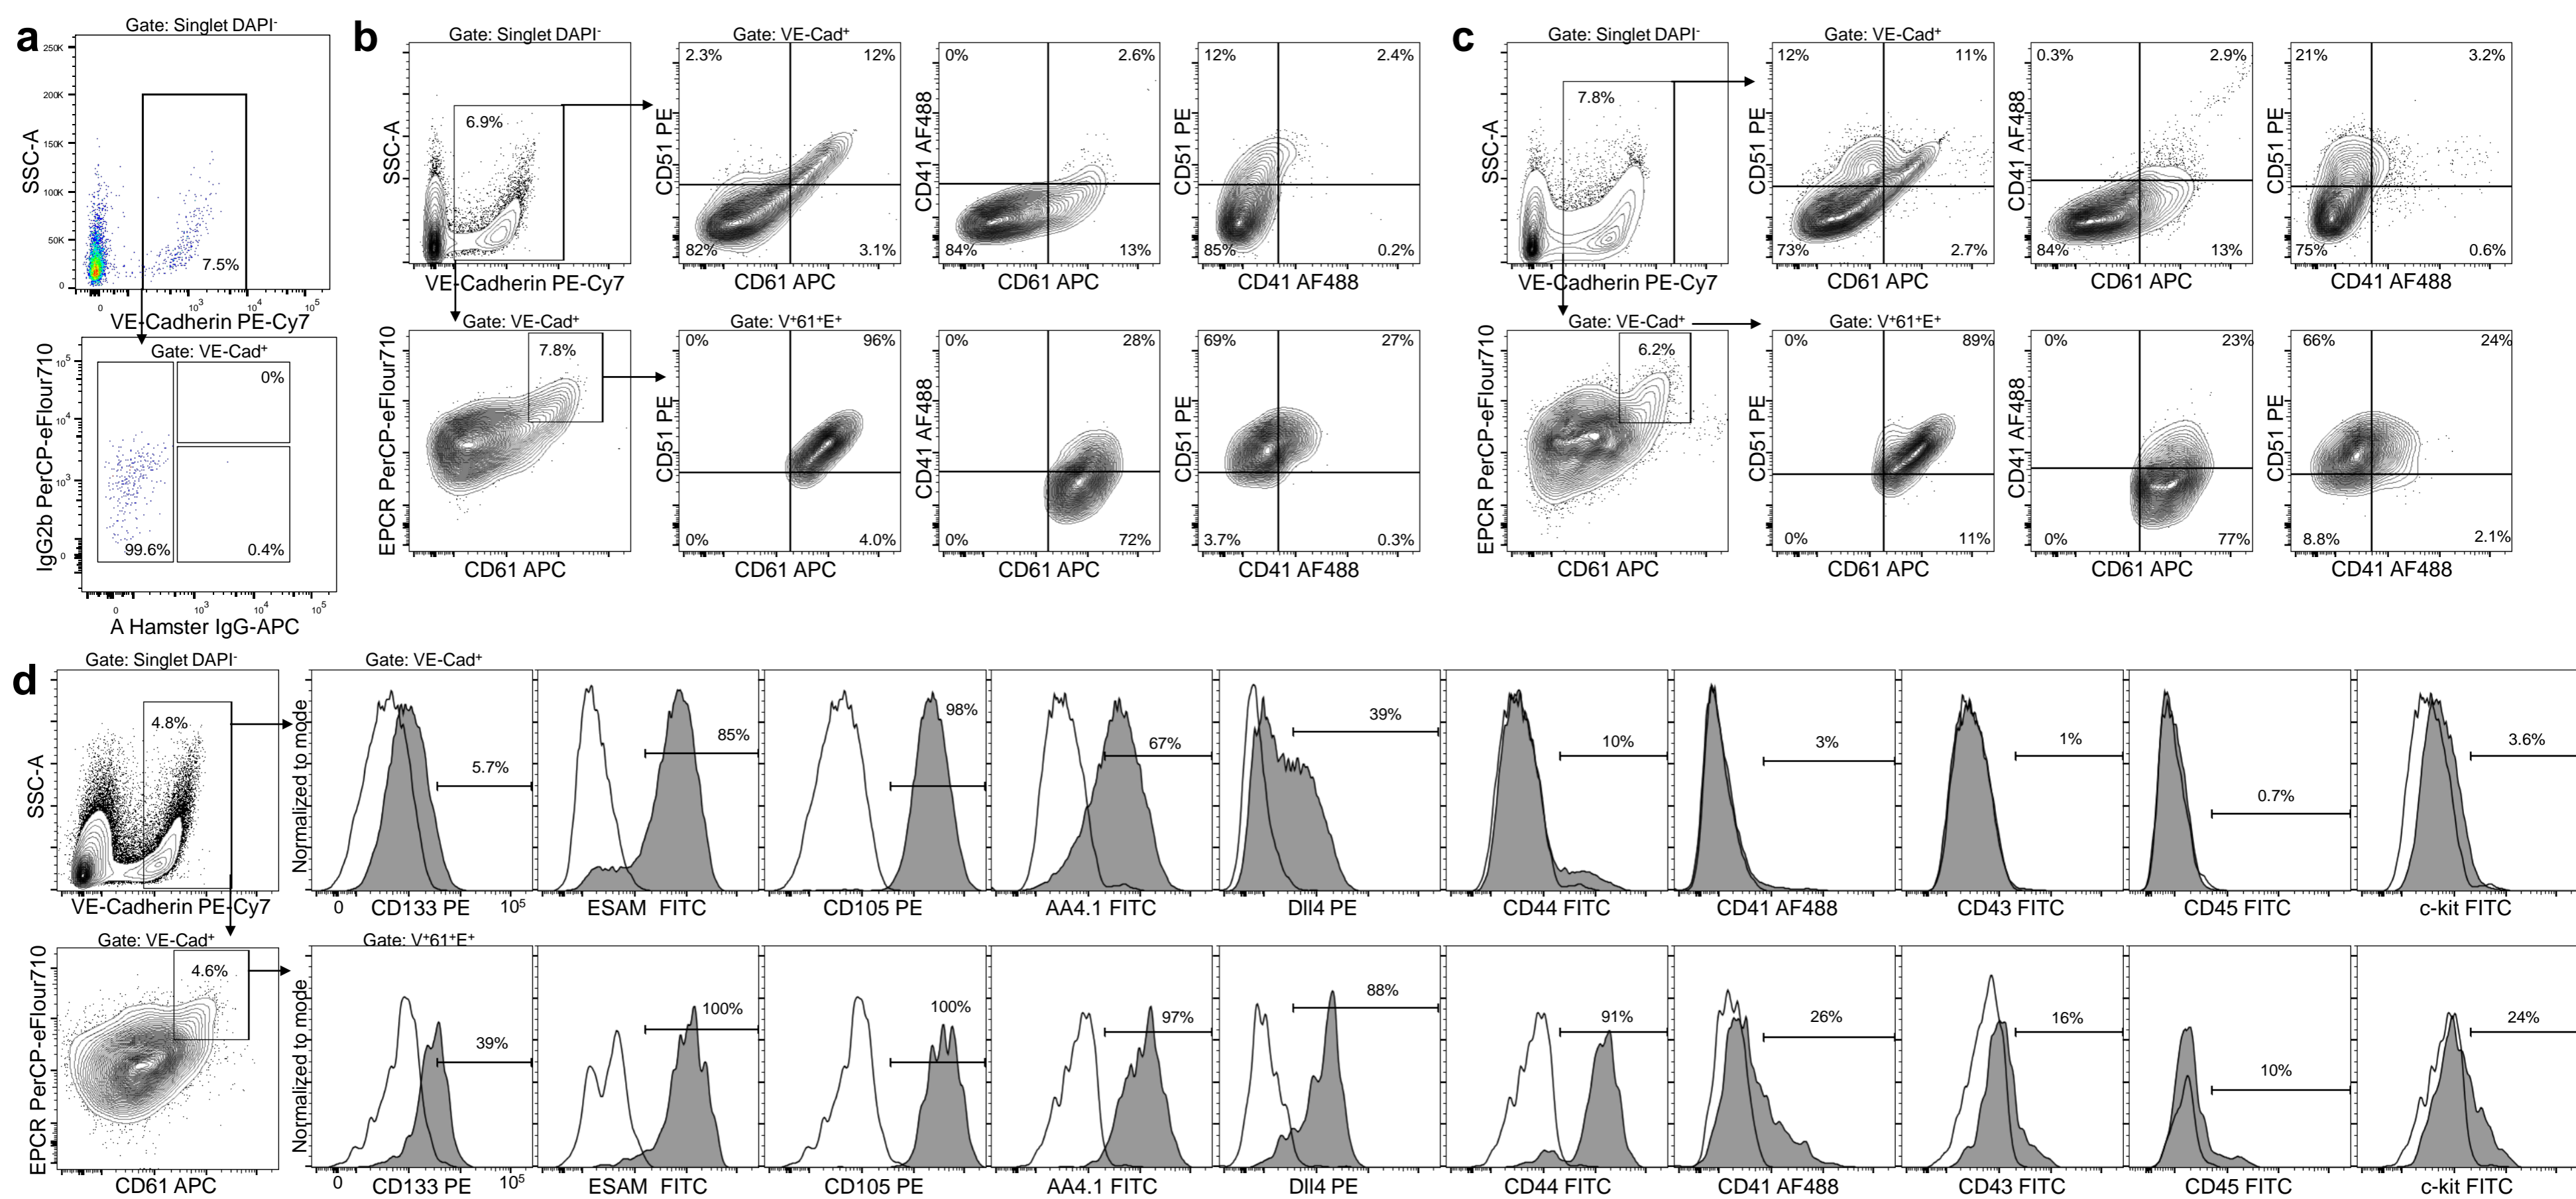

Supplementary Figure 2. a. Gating strategy with isotype controls for EPCR (IgG PerCP-eFlour710) and CD61 (IgG APC) within the population sorted as positive for VE-Cadherin. (Related to Fig. 2a). **b-c.** Expression of CD61 integrin co-receptors CD51 and CD41 in the total AGM-derived VE-cadherin⁺ population (upper panel) and the V+61+E⁺ subset (lower panel) at b) late E9 (26-28 sp) and late E10 (35-39 sp) **d.** Expression of surface markers by flow in the total AGM-derived VE-cadherin⁺ population (upper panel) and the V+61+E⁺ subset (lower panel) at E10-E11 (35-43 sp). Unshaded histogram in each panel represents staining with relevant isotype controls. (Related to Fig. 2).

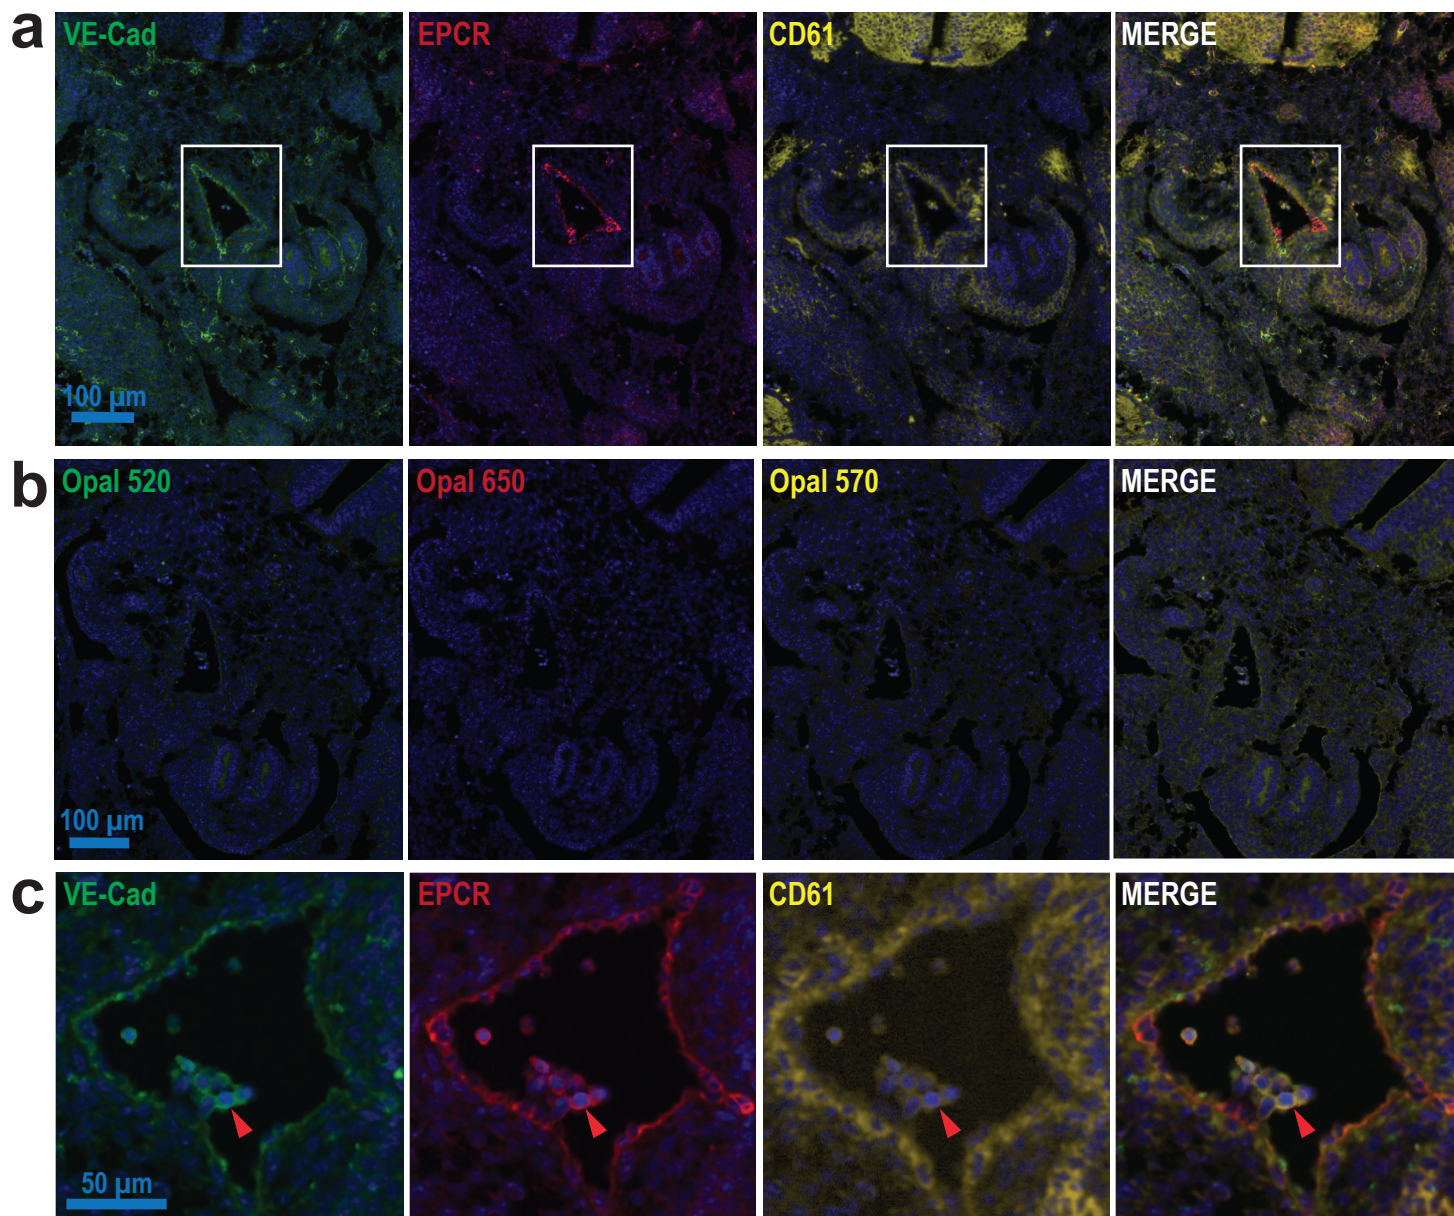

Supplementary Figure 3. a. Multiplexed immunostaining for VE-Cadherin, EPCR, and CD61 in the AGM region of E10.5 embryos (38-39 somite pairs). The aorta is indicated in the white box. All images counterstained with DAPI to show nuclei. **b.** Control staining (secondary and corresponding Opal Dye as indicated in absence of primary antibody) of section adjacent to section shown in (a). **c.** Aorta of the AGM region showing co-expression of VE-Cadherin, CD61, and EPCR heterogeneously within the intra-aortic hematopoietic clusters (red arrowhead). Similar results were obtained in sections from two independent experiments (embryos).

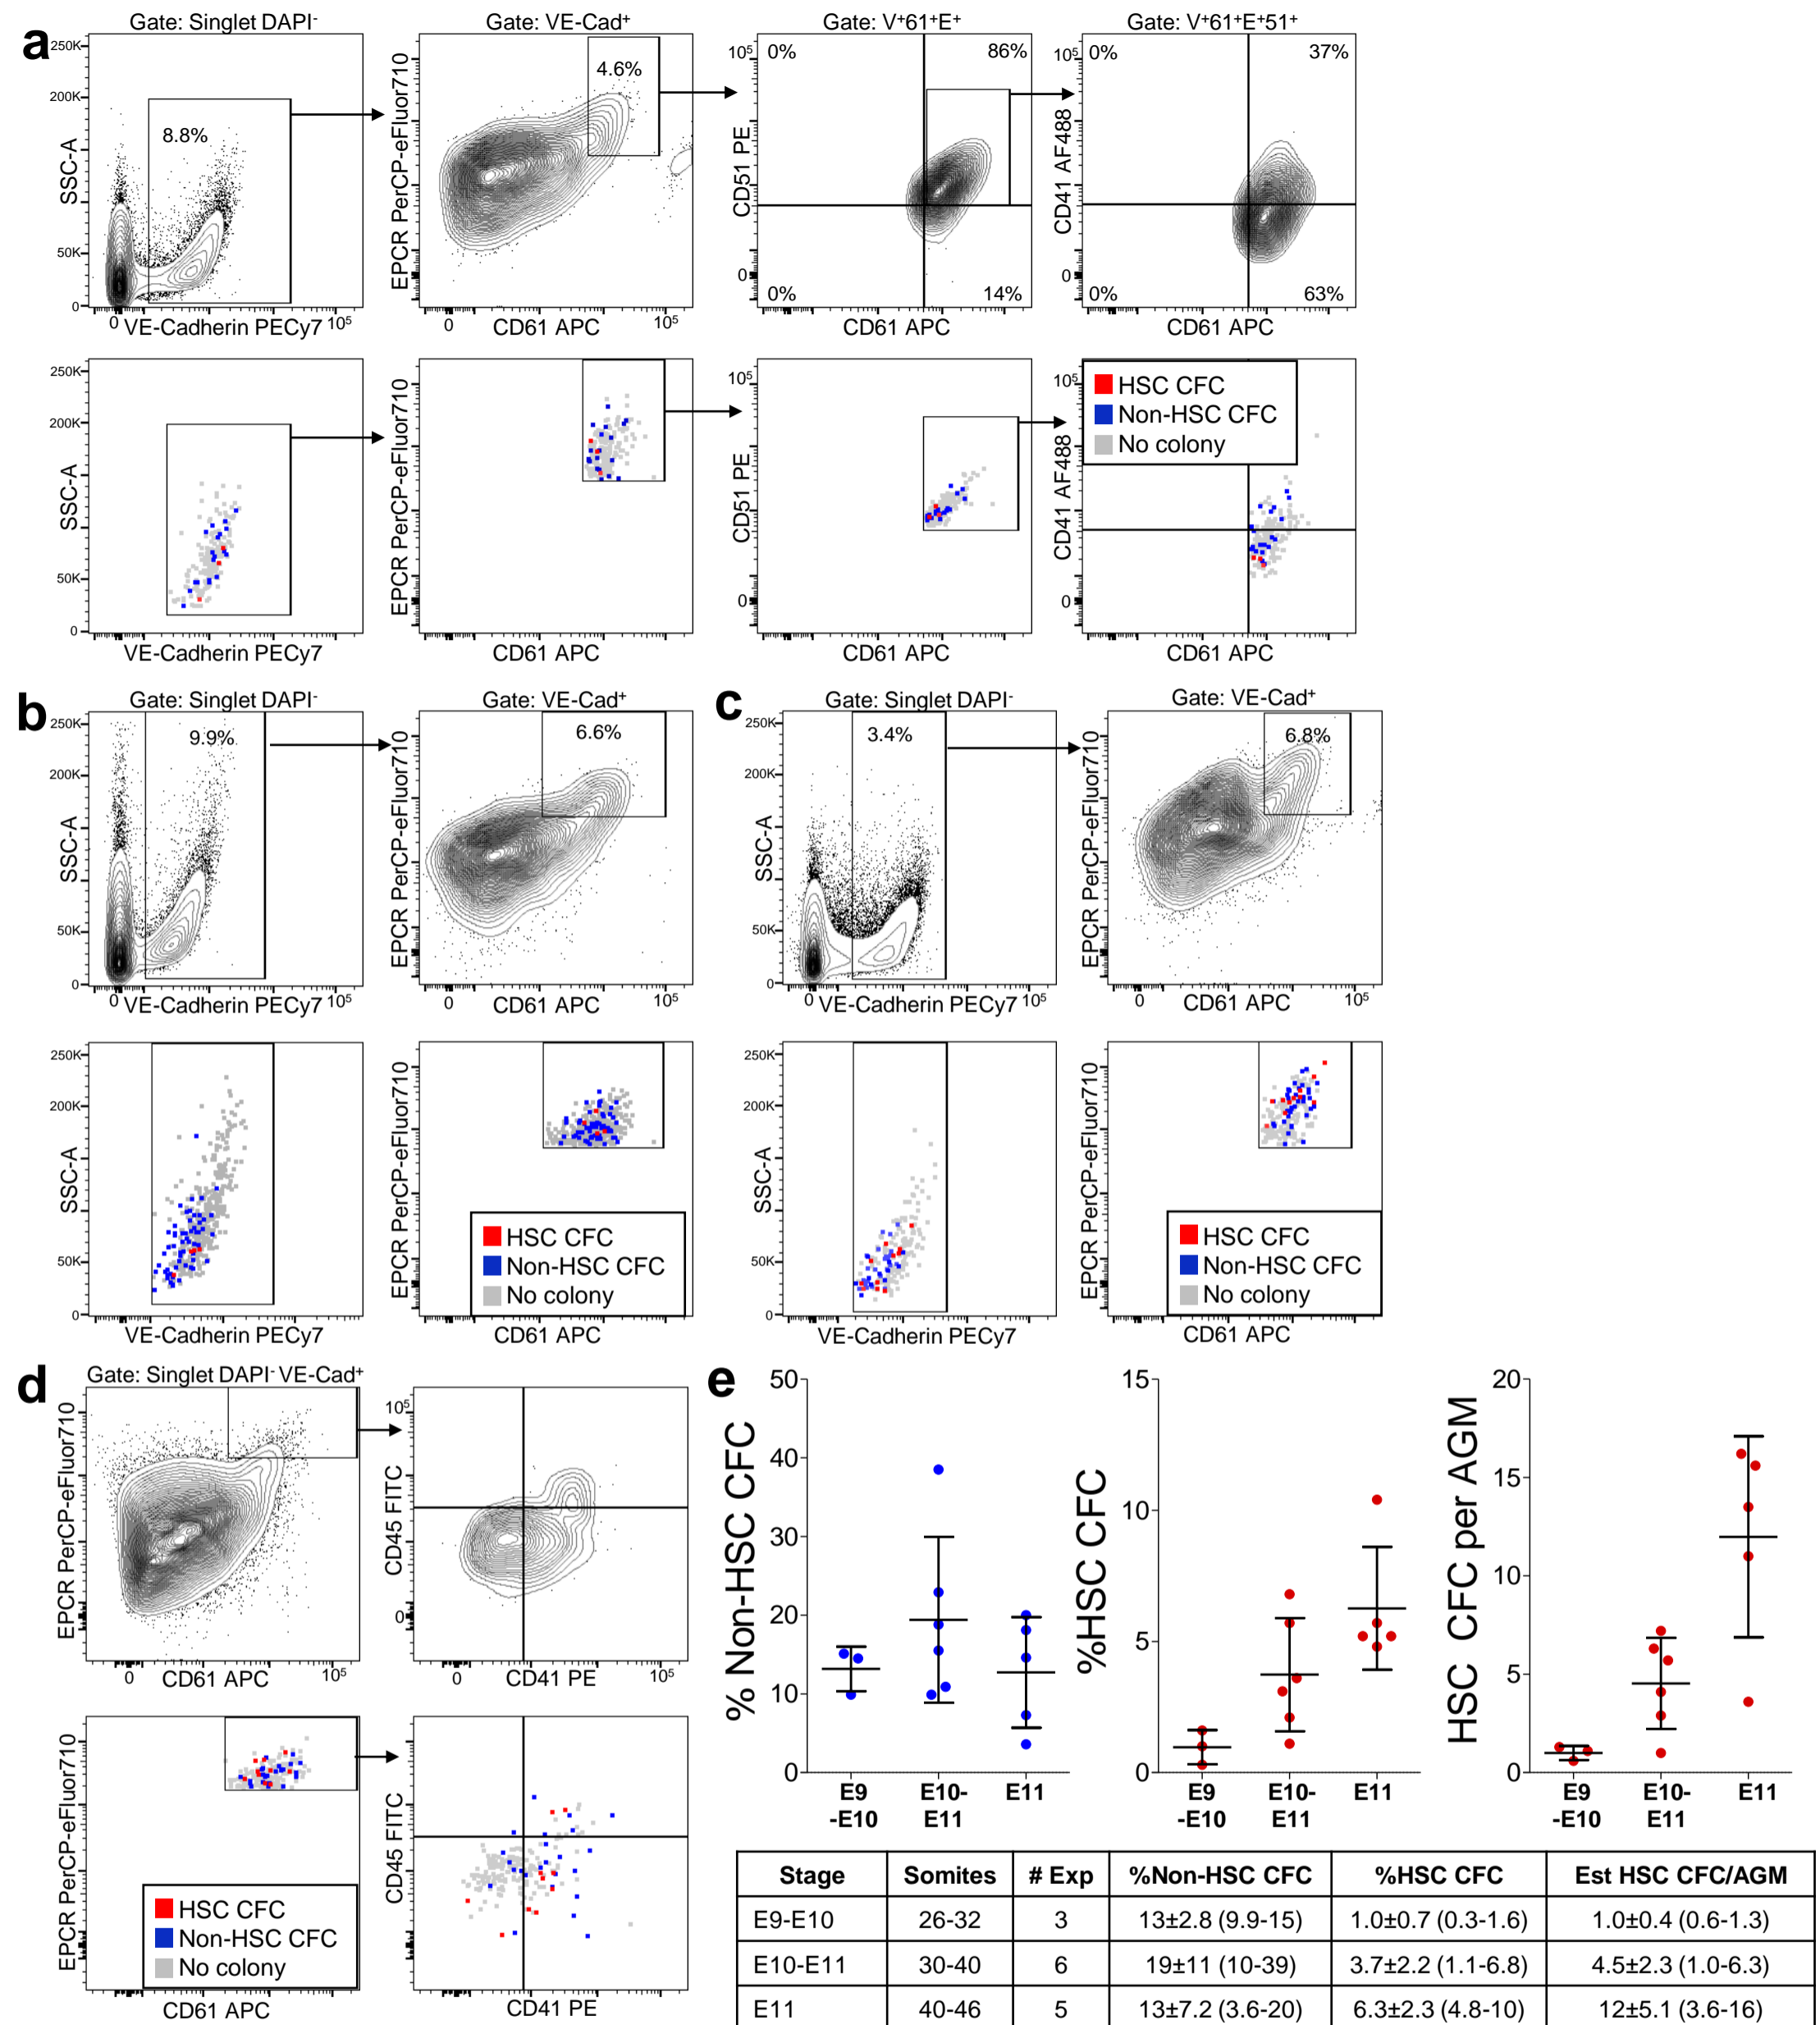

Supplementary Figure 4. a. Correlation of HSC CFC potential of individual index sorted V⁺61⁺E⁺ cells with surface expression of CD41 and CD51 at late E9 (26-30 sp). **b-c.** Representative experiments showing HSC CFC potential of individual index sorted V⁺61⁺E⁺ cells at (b) early E10 (30-32 sp) and (c) early E11 (40-42 sp). **d.** Correlation of HSC CFC potential of individual index sorted V⁺61⁺E⁺ cells with surface expression of CD41 and CD45 at late E10/early E11 (39-41 sp). **e.** Frequency of non-HSC CFC and HSC CFC within the V⁺61⁺E⁺ population and total HSC CFC detected per AGM across multiple, independent experiments at various developmental stages as indicated. Numbers in table indicate mean ± standard deviation, with range in parenthesis. (Related to Fig. 2c-d).

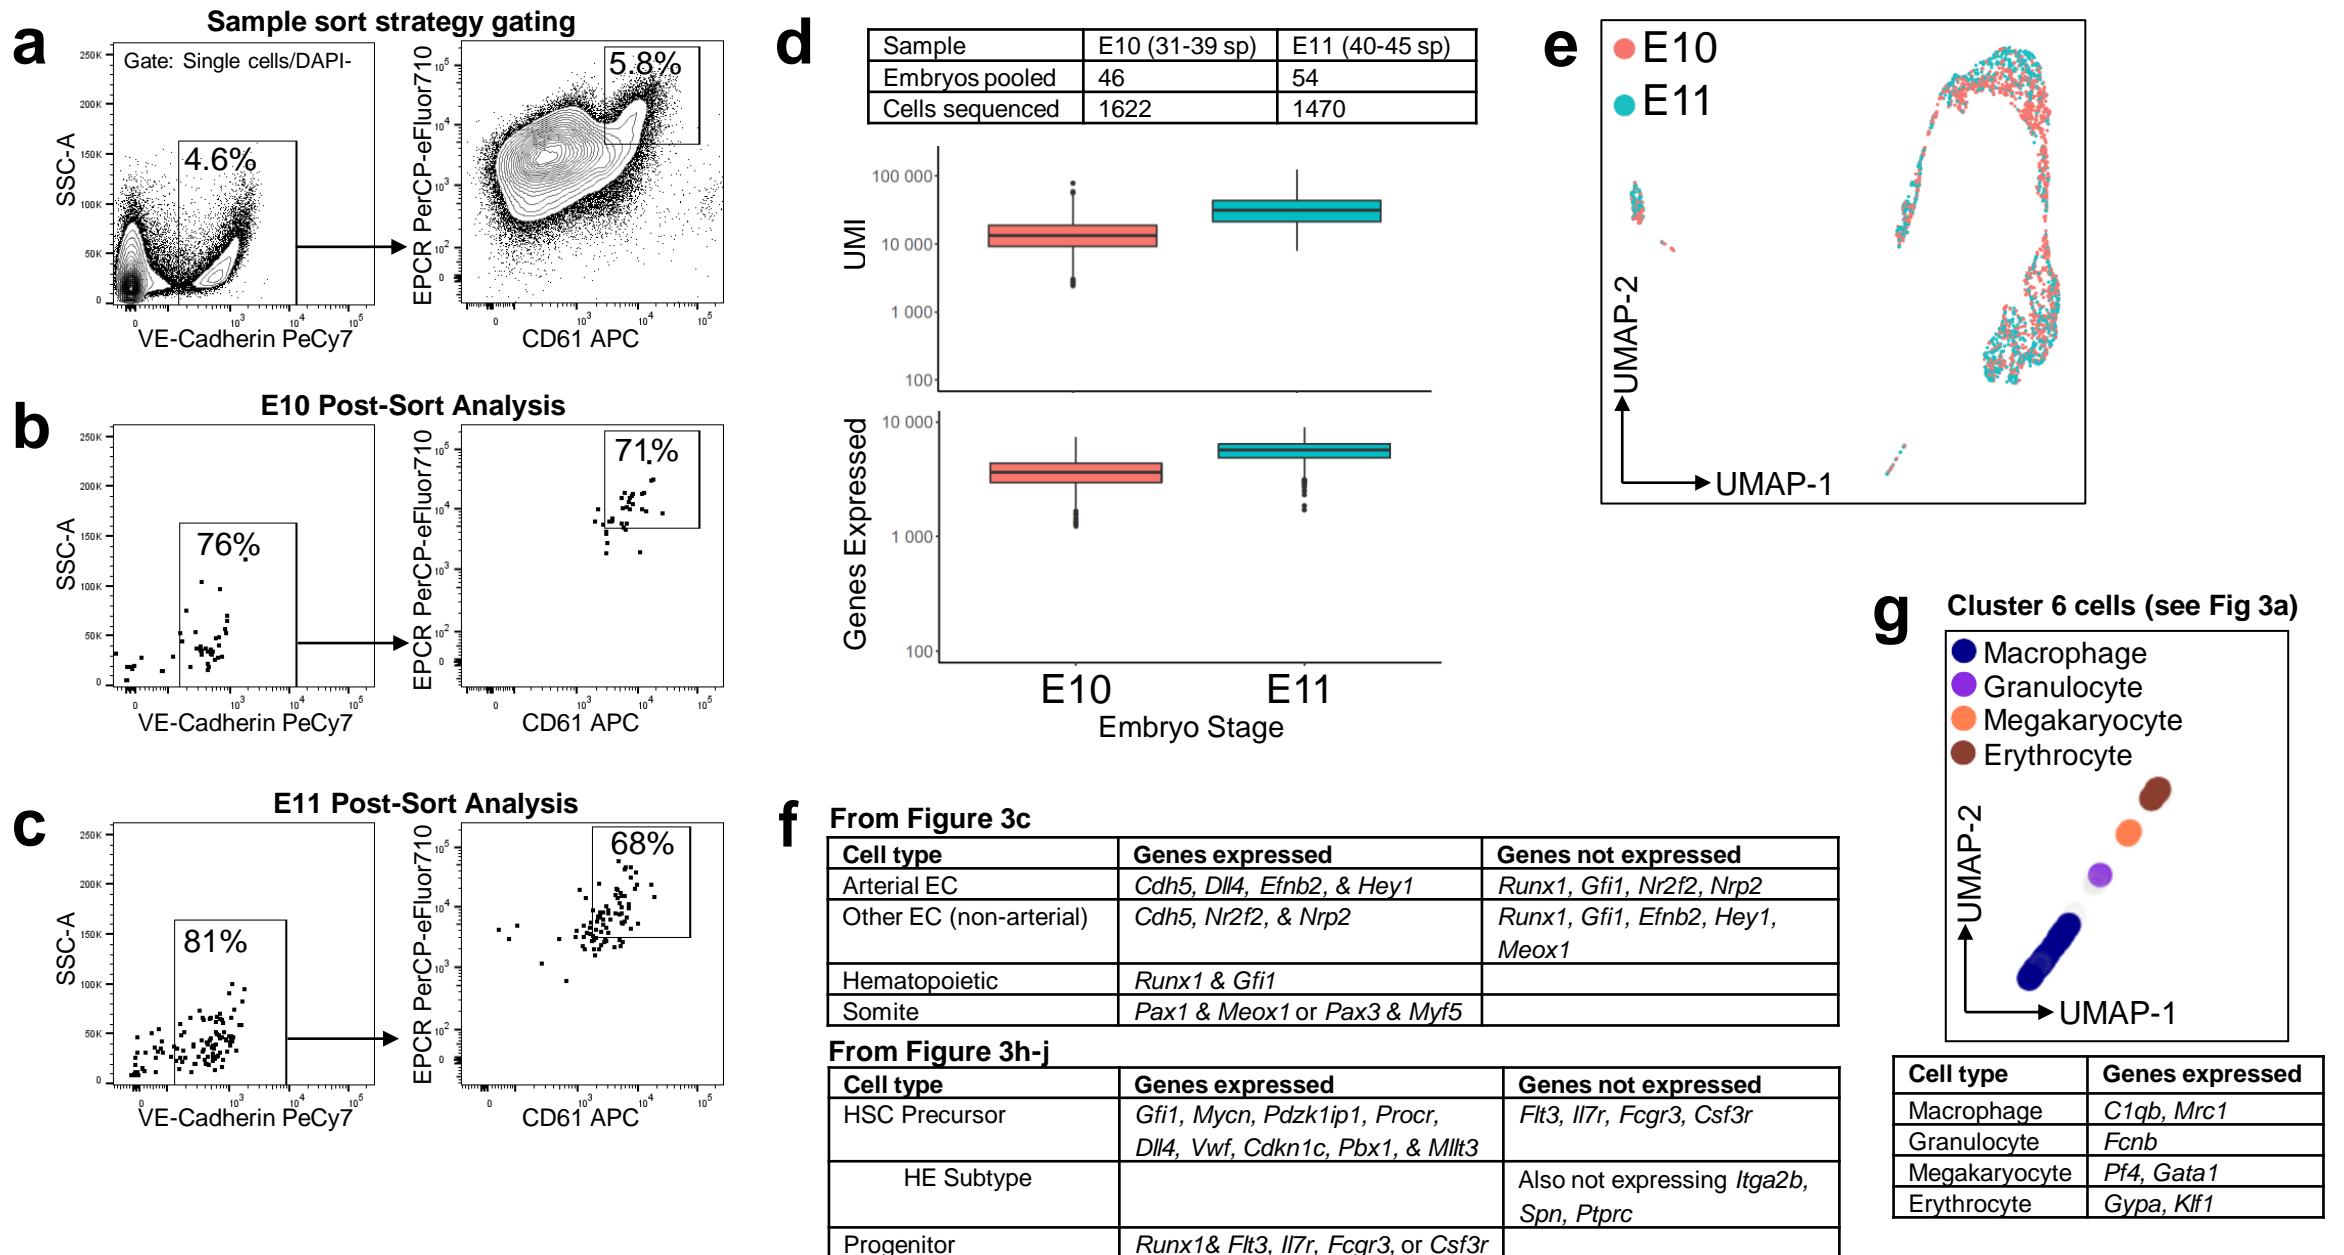

Supplementary Figure 5. a-c. Sort strategy (a) and post-sort analysis for E10 (b) and E11 (c) AGM V+61+E+ cells isolated for scRNA-seq. **d.** Counts of UMI and unique genes expressed per cell for each embryo stage/sample. Boxplots show median values and interquartile ranges; upper/lower whiskers show 1.5X interquartile range with outliers shown as individual dots. **e.** UMAP with cells shown by embryo stage/sample. **f.** Genes used for cell type classification. **g.** Mature hematopoietic cell types identified in cluster 6. (Related to Fig. 3).

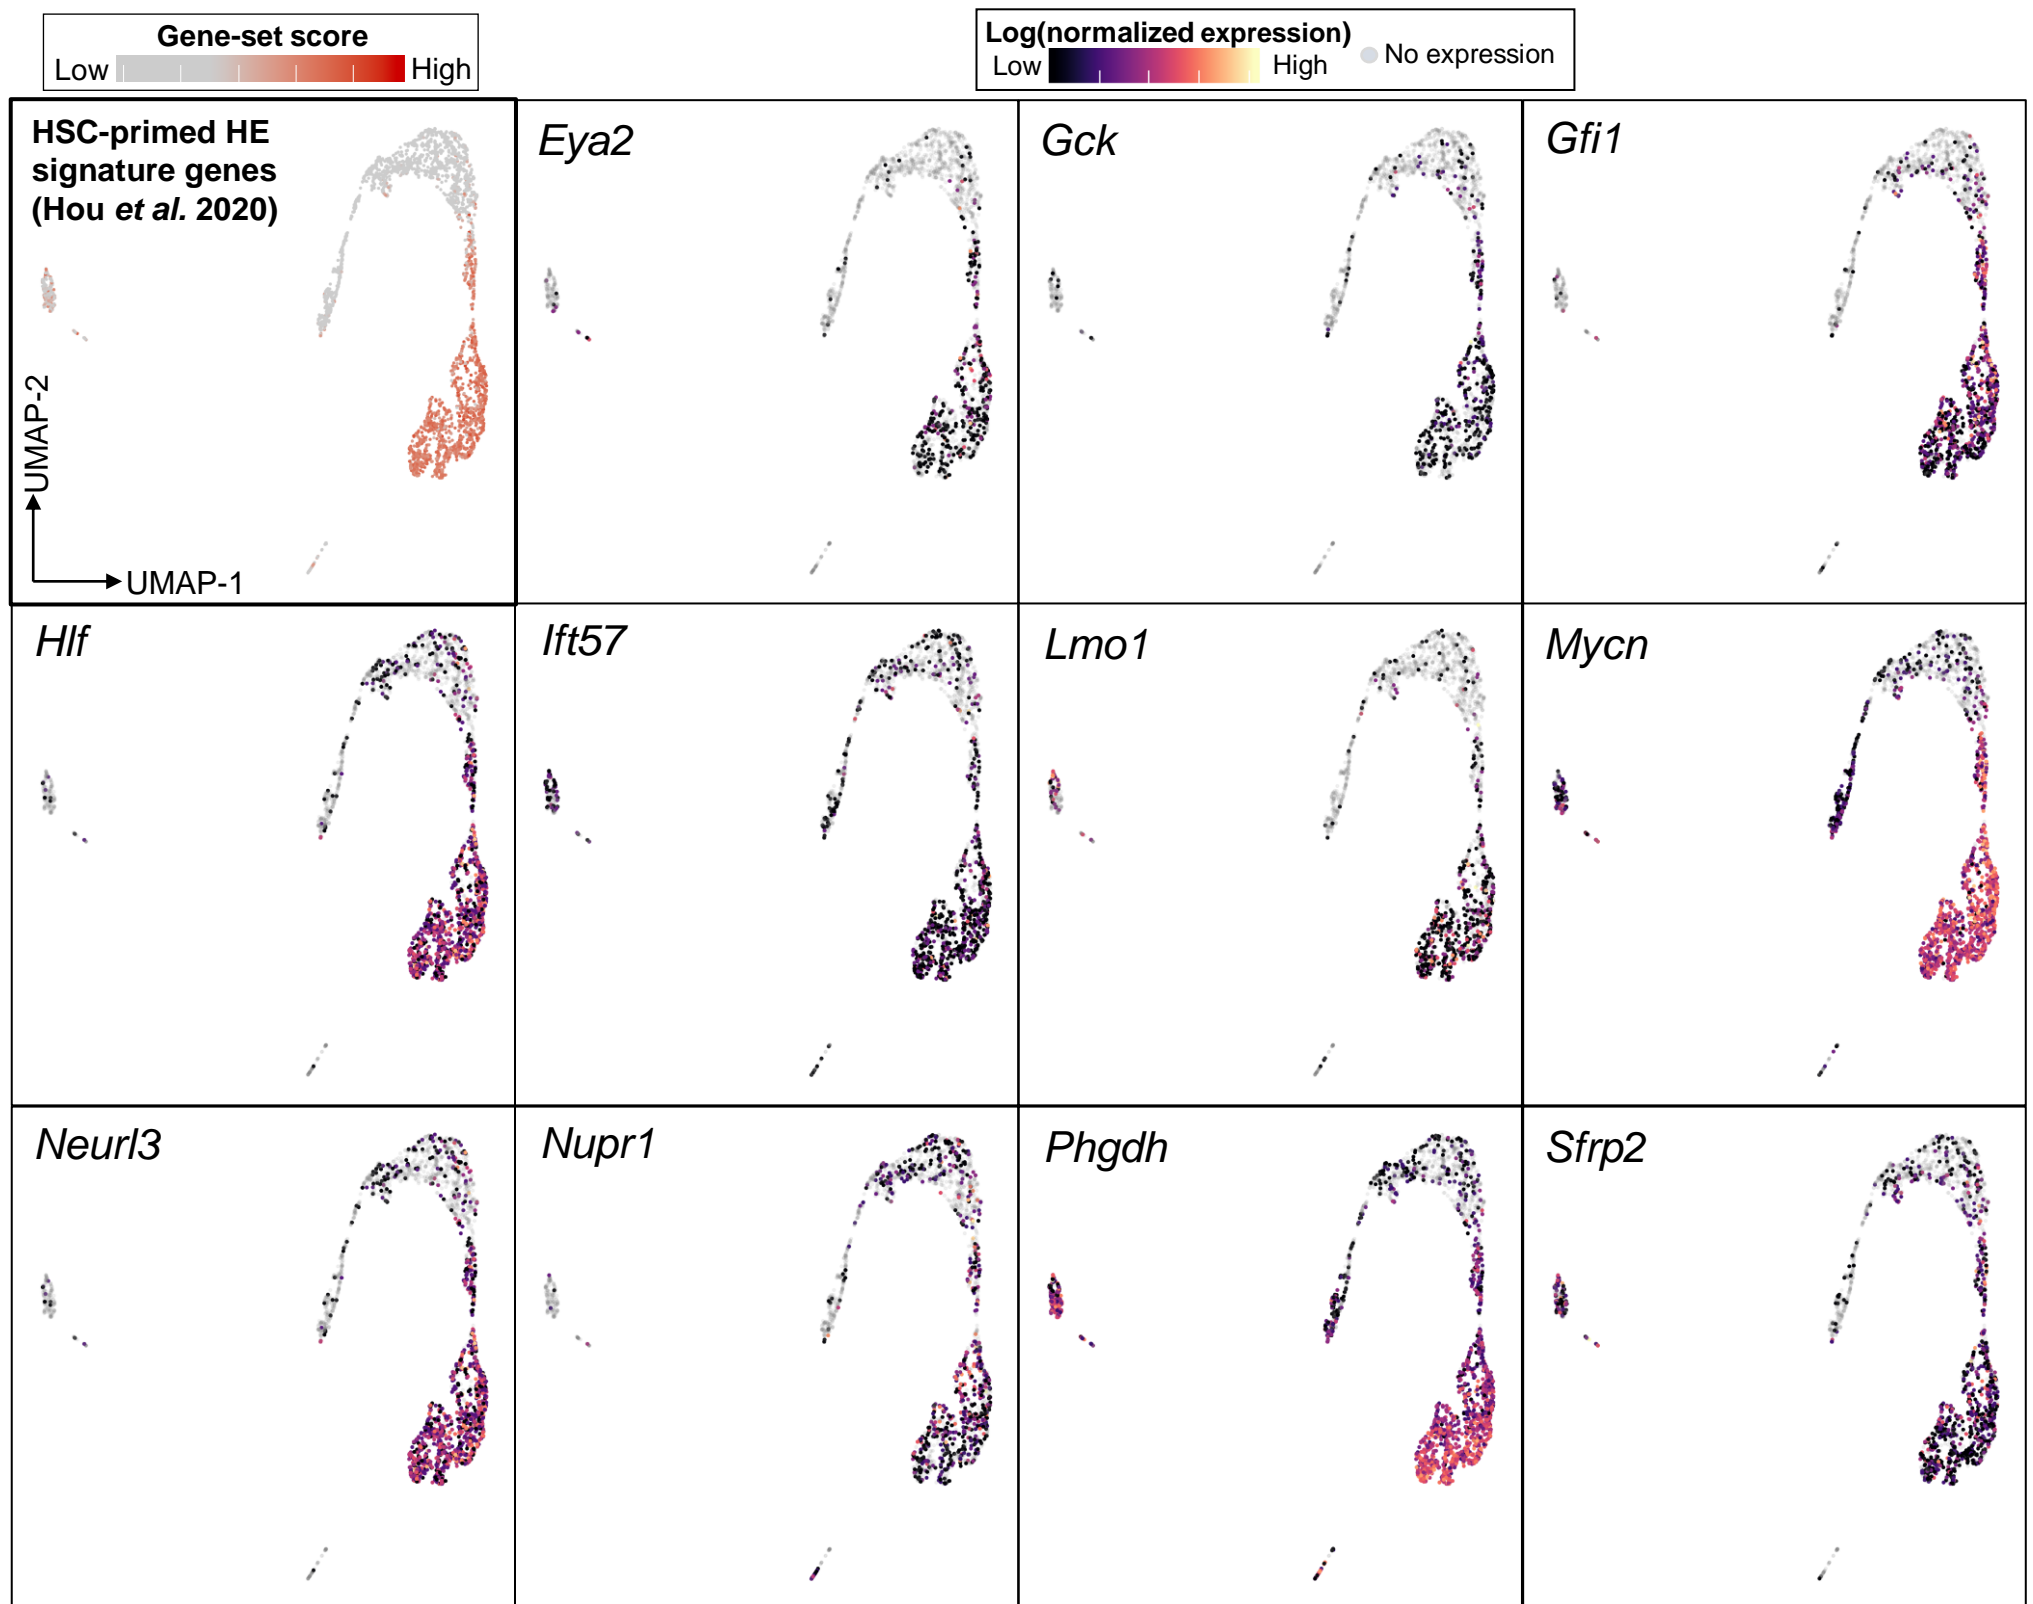

Supplementary Figure 6. Expression of genes contained within the HSC-primed HE signature gene set defined by Hou et al. (2020). (Related to Fig. 3f).

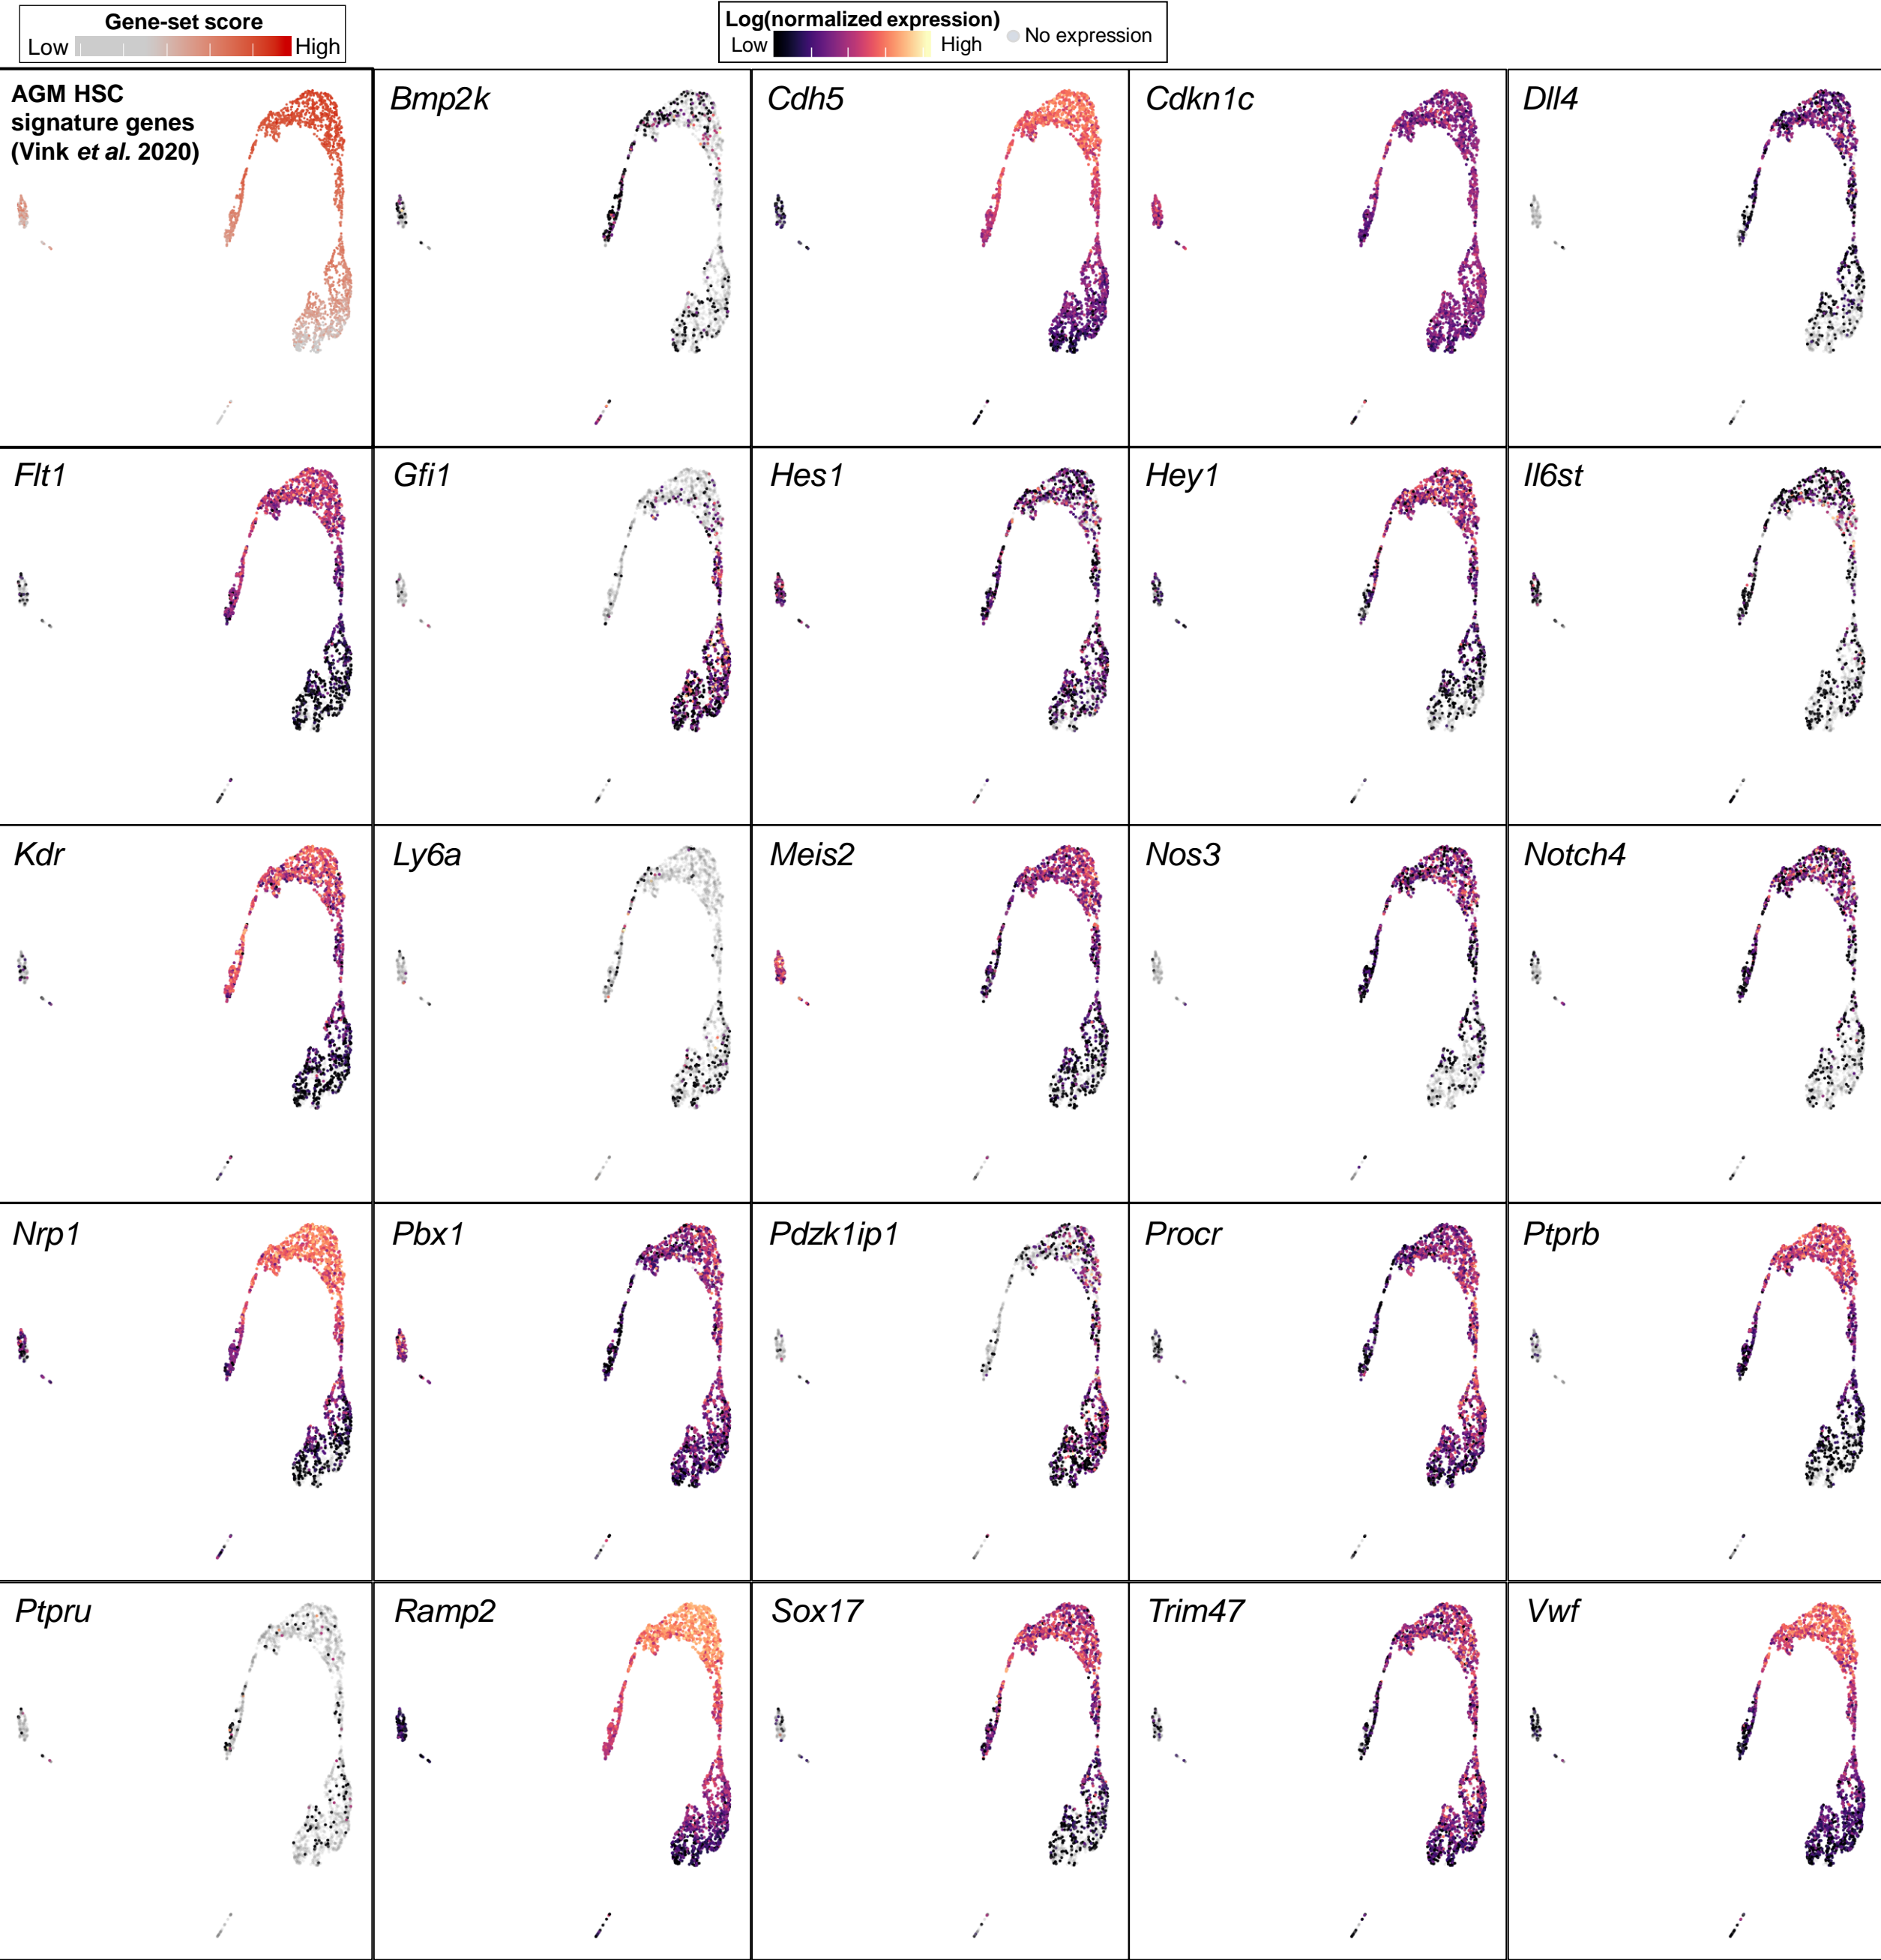

Supplementary Figure 7. Expression of genes contained within the E11 AGM HSC signature gene set defined by Vink *et al.* (2020). (Related to Fig. 3f).

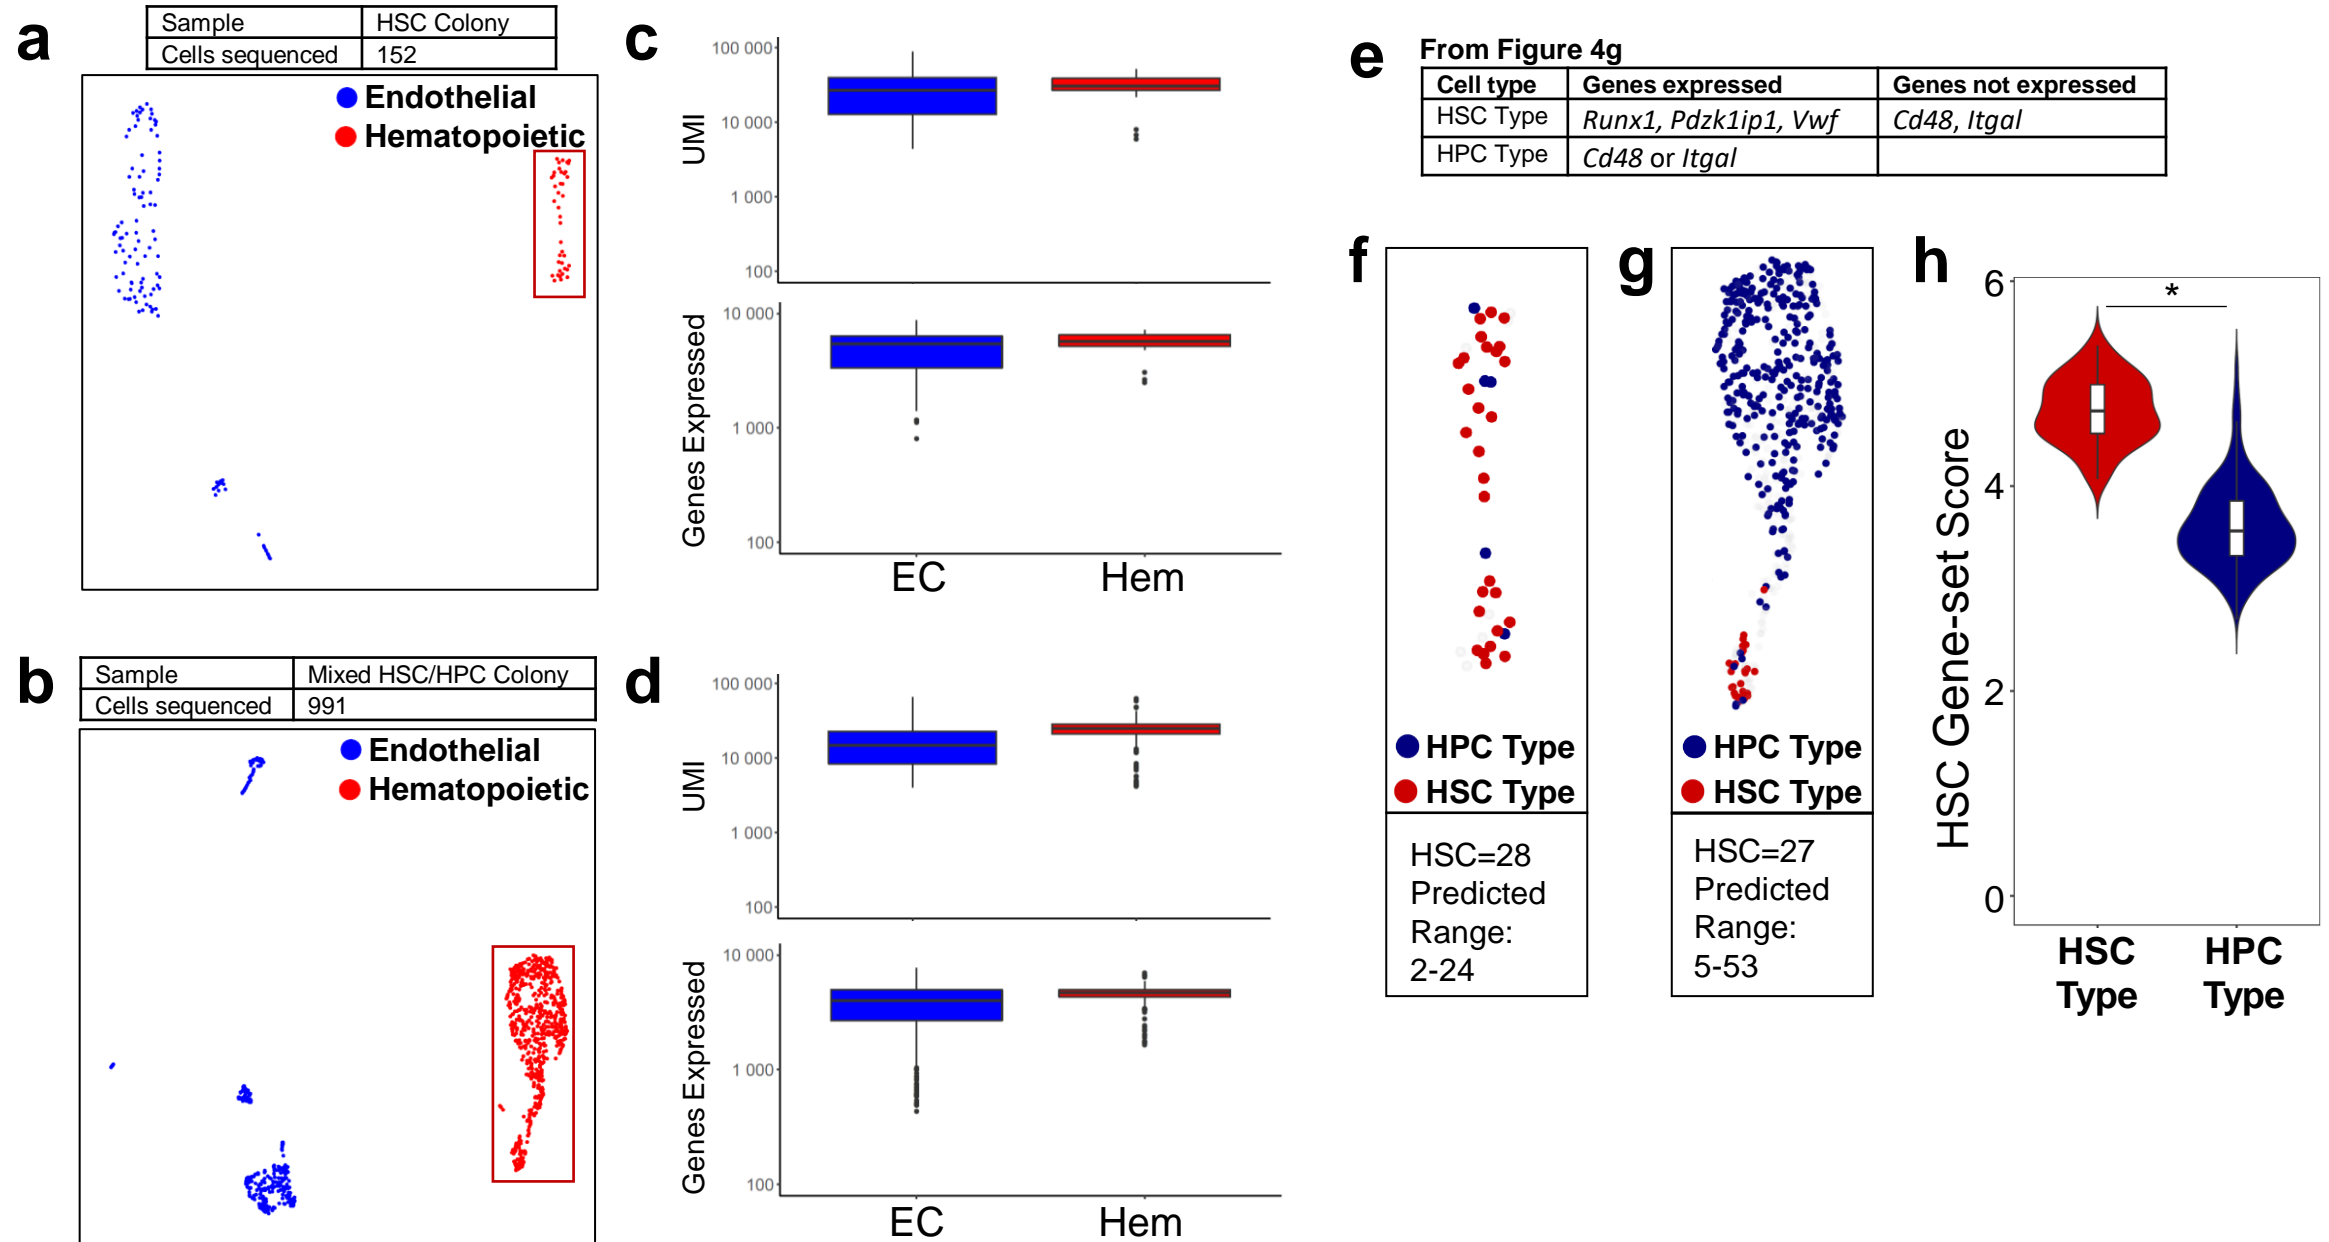

Supplementary Figure 8. a-b. UMAP of single cell transcriptomes of the progeny of a single V+61+E+ hemogenic precursor following co-culture on AGM-EC, with (a) “HSC” phenotype and (b) mixed “HSC/HPC” phenotype, showing clusters classified by cell type as endothelial (EC) and hematopoietic (Hem), based on expression of VE-Cadherin (*Cdh5*) and CD45 (*Ptprc*) (Related to Fig. 4a-d). **c-d.** Counts of UMI per cell and unique genes expressed per cell for each cell type for samples shown in a-b, respectively. Boxplots show median values and interquartile ranges, upper/lower whiskers show 1.5X interquartile range, outliers shown as individual dots. **e.** Genes used for cell type classification of HSC and HPC. **f-g.** Cell type classification of hematopoietic cells from (a-b) as HSC and HPC based on gene expression as described in (e). (Lower panel indicates total numbers of transcriptionally defined HSC and range of functional HSC predicted based on calculations using previously published limit dilution transplantation analysis of comparable populations, Hadland *et al.* 2017). **h.** Gene-set scores for HSC signature genes (from Wilson *et al.* 2015) in transcriptionally defined HSC and HPC from (f-g) (boxplots show median values and interquartile ranges; upper/lower whiskers show 1.5X interquartile range, *p < 1E-15, unpaired, two-sided Wilcoxon test). (Related to Fig. 4).

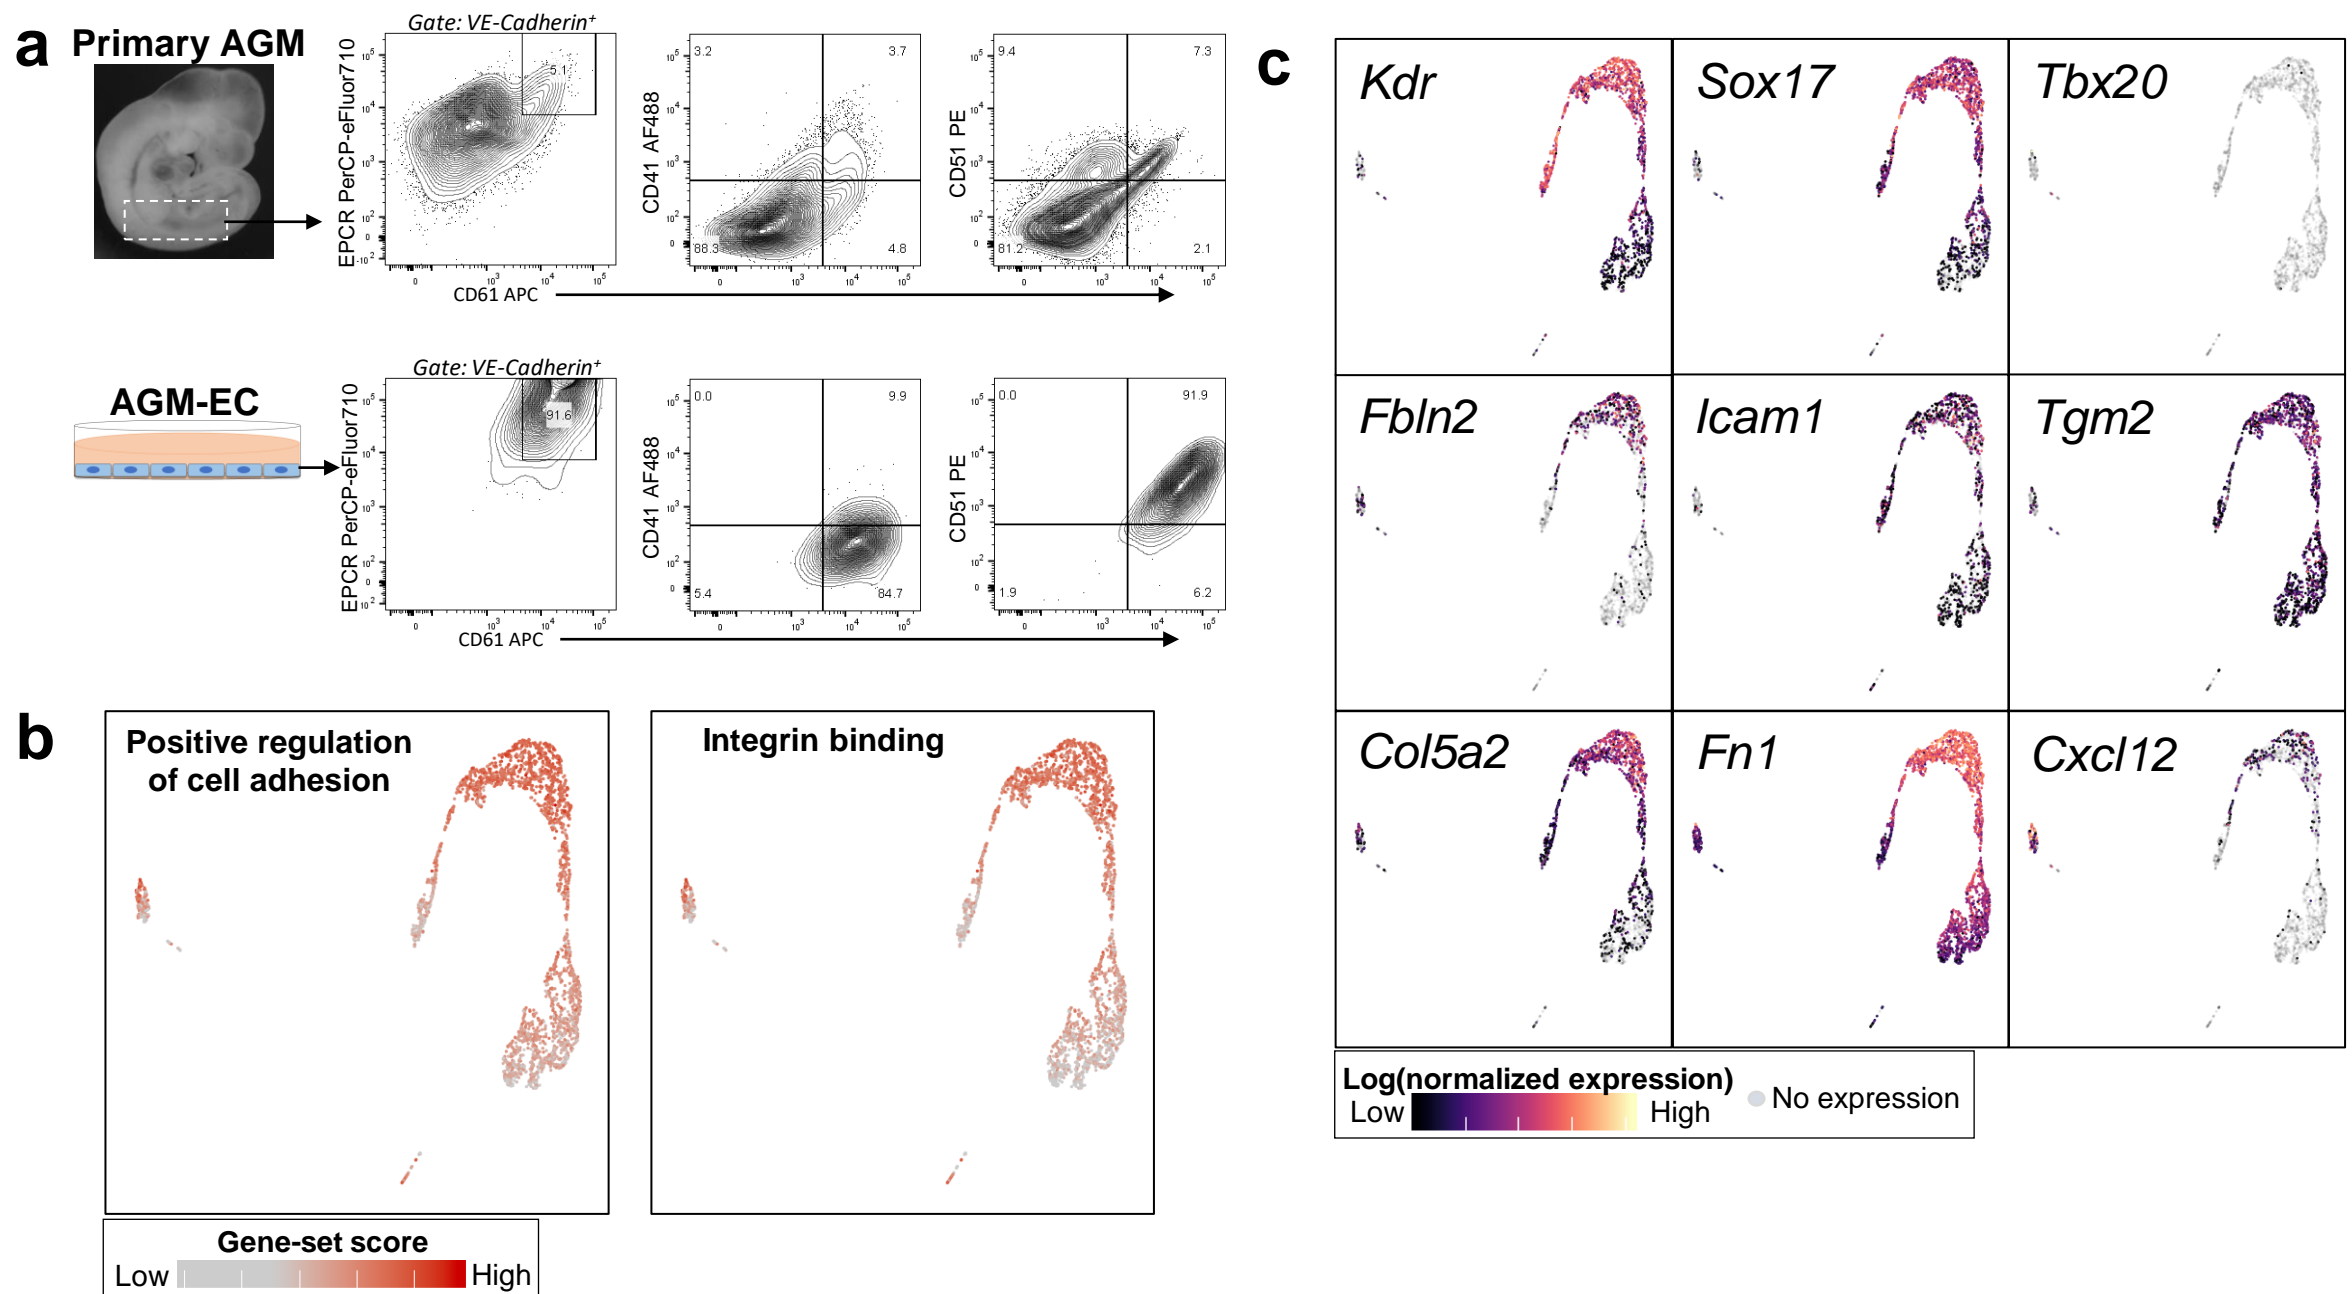

Supplementary Figure 9. Single cell RNA-sequencing of AGM V+61+E+ cells identifies transcriptional signatures of primary AGM niche arterial endothelial cells. **a.** Comparison of surface expression of EPCR, CD61, CD41, and CD51 in VE-Cadherin⁺ cells from primary E10 AGM and cultured AGM-EC. **b.** Gene set scores representing top GO terms for transcripts differentially expressed by HSC-supportive versus non-supportive AGM-EC in single cell transcriptomes from primary AGM V+61+E+ cells (see Fig. 1d). **c.** Gene expression heatmap in primary AGM V+61+E+ cells for endothelial marker, *Kdr*, and transcripts differentially expressed between HSC-supportive and non-supportive AGM-EC (see Fig. 1e). (Related to Fig. 1, Fig. 3).

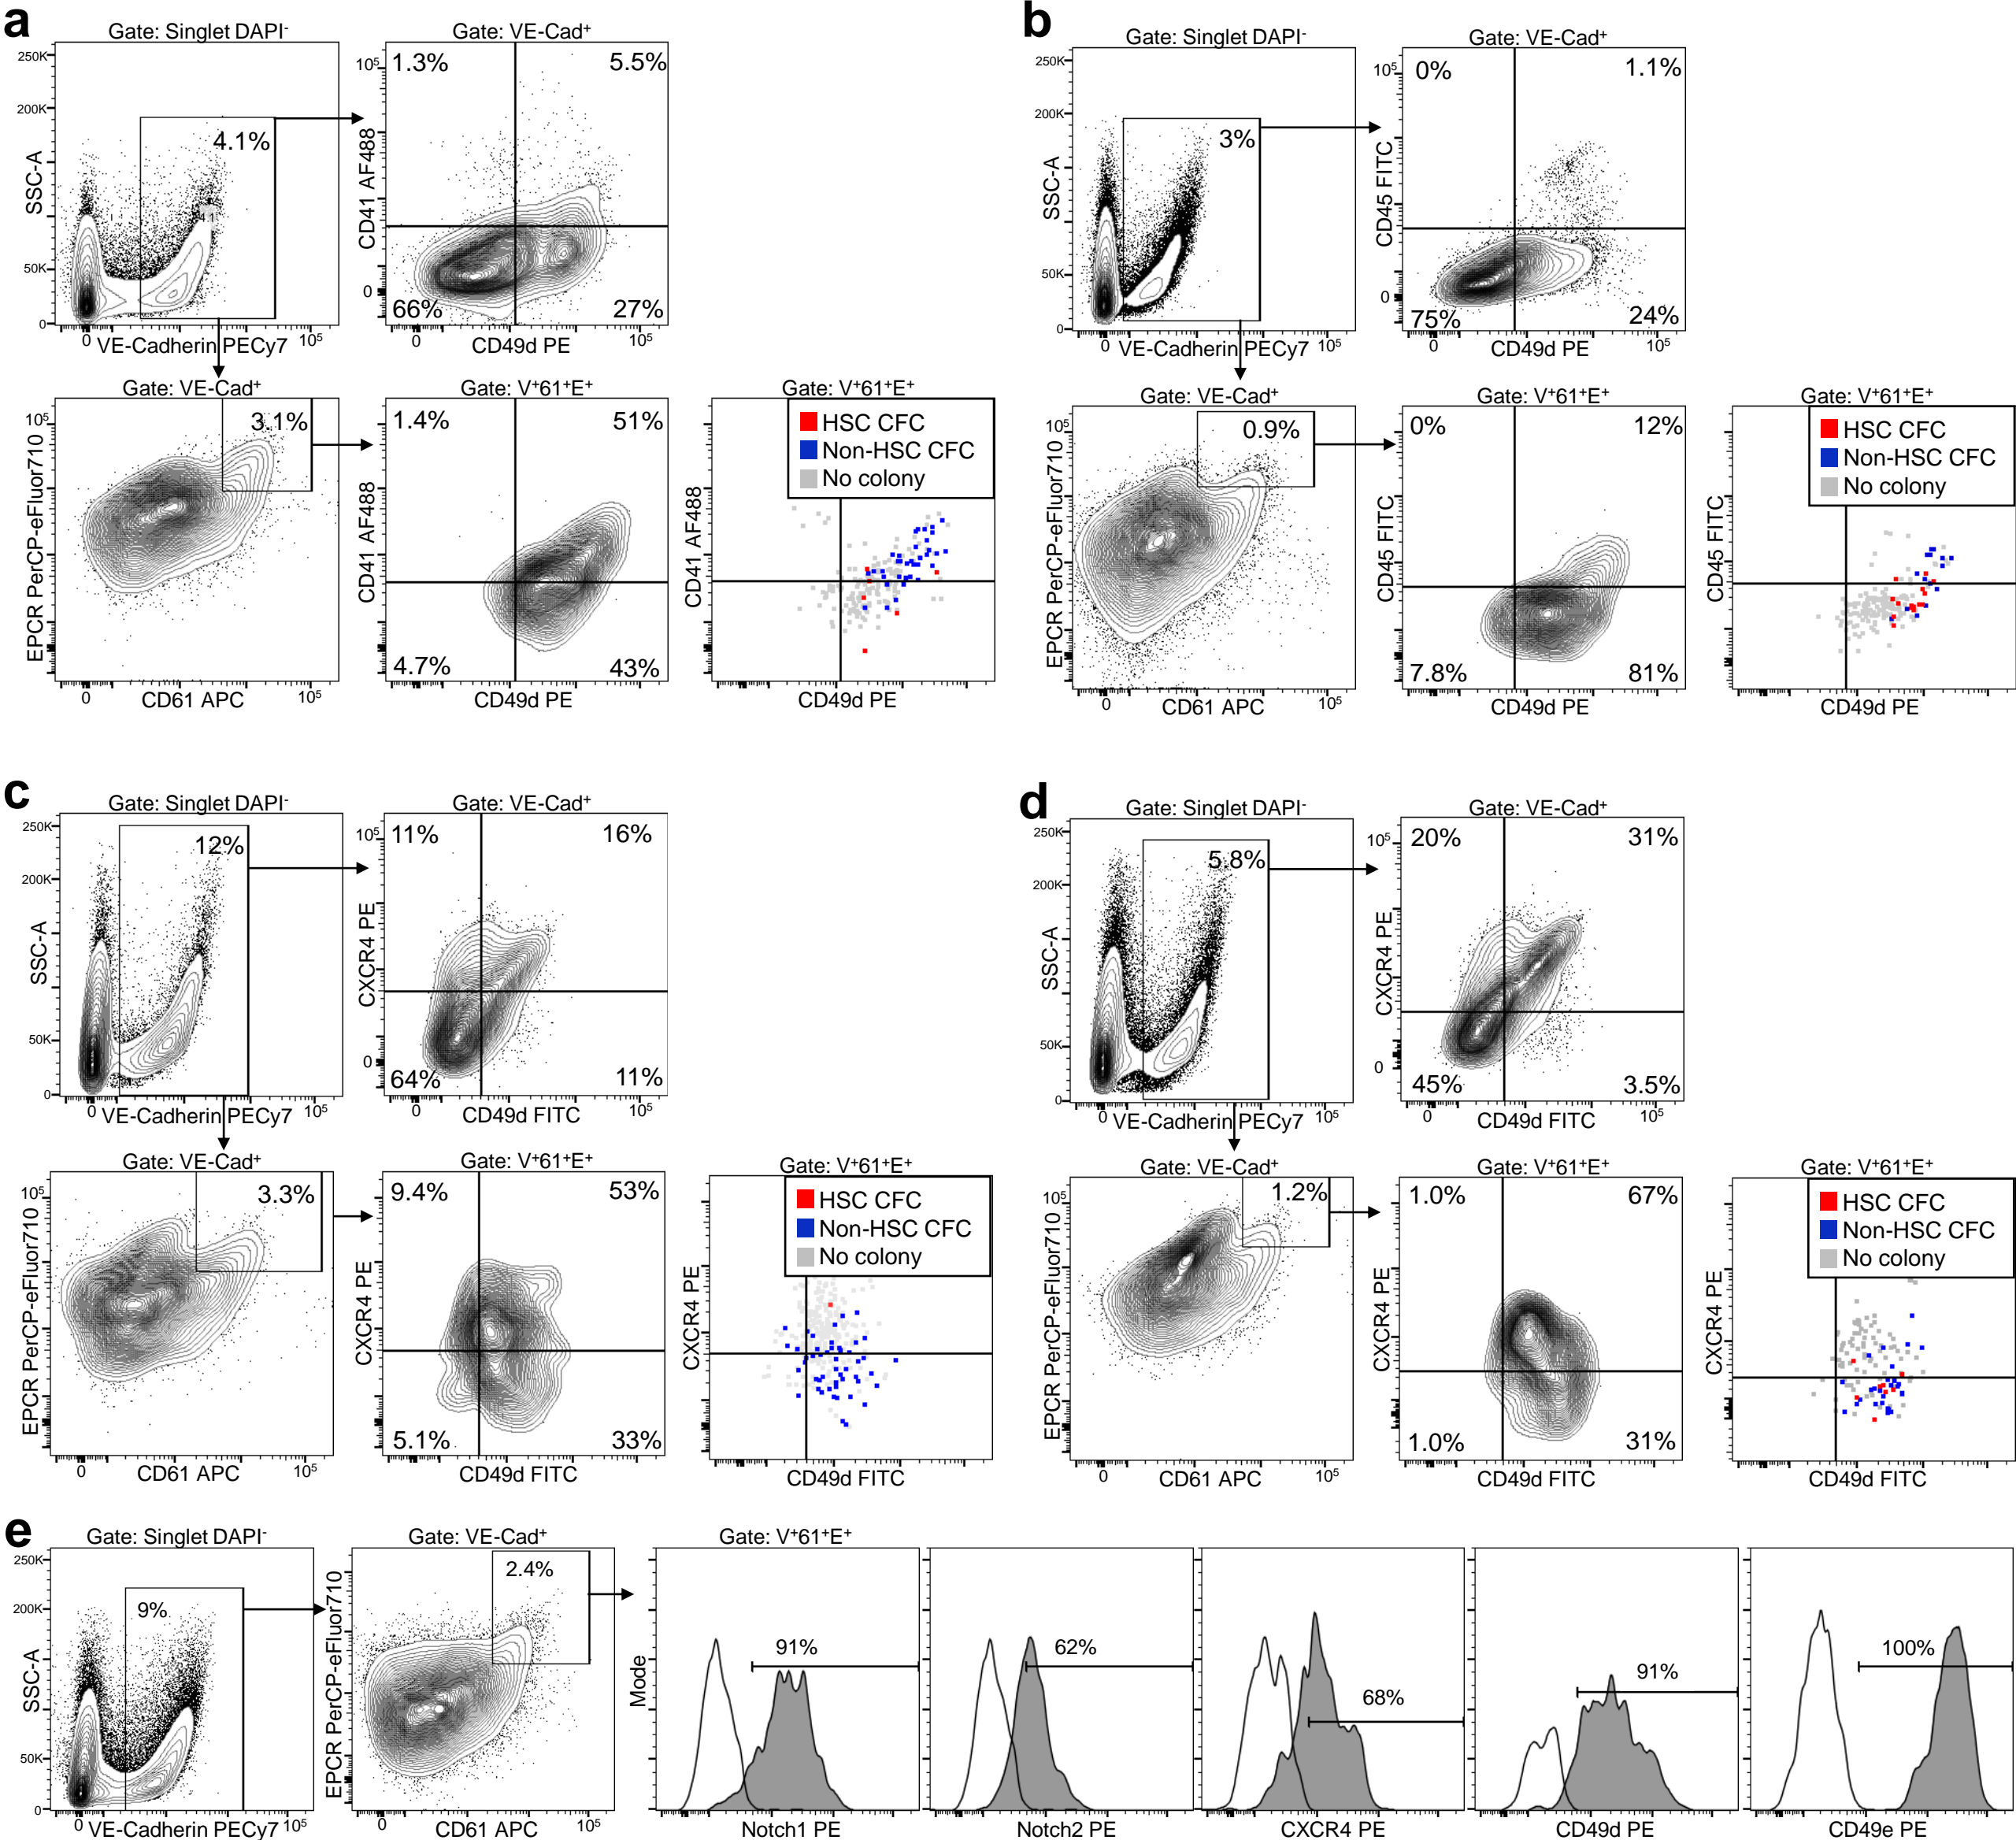

Supplementary Figure 10. Expression of receptors in AGM-derived HSC precursors by flow cytometry. **a-d.** Expression by flow cytometry in the total AGM-derived VE-cadherin⁺ population (upper panel) and the V⁺61⁺E⁺ subset (lower panel), and correlation with HSC CFC potential of index sorted cells (right lower panel) of: a) CD41 and CD49d at E10 (35-38 sp), b) CD45 and CD49d at late E10/early E11 (37-41 sp), c) CXCR4 and CD49d at E9 (~28 sp), and d) CXCR4 and CD49d at late E10 (38-39 sp). **e.** Expression of cell surface receptors by flow in AGM-derived V⁺61⁺E⁺ cells at E10-E11 (30-41 sp). Unshaded histogram in each panel represents staining with relevant isotype controls. (Related to Fig. 5-6).

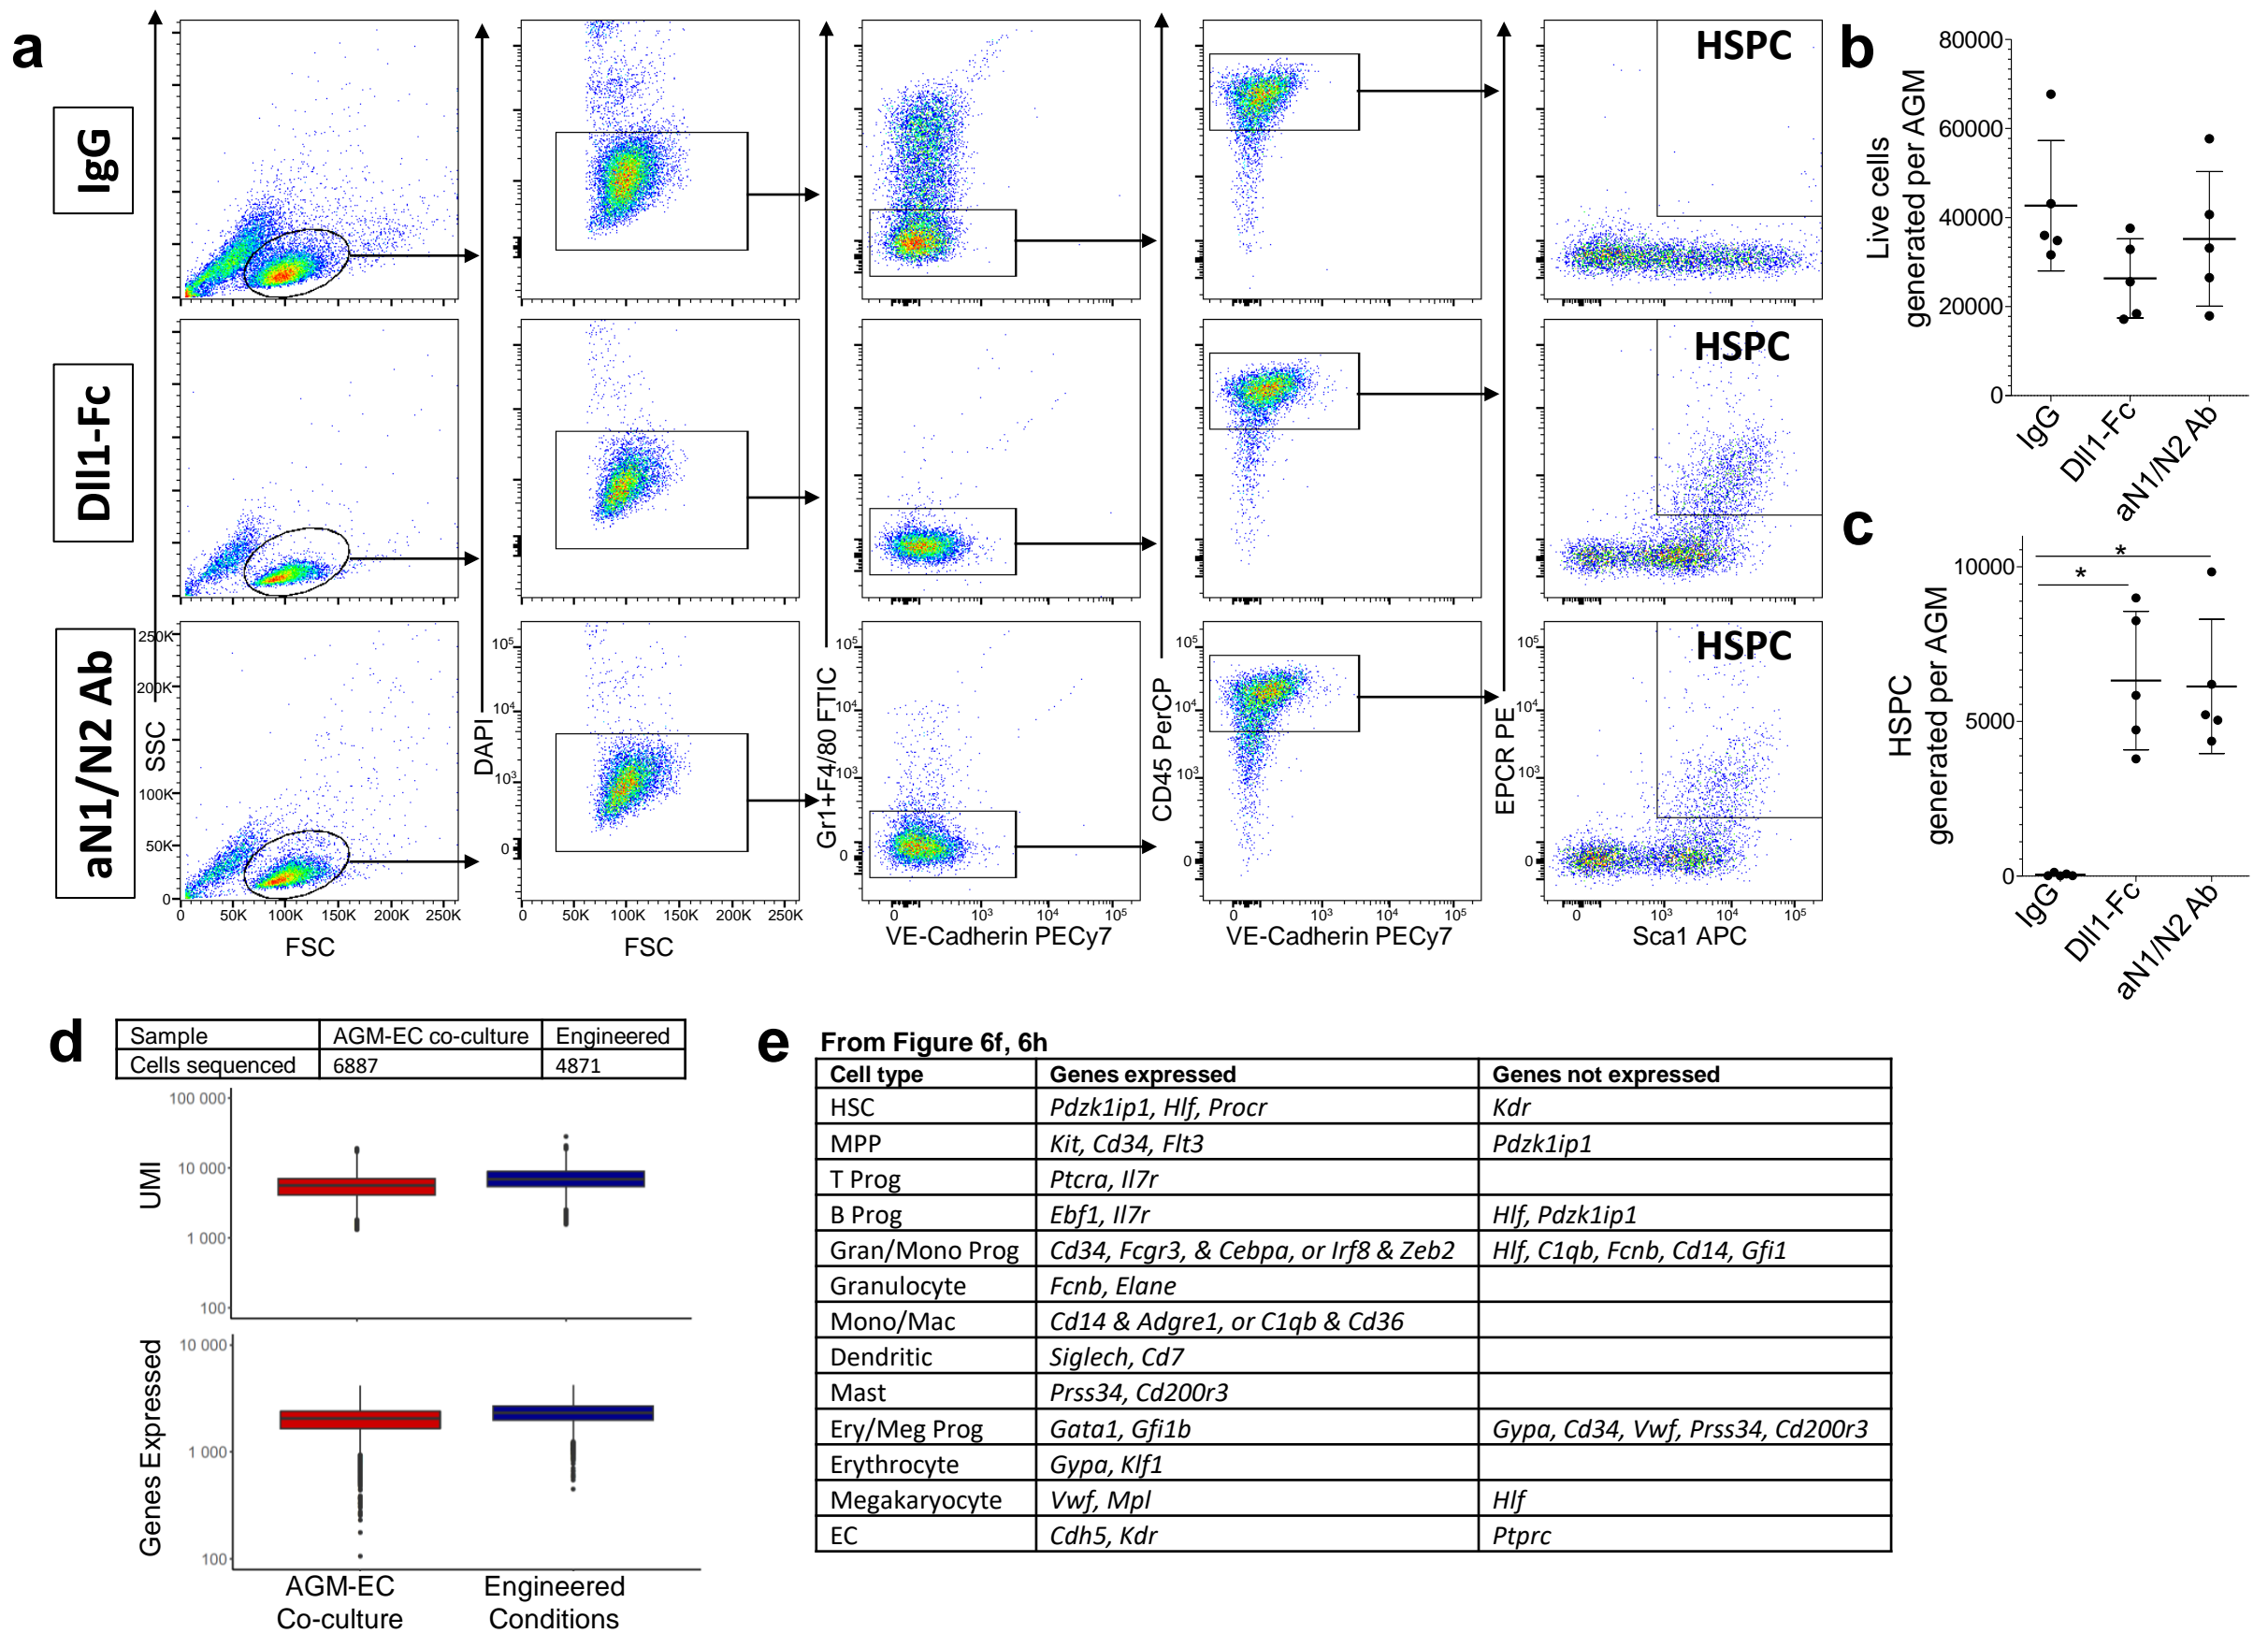

Supplementary Figure 11. a. Flow cytometric analysis of progeny of E11 AGM-derived V+61+E+ cells follow culture in engineered conditions in the presence of immobilized DII1-Fc, aN1/N2 Ab, or control (IgG), showing gating for phenotypic population of hematopoietic stem and progenitor cells (HSPC) (VE-Cad^{low/-}-CD45⁺Gr1-F4/80⁻Sca1⁺EPCR⁺). **b.** Total live cells and **c.** total HSPC generated per AGM equivalent of starting population following culture in engineered conditions in the presence of immobilized DII1-Fc, aN1/N2 Ab, or control (IgG). (n=5 replicates per group, similar results obtained in n=3 independent experiments; error bars show median +/- SD. *p =0.0002, unpaired, two-sided Student's t-test) (Relate to Fig. 6b) (Source data are provided as a Source Data file). **d.** Counts of UMI per cell and unique genes expressed per cell for each sample. Boxplots show median values and interquartile ranges, upper/lower whiskers show 1.5X interquartile range, outliers shown as individual dots. **e.** Genes for cell type classification. (Related to Fig. 6e-h).

Supplementary Table 1. List of antibodies and key reagents.

**Antibody/Reagent**	**Vendor**	**Catalog #/reference**
CD201 (EPCR) Rat Anti-mouse Monoclonal Antibody PerCP-eFluor710 Clone eBio 1560	eBioscience	Cat#46-2012-80;<br>RRID: AB_10718383
Rat IgG2b kappa Isotype Control Antibody PerCP-eFluor710 Clone eB149/10H5	eBioscience	Cat#46-4031-82;<br>RRID: AB_1834457
CD61 Armenian Hamster Anti-mouse/rat Monoclonal Antibody APC Clone 2C9.G2	Biolegend	Cat#104316;<br>RRID: AB_2561734
Armenian Hamster IgG Isotype Control Antibody APC Clone HTK888	Biolegend	Cat#400911
CD144 (VE-cadherin) Rat Anti-mouse Monoclonal Antibody PE-Cyanine7 Clone eBioBV13	eBioscience	Cat#25-1441-82;<br>RRID: AB_2573402
Rat IgG1 kappa Isotype Control Antibody PE-Cyanine7 Clone eBRG1	eBioscience	Cat#25-4301-82;<br>RRID: AB_470198
CD45 Rat Anti-mouse Monoclonal Antibody FITC Clone 30-F11	eBioscience	Cat#11-0451-85;<br>RRID: AB_465051
Rat IgG2b kappa Isotype Control Antibody FITC Clone A95-1	BD Pharmingen	Cat#553988;<br>RRID: AB_479619
CD41 Rat Anti-mouse Monoclonal Antibody Alexa Fluor 488 or PE Clone MWReg30	Biolegend	Cat#133908;<br>RRID: AB_10645332
Rat IgG1 kappa Isotype Control Antibody Alexa Fluor 488 Clone RTK2071	Biolegend	Cat#400417;<br>RRID: AB_389319
CD45 Rat Anti-mouse Monoclonal Antibody PE Clone 30-F11	eBioscience	Cat#12-0451-82;<br>RRID: AB_465668
Gr-1 Rat Anti-mouse Monoclonal Antibody FITC Clone RB6-8C5	BD Pharmingen	Cat#553127;<br>RRID: AB_394643
F4/80 Rat Anti-mouse Monoclonal Antibody FITC Clone BM8	Biolegend	Cat#123108;<br>RRID: AB_893502
CD201 (EPCR) Rat Anti-mouse Monoclonal Antibody PE Clone eBio1560	eBioscience	Cat#12-2012-82;<br>RRID: AB_914317
CD45 Rat Anti-mouse Monoclonal Antibody PerCP-Cyanine5.5 Clone 30-F11	eBioscience	Cat#45-0451-80;<br>RRID: AB_906233
Ly-6A/E (Sca-1) Rat Anti-mouse Monoclonal Antibody APC Clone D7	eBioscience	Cat#17-5981-82;<br>RRID: AB_469487
CD3 Rat Anti-Mouse Monoclonal Antibody FITC Clone 17A2	BD Pharmingen	Cat#555274;<br>RRID: AB_395698
Rat IgG2b kappa Isotype Control Antibody PE Clone RTK4530	Biolegend	Cat# 400607;
F4/80 Rat Anti-mouse Monoclonal Antibody PE Clone BM8	eBioscience	Cat#12-4801-82;<br>RRID: AB_465923
Rat IgG2a kappa Isotype Control Antibody PE Clone eBR2a	eBioscience	Cat#12-4321-83;<br>RRID: AB_470053
Gr-1 Rat Anti-Mouse PerCP-Cy5.5 Clone RB6-8C5	BD Pharmingen	Cat#552093;<br>RRID: AB_394334
Rat IgG2a kappa Isotype Control Antibody PerCP-Cy5.5 Clone RTK2758	Biolegend	Cat#400532
CD45.1 Mouse Anti-mouse Monoclonal Antibody PE-Cyanine7 Clone A20	eBioscience	Cat#25-0453-82;<br>RRID: AB_469629
CD19 Rat Anti-mouse Monoclonal Antibody APC Clone 1D3	BD Pharmingen	Cat#550992;<br>RRID: AB_398483
Rat IgG2a kappa Isotype Control Antibody APC Clone R35-95	BD Pharmingen	Cat#553932;<br>RRID: AB_479720
CD45.2 Mouse Anti-mouse Monoclonal Antibody APC-eFluor 780 Clone 104	eBioscience	Cat#47-0454-82;<br>RRID: AB_1272175

Rat IgG2a kappa Isotype Control Antibody APC-eFluor 780 Clone eBR2a	eBioscience	Cat#47-4321-82;<br>RRID: AB_1271997
CD43 Rat Anti-mouse Monoclonal Antibody FITC Clone eBioR2/60	eBioscience	Cat#11-0431-81<br>RRID: AB_465039
Rat IgM Isotype Control Antibody FITC	eBioscience	Cat#11-4341-82<br>RRID: AB_470017
CD49d Rat Anti-mouse Monoclonal Antibody PE Clone R1-2	Biolegend	Cat#103607;<br>RRID: AB_313038
CD49d Rat Anti-mouse Monoclonal Antibody FITC Clone R1-2	Biolegend	Cat#103605;<br>RRID: AB_313036
CD184 (CXCR4) Rat Anti-mouse Monoclonal Antibody PE Clone 2B11	eBioscience	Cat#12-9991-81;<br>RRID: AB_891393
CD44 Rat Anti-mouse Monoclonal Antibody FITC Clone IM7	BD Pharmingen	Cat#561859
CD117/c-kit Rat Anti-mouse Monoclonal Antibody FITC Clone 2B8	BD Pharmingen	Cat#561680<br>RRID: AB_394805
AA4.1 Rat Anti-mouse Monoclonal Antibody FITC Clone AA4.1	BD Pharmingen	Cat#561990
ESAM Rat Anti-mouse Monoclonal Antibody FITC Clone IG8/ESAM	Biolegend	Cat#136205
Notch 1 Armenian Hamster Anti-mouse Monoclonal Antibody PE Clone HMN1-12	Biolegend	Cat#130607
Notch 2 Armenian Hamster Anti-mouse Monoclonal Antibody PE Clone HMN2-35	Biolegend	Cat#130707
Armenian Hamster IgG Isotype Control Antibody PE Clone HTK888	Biolegend	Cat#400907
CD49e Rat Anti-mouse Monoclonal Antibody PE Clone 5H10-27 (MFR5)	BD Pharmingen	Cat#557447
CD105/Endoglin Rat Anti-mouse Monoclonal Antibody PE clone MJ7/18	Biolegend	Cat#120407
CD51 Rat Anti-mouse Monoclonal Antibody PE Clone RMV-7	BD Pharmingen	Cat#551187
CD133 Rat Anti-mouse Monoclonal Antibody PE Clone 13A4	eBioscience	Cat#14-1331-82<br>RRID: AB_467471
DLL4 Armenian Hamster Anti-mouse Monoclonal Antibody PE Clone HMD4-1	Biolegend	Cat#130807
VE-Cadherin Goat Anti-mouse Polyclonal Antibody Unconjugated	R&D Systems	Cat#AF1002-SP
EPCR Rabbit Anti-mouse Polyclonal Antibody Unconjugated	Invitrogen	Cat#PA5-81459
CD61 Rabbit Anti-mouse Monoclonal Antibody Unconjugated Clone SJ19-09	Novus	Cat#NBP2-67416
Notch 1 Antibody Ultra-LEAF Purified anti-mouse Clone HMN1-12	Biolegend	Part No 95499
Notch 2 Antibody Ultra-LEAF Purified anti-mouse Clone HMN2-35	Biolegend	Part No 96014
Armenian Hamster IgG Isotype Ctrl Antibody Ultra-LEAF Purified Clone HTK-888	Biolegend	Part No 400940
Human Delta-like-1 Fc chimera (DII1-Fc)	In house	
Human IgG Fc control	In house	
RetroNectin (r-Fibronectin CH-296)	Takara	Cat#T100B
Recombinant Mouse VCAM-1/CD106 Fc Chimera	R&D Systems	Cat#643-VM-200
Recombinant Murine SCF	Peptotech	Cat#250-03
Recombinant Murine IL-3	Peptotech	Cat#213-13

Recombinant Human TPO	Peprotech	Cat#300-18
Recombinant Mouse CXCL12/SDF-1a	R&D Systems	Cat#460-SD-050
LY 364947	Tocris	Cat#2718
SB431542	Tocris	Cat#1614
CHIR99021	Stemgent	Cat#04-0004-10
Endothelial mitogen (ECGS)	Alfa Aesar	Cat#BT-203
Heparin sodium salt	Sigma	Cat#H3149-100KU
TrypLE Express	Gibco	Cat#12605-028
Collagenase Type 1 (0.25%)	Stemcell Technologies	Cat#07902
Ultrapure Bovine Serum Albumin	ThermoFisher Scientific	
Fetal Bovine Serum	ThermoFisher	Special order characterized lot
X-VIVO 20	Lonza	Cat#04-448Q
StemSpan SFEM II	Stemcell Technologies	Cat#09655
EmbryoMax 0.1% Gelatin solution	MilliporeSigma	Cat#ES006B
Neutral-buffered formalin solution (10%)	Sigma-Aldrich	Cat#HT5011

# Supplementary material for: Engineering a niche supporting hematopoietic stem cell development using integrated single-cell transcriptomics
**Source:** Nat Commun. 2022 Mar 24;13:1584. doi: 10.1038/s41467-022-28781-z
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

Description of Additional Supplementary Data Files

Supplementary Data 1. Cluster-specific genes differentially expressed in HSC-supportive AGM-EC (cluster 1) or non-supportive AGM-EC (Cluster 2), ordered by specificity. (Related to Fig. 1c-e).

Supplementary Data 2. Gene ontology terms (biological processes and molecular functions) associated with cluster-specific genes expressed in HSC-supportive AGM-EC. List of cluster-specific genes used for aggregated gene scores based on gene ontology terms. (Related to Fig. 1d).

Supplementary Data 3. Genes differentially expressed over pseudotime representing the EC/HE to hematopoietic transition, ordered by q-value. (Related to Fig. 3d-e).

Supplementary Data 4. Genes differentially expressed over pseudotime representing HSC to HPC differentiation, ordered by q-value. (Related to Fig. 4h).

Supplementary Data 5. List of ligand-receptor interactions between primary AGM-derived arterial EC or HSC-supportive AGM-EC stroma and primary AGM-derived HE/pre-HSC or in vitro generated HSC (Related to Fig. 5).

Supplementary Data 6. Signature/marker genes from published studies of HE, pre-HSC, AGM HSC, and adult HSC used for gene-set scores (Related to Fig. 3).

How the deposited data were processed for this re-analysis (not part of the article)

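Single-cell RNA was sequenced from 12 libraries in 4 groups: 4 lines of mouse AGM-EC, V+61+E+ cells of E10 and E11 AGM (2 libraries each), 2 colonies grown on AGM-EC, and 6-day cultures of E10 V+61+E+ cells on AGM-EC and in the engineered niche. The E10 and E11 cells came from pools of 46 and 54 embryos. According to the submitters' notes, reads of 10x Genomics 3' version 2 libraries were aligned to mm10 and counted by Cell Ranger 2.1.1. The values used are its UMI counts per gene and cell, filtered to cells, with no normalization or batch correction. All libraries list the same 27998 genes, of which 27645 have coordinates in GENCODE vM21 (GRCm38). The libraries of the 6-day cultures were the shallowest per cell and those of E11 the deepest. Among the AGM-EC lines and among the primary libraries, no pair was a copy of another (chi-square per degree of freedom of at least 9.28 between profiles). The colonies and 6-day cultures were not compared in this way.

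Cells were used as deposited. Cells with the highest Scrublet scores, at the doublet rate of the platform for the size of each library, were marked as doublets and taken out in an alternative. Counts were normalized to equal totals and log-transformed, 2000 variable genes and 30 principal components were used (10 and 20 for the HSC-phenotype and mixed colony), and cells were clustered by Leiden on 20 neighbours (10 and 15 for the colonies) at resolution 0.6 (0.3 for the colonies), with seed 1. Clustering used Python 3.11.15, scanpy 1.11.5, anndata 0.12.19, leidenalg 0.10.2, igraph 0.11.9, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9. The authors used Monocle 2.99.3 with Louvain clusters, so cluster numbers do not match theirs. Classes followed the marker rules of the paper's supplementary figures, with 1 UMI as expression. A cell may be in more than 1 class. Leading genes of a cluster were ranked by fold with 5 CPM added to each side, among genes in at least 25% of its cells. Pseudotime is a diffusion ordering of 2482 cells, after 610 cells in 5 of 13 clusters were set aside, and 60 genes were held out of it. Orderings with all genes, or without marked doublets, correlated with it at 0.9986 and 0.9996, and principal component 1 at 0.953. The paper learned a principal graph instead.

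Tests used UMIs summed over the cells of a class or part in each library, with R 4.3.3 and edgeR 4.0.16 (filterByExpr, TMM, quasi-likelihood F test, Benjamini-Hochberg at 0.05), limma 3.58.1, and DESeq2 1.42.0 as an alternative. AGM-EC4 was compared with AGM-EC1 to 3 on 4 sums with 2 residual degrees of freedom. HSC precursor cells were compared with arterial EC and with progenitor cells, and parts of pseudotime with each other, on 8 sums with the library as block and 3 residual degrees of freedom, since both sums of a pair come from 1 library. Arterial EC cells were compared between E11 and E10 on 4 sums with 2 residual degrees of freedom. The common biological coefficients of variation were 0.4007, 0.0816, 0.0689, 0.0519 and 0.0873 in that order. Because embryos were pooled, the p-values of primary cells may measure technical spread only. Genes in a class rule were left out of the tests on that class. Gene-set scores follow the paper, the log of summed size-factor-normalized expression, averaged per class and library and compared by exact sign-flip over libraries in place of a rank test over cells. Whether a cell holds a gene was read beside its share in other cell types. Whether those cell types lack the gene was not tested. Colonies and 6-day cultures have 1 library per condition and were described by pooled counts with Clopper-Pearson 95% intervals. Ratios were formed for genes with at least 50 UMIs in the sum of both groups, and 3 counts stood as the limit of a count of 0.

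Tests were checked on simulated data, in which counts were drawn with the fitted spread and known genes were changed. Of genes changed 2-fold, the AGM-EC design recovered 0% and of those changed 4-fold 3.06%. The other designs recovered 82.65% (HSC precursor against arterial EC), 75% (against progenitor cells), 90.91% (pseudotime) and 78.79% (E11 against E10) of 2-fold changes, and 2.24%, 2.30%, 3.13% and 3.93% of their calls were genes not changed. The AGM-EC comparison is thus able to find only very large changes.

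Genes printed by name were fixed by rule before the data were examined: every gene the paper names for a comparison, up to 10 per direction with the largest fold among genes past the threshold (one sign in every library pair, or in each of AGM-EC1 to 3 against AGM-EC4, and at least 20 CPM in the higher group), 2 to 4 members of each list with the largest fold past the threshold with those that go the other way, and with 1 library per condition up to 10 per direction with the largest CPM ratio. Genes of Supplementary Data 1 were taken by rank, with their published values seen. Exceptions are leading genes of clusters, and unlisted genes above both neighbours of the HSC precursor class. Of the latter, Nupr1, Slc12a2, Gsta4 and Art4 were not the highest by fold and were chosen with the results in view. Gene lists by function were fixed at the same time. The settings varied were DESeq2, no low-count filter, each replicate left out, no or an added replicate block, cells thinned to equal depth (8000 UMIs, and 3000 for the 6-day cultures), at least 2 UMIs as expression, no marked doublets, scores as a mean of logs or without class-rule genes, and thresholds met in every library. Alternatives chosen after the results were seen are named as such where they appear. Left out were fold changes of genes with no UMI in a group, and tests between colonies or between cultures. The ligand and receptor database was not at hand, so the published pairs were checked and not formed again.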

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

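Differences between E10 and E11 in the class contrasts were tested after the results were seen, and so was the comparison at equal depth. The tests of doublets, of kinds of genes and of splits were set before their results were seen.

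HSC precursor cells differ from arterial EC cells by stage in few genes. Over E10 and E11 the log2 contrast changed by -3.791 for Nid2, a basement membrane gene (adjusted p = 0.00358 from edgeR; mean differences of log CPM, formed apart from the fit, were 0.39 at E10 and -3.00 at E11), by 1.342 for Myl9 (adjusted p = 0.00651), 1.618 for Klf6 (0.0158), -1.122 for Hbb-y (0.0267), 1.635 for Hist1h1b (0.0267), -2.113 for Eln (0.0281), 1.320 for Tpx2 (0.0294), -1.202 for Stmn2 (0.0294) and 1.271 for Cdc20 (0.0294). Of 10381 genes, the signed contrast was higher at E11 for 5 and lower for 4, against 326 and 260 at an unadjusted p under 0.05, and without 1 library the counts ran from 0 to 119 and from 0 to 20. No DESeq2 fit of this term was made.

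Against progenitor cells the contrast changed by -1.318 for Hbb-y (adjusted p = 4.16e-07 from edgeR), 1.569 for Hist1h1b (0.00219), -0.6773 for Id3 (0.0150), -0.9942 for Clec14a (0.0150), 0.6147 for Gm42418 (0.0150), -1.049 for Ctsh (0.0321) and -1.297 for Ptprb (0.0385). Of 9900 genes, 2 had a higher and 5 a lower signed contrast at E11. Without either E11 library no gene passed, and without 1 of the E10 libraries 35 and 4 or 6 and 9 did. Hbb-y is a globin gene that free RNA of erythrocytes carries, and Gm42418 overlaps ribosomal RNA.

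In the AGM-EC lines Shox2, which the paper's text does not name, was the only gene past the threshold, with a log2 fold change of -9.093. Without AGM-EC2 no gene passed. In the 6-day cultures cluster 12, with Laptm4b, Hoxa7 and Mycn, held 26.85% of engineered and 0.131% of co-culture cells, and 75.95% of the 79 engineered MPP cells. Among the primary cells a cluster of 31 cells carries the neuronal genes Tubb3 and Nefm, which sorting for V+61+E+ should have left out. None of the 3 was followed by a further test.

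HSC precursor cells were a larger share at E11 than at E10. The rule asks for UMIs of several genes, so deeper sequencing of the E11 cells would produce such a rise too. With E11 cells thinned to E10 depths the mean share was 1.861%, below the 2.71% of E10 cells, so depth alone could give the rise. Against it stands that a deeper cell may hold more RNA, which thinning takes away as well. Whether HSC precursor cells become more frequent between the stages stays open, as does a difference between the 2 pools of embryos.

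Endothelial and hematopoietic genes stood in the same HSC precursor cells, which doublets of an arterial EC and a progenitor cell would show too. A doublet lies between its cells for each gene, but 67 genes were higher in HSC precursor cells than in both classes, 28 of them at an adjusted p under 0.001 from edgeR in each test. Nupr1 (110.5 CPM against 16.2 in arterial EC and 51.1 in progenitor cells), Acta2, Slc12a2 and Gsta4 were among them, and simulated doublets, a check chosen after the result, gave 1 to 5 such genes. A new fit, also chosen after the result, left out cells of the clusters set aside, which may bring globin genes and Nefl. It found 61 such genes among 9704 tested. However, the HSC precursor rule bars any cell with a UMI of the receptor genes by which progenitor cells were called. Doublets of an arterial EC and a progenitor cell were thus mostly kept out beforehand, so these counts cannot decide on doublets. Doublets of an arterial EC with a hematopoietic cell outside the progenitor class, or with another cell type, were not tested. Whether cells of the class are doublets stays open.

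Genes differing between E11 and E10 arterial EC cells may reflect stage or a difference that all cells of a library share. Without pseudogenes, ribosomal protein genes, Gm42418 and AY036118, the change in progenitor cells was 0.6578 of that in arterial EC cells at the median of 671 genes (95% bootstrap interval 0.623 to 0.691), and 93.9% had the same sign. For those 41 genes the ratio was 0.5870 (0.495 to 0.821), all had the same sign, and the 13 pseudogenes were all lower at E11. Both ratios lie between the values set for a shared and a separate cause, so the tables cannot tell them apart. A real change of stage in both classes stays open, since each stage has its own libraries.

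The library pairs allow 8 splits that part the 2 sums of every library, too few for a share under 0.05. For HSC precursor against arterial EC cells the real split called 5153 genes and the highest of the 7 others 1, for HSC precursor against progenitor cells 1984 and 5, and for genes held out of the ordering 55 and 0. In each case 1 of the 8, the real split, called as many. The other 24 splits keep both sums of some library together, and the highest of them called 0, 1 and 0.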

How the results depend on the processing

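The settings below were chosen in advance unless said to be added after the results were seen. Classes called after thinning, also chosen in advance, could not be tested, since they left fewer than 5 cells per sum. Where a value moved, the cause was not tested unless the sentence gives it.

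Counts for AGM-EC4 against AGM-EC1 to 3 depend on the setting. DESeq2 called 406 genes higher in AGM-EC1 to 3 and 159 lower, and no low-count filter gave 21 and 16. With 1 supportive line left out the counts ran from 0 to 681 higher and from 0 to 443 lower, the most without AGM-EC3, which stands apart from the other lines. Without cells of over 20% mitochondrial UMIs (added) Shox2 stayed alone.

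For HSC precursor over progenitor cells, 545 genes were higher with DESeq2, 592 with no replicate block and 609 to 1074 with 1 library left out, and 506, 384 and 538 to 946 were lower. Of 265 values of 30 named genes in this contrast, 230 kept their label, 16 were weaker and 19 moved, none reversed. HSC precursor over arterial EC cells moved less for its size. DESeq2 called 1738 higher and 1878 lower genes, and no replicate block gave 1823 and 2058. With 1 library left out, 1698 to 2651 were higher and 2046 to 2794 lower. Without cells of the clusters set aside (added) the counts were 2542 and 2646. Of the named genes, 227 of 245 values kept their label.

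For E11 against E10 arterial EC cells, higher genes numbered 108 with DESeq2, 826 with no low-count filter, 591 with a replicate block, and from 1 to 817 with 1 library left out. Lower genes numbered 107, 669, 521 and from 0 to 765. The fewest came without an E11 library.

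Gene-set scores shrank when the mean of logs stood for the log of the sum. HSC precursor minus arterial EC was then -0.8119 for the arterial EC set, 0.6837 for HSC-primed HE, 0.1834 for pre-HSC, -0.4090 for AGM HSC and 0.003704 for adult HSC, which reversed. HSC precursor minus progenitor was 0.4146 for arterial EC, 0.1681 for pre-HSC, 0.5115 for AGM HSC and 0.1845 for adult HSC. Without genes of the class rules HSC-primed HE came to 1.751 over arterial EC and -0.1789 over progenitor cells, AGM HSC to -1.168 over arterial EC and adult HSC to 0.2601 over progenitor cells. In thinned cells HSC-primed HE over arterial EC was 2.283.

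Shares of classes depend on depth. HSC precursor cells were 0.4539% of E10 and 0.2721% of E11 cells after thinning to 8000 UMIs, so the order of stages reversed, and 0.06165% and 1.633% with at least 2 UMIs. In the endothelial and hematopoietic clusters alone the E11 share was 7.814%, and 1.861% with E11 thinned to E10 depths (added). Shares of HE, arterial EC and progenitor cells moved in 18 of 27 values.

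HSC type cells of the HSC-phenotype colony were 21.71% with the rule applied to all cells, 10.81% after thinning and 27.50% with at least 2 UMIs, and in the mixed colony 1.370% after thinning and 0.4471% with at least 2 UMIs. HPC type cells of the mixed colony were 38.75%, 24.96% and 20.72% in these settings.

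In the 6-day cultures, thinning to 3000 UMIs and at least 2 UMIs each left 0 HSC cells in co-culture. MPP were 0.5104% and 0.05808% of co-culture and 0.2110% and 0.08212% of engineered culture. T progenitors were 0% of co-culture with at least 2 UMIs, and 0.3798% and 0.04106% of engineered culture. For the other classes 37 of 60 values moved. HSC precursor receptors above 5% numbered 157 when every library had to pass, and HSC type receptors above 20% numbered 78 after thinning.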

Differences from the paper's values

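The comparisons with the paper's numbers were planned before the data were examined, apart from the calls of Supplementary Data 1 genes in each setting, which were counted after the results were seen.

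The paper lists 117 genes higher in supportive AGM-EC and 19 lower, while edgeR on summed lines called 0 and 1. The counts rest on different thresholds, a Moran's I of 0.25 and a specificity above 0.75 in the paper and an adjusted p under 0.05 here. All 117 and 19 went in the listed direction here, with median log2 fold changes of 2.615 and -3.079. The paper's test takes cells as replicates and the test here takes lines. The cause of the gap was not tested. The other settings differ too: DESeq2 called 406 and 159, no low-count filter 21 higher (and 16 lower, close to 19 in number, though only 3 of the listed 19 were called), leaving out AGM-EC1 gave 12 and 5, AGM-EC2 0 and 0, AGM-EC3 681 and 443, and thinned lines 0 and 1. Of the listed genes DESeq2 called 50 and 9, no filter 8 and 3, and the fit without AGM-EC3 62 and 19.

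Sox17, Cxcl12, Icam1, Vcam1, Fn1 and Tgm2 were higher in each supportive line than in AGM-EC4, as in the paper, but none passed the threshold here. A test over cells, as in the paper, describes the cells of these 4 lines, and the test here asks about lines.

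Numbers of cells are close. The deposited V+61+E+ cells number 3092, as the paper states. HSC precursor cells in the kept clusters were 43 at E10 and 89 at E11, against about 43 and about 89 in Fig. 3h. HSC type cells were 29 and 28, against about 28 and about 27 in Supplementary Fig. 8f, g.

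The paper describes rare HSC in the engineered niche (Fig. 6e to h), and the HSC rule found 0 of 4871 cells. The paper also reports long-term multilineage engraftment after engineered culture of E10 cells with CXCL12 (Fig. 6c). A count by marker UMIs does not bear on that. 42 engineered cells held Hlf and Procr without Kdr. Pdzk1ip1, which had a UMI in 6 engineered cells, is the gene that keeps them from the rule.

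Of the receptors the paper lists at 20% of HSC type cells, 151 of 185 reached it here, and 168 of 170 arterial EC ligands reached 10%. Pooling of the 2 colonies may differ: 24 of the 34 receptors below 20% reach it in at least 1 colony, and with 111 of 185 above it in every colony the list depends on how cells are pooled.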

Other observations

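Some matrix genes were higher and some glycolysis genes lower in arterial EC cells of E11 than of E10. Without either E11 library at most 1 gene passed in each direction. Has2, which makes hyaluronan (20.7 against 4.34 CPM, log2 fold change 2.16, adjusted p = 0.00831 from edgeR), and Eln (229 against 93.6 CPM, 1.27, adjusted p = 0.00315) were higher at E11. Pgk1 of glycolysis (23.8 against 97.8 CPM, -2.02, adjusted p = 0.000270) and Gstp1 (21.3 against 102 CPM, -2.24, adjusted p = 0.000155) were lower. Of 9 genes of hypoxia and glycolysis 4 were lower (5 when adjusted over the list alone), Pgk1, Slc2a1, Eno1 and Ldha, and none higher. By log2 change with 5 CPM added, Pgk1 (-1.81 in arterial EC and -1.58 in progenitor cells), Eno1 (-0.421 and -0.468) and Ldha (-0.322 and -0.348) fell alike in both. Slc2a1 (-0.295 and -0.0478) fell mostly in arterial EC cells, and Eln rose there alone (1.30 and -0.0865). For Pgk1, Eno1 and Ldha, stage thus cannot be told from a difference that all cells of a library share. Of 18 matrix genes, 3 were higher (5 over the list alone), Fbln2, Fbn1 and Lamb1, and 1 lower, Cyr61. In this part the counts of sex-linked genes per cell were chosen after the results were seen. So was the fit without cells of the clusters set aside.

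Arterial and Notch genes moved in both directions. Of 19 arterial genes 3 were higher, Fbln5, Bmx and Hey2, and 3 lower, Dll4, Hey1 and Gja5 (4 and 4 over the list alone). Of 8 Notch targets Hey2 was higher and Hes5 and Hey1 lower. Of 10693 genes 373 were higher and 339 lower at E11, and DESeq2 called 108 and 107. Each stage has its own libraries, and the largest changes include ribosomal pseudogenes such as Rpl9-ps1 (-4.54), so a difference between libraries may add to that of stage: the change in progenitor cells was 0.6578 of that in arterial EC cells at the median.

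AGM-EC4 differs from the supportive lines in sex-linked genes. Xist alone was found in 40.1%, 37.9% and 51.2% of cells of AGM-EC1, AGM-EC2 and AGM-EC3, and Y-linked genes alone in 40.7%, 45.4% and 33.5%. AGM-EC4 had Xist alone in 0.237% and Y-linked genes alone in 61.6%. Neither was found in 38.0% of AGM-EC4 cells, against 8.01%, 8.69% and 5.89% in AGM-EC1, AGM-EC2 and AGM-EC3. Both together were rarer in AGM-EC1 to 3 (11.2%, 8.02% and 9.44%) than independent draws would give (26.6%, 24.5% and 26.0%). AGM-EC1 to 3 thus hold male and female cells. AGM-EC4 holds male cells, but the sex of its cells with neither is not settled. Sex-linked expression differs together with support of HSC in this design. Genes that follow sex or founder cells cannot be told from niche genes by these 4 lines.

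Some genes stood above both neighbours in the HSC precursor class. 67 genes were higher in it than in arterial EC and in progenitor cells and 70 lower than in both, among 9767 tested. The 67 hold Nupr1, a stress response gene (log2 fold change 2.62 over arterial EC and 1.05 over progenitor cells), Slc12a2 (1.11 and 1.22), Gsta4 (1.32 and 0.91) and Art4 (0.94 and 1.00), and from the lists Acta2, Itga6, Csf1, Sfrp2 and Lyl1. Nefl and the globin genes Hba-a1, Hbb-bh1, Hba-x, Hbb-y and Hbb-bs rank first among the 67 by the smaller of the 2 folds. Of 134 HSC precursor cells, 1 lay in the neuronal cluster 12 and 1 in cluster 13 with globin genes. No arterial EC or progenitor cell lay in either. These 2 cells may carry much of the Nefl and globin counts, so these genes are not read as marks of the class. A new fit without cells of the clusters set aside found 61 genes. Most genes that passed both tests lay between the neighbours, 552 rising and 746 falling from arterial EC to progenitor cells. A test of single cells at equal depth, or of further embryos, would show how far this holds.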
